# WSB1/2 target chromatin-bound lysine-methylated RelA for proteasomal degradation and NF-κB termination

**DOI:** 10.1093/nar/gkae161

**Published:** 2024-03-07

**Authors:** Jie Zhang, Yuanyuan Yu, Xiuqun Zou, Yaning Du, Qiankun Liang, Mengyao Gong, Yurong He, Junqi Luo, Dandan Wu, Xiaoli Jiang, Matt Sinclair, Emad Tajkhorshid, Hong-Zhuan Chen, Zhaoyuan Hou, Yuejuan Zheng, Lin-Feng Chen, Xiao-Dong Yang

## Abstract

Proteasome-mediated degradation of chromatin-bound NF-κB is critical in terminating the transcription of pro-inflammatory genes and can be triggered by Set9-mediated lysine methylation of the RelA subunit. However, the E3 ligase targeting methylated RelA remains unknown. Here, we find that two structurally similar substrate-recognizing components of Cullin-RING E3 ligases, WSB1 and WSB2, can recognize chromatin-bound methylated RelA for polyubiquitination and proteasomal degradation. We showed that WSB1/2 negatively regulated a subset of NF-κB target genes via associating with chromatin where they targeted methylated RelA for ubiquitination, facilitating the termination of NF-κB-dependent transcription. WSB1/2 specifically interacted with methylated lysines (K) 314 and 315 of RelA via their N-terminal WD-40 repeat (WDR) domains, thereby promoting ubiquitination of RelA. Computational modeling further revealed that a conserved aspartic acid (D) at position 158 within the WDR domain of WSB2 coordinates K314/K315 of RelA, with a higher affinity when either of the lysines is methylated. Mutation of D158 abolished WSB2’s ability to bind to and promote ubiquitination of methylated RelA. Together, our study identifies a novel function and the underlying mechanism for WSB1/2 in degrading chromatin-bound methylated RelA and preventing sustained NF-κB activation, providing potential new targets for therapeutic intervention of NF-κB-mediated inflammatory diseases.

## Introduction

Inflammation is a biological response launched by the immune system to protect against various insults such as infection or injury and is associated with majority of human diseases (1,2). Initiation of an inflammatory response relies on prompt gene transcription that is largely mediated by the nuclear factor-κB (NF-κB) family of transcription factors. NF-κB functions as hetero- or homo-dimers composed of five members of this family, p50, p52, RelA (p65), RelB and c-Rel, in almost all cell types, and the heterodimer RelA/p50 is the most prevalent form in which the RelA subunit has a transactivation domain essential for transcriptional activation of NF-κB target genes (3).

In unstimulated cells, NF-κB is kept in the cytosol in an inactive form by its inhibitor proteins, IκBs (mainly IκBα), but it can be activated by hundreds of distinct ligands, including pathogen-associated molecular patterns (PAMPs) and host cells-secreted cytokines, via dozens of pattern recognition receptors (PRRs) and a large number of cytokine receptors, such as Toll-like receptors and the tumor necrosis factor (TNF) receptors (4). Upon the engagement of these ligands to their cognate receptors, a series of sequential signaling events enable the activation of the inhibitor of κB kinase (IKK) complex, leading to the phosphorylation and degradation of IκB inhibitors. This allows the release of NF-κB and its translocation to the nucleus where it associates with chromatin to activate the transcription of hundreds of genes. The best-studied NF-κB target genes include those encoding cytokines, chemokines, pro-survival factors, and IκBs as well (3).

Dysregulated NF-κB has been implicated in inflammatory disorders, autoimmune diseases and a variety of cancers (3,4). To prevent the detrimental consequences of excessive or prolonged NF-κB activation, many sophisticated negative regulatory mechanisms have been evolved to balance the strength and duration of NF-κB activity (4). It is well-known that activated NF-κB induces the re-synthesis of IκB, which can in turn relocate DNA-bound NF-κB back to the cytosol for the termination of NF-κB action (3,4). However, NF-κB-mediated transcription can be eventually terminated even in the absence of IκBs (5), indicating the significance of IκB-independent termination mechanisms. Among them, ubiquitination and proteasome-mediated degradation of DNA-bound NF-κB, particularly the RelA subunit, has been found to be a crucial complementary mechanism for timely termination of NF-κB-dependent transcription of inflammatory cytokines and chemokines (5–7). Recent findings that USP7-mediated deubiquitination of the RelA bound at the promoters of cytokine and chemokine genes stabilizes RelA and augments NF-κB-dependent transcription underscore the importance of ubiquitination of DNA-bound RelA in the termination of NF-κB activation (8,9). However, little is known about what triggers the ubiquitination and degradation of this form of RelA.

We have previously shown that upon stimulation with TNF-α or LPS, methyl transferase Set9, also called Set7, monomethylates RelA at K314/315 on the promoters of a subset of inflammatory cytokine genes, including IL-6 and IL-8, inducing proteasomal degradation of the DNA-bound RelA and promoting the termination of NF-κB-mediated transcription of these genes (10,11). However, the E3 ligase recognizing the methylated RelA remains uncharacterized. In this study, we identified that WSB1 and WSB2 (designated as WSB1/2 thereafter), two structurally similar WDR domain-containing members of the suppressor of cytokine signaling (SOCS) family that are known substrate-recognizing components of Cullin-RING E3 ligase (CRL) complexes (12,13), targeted K314/315-methylated RelA for ubiquitination and degradation. Our experimental and computational modeling data support a model that upon TNF-α stimulation, WSB1/2 are recruited to the chromatin and bind the chromatin-associated, lysine-methylated RelA in a WDR-dependent manner, thereby inducing K48-linked ubiquitination and degradation of RelA to facilitate timely termination of a subset of NF-κB target genes.

## Materials and methods

### Cell lines, plasmids and antibodies

U2OS, HepG2, HEK293T and NIH3T3 cells were obtained from American Type Culture Collection (ATCC) and tested negative for mycoplasma contamination. RelA-deficient NIH3T3 cells were reconstituted with wild-type (WT) RelA or RelA-K314/315R as described in our previous study (10). All cell types were cultured at 37°C under 5% CO_2_ in a humidified chamber in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% (v/v) fetal bovine serum except that U2OS cells were cultured in McCoy's 5a supplemented with 10% (v/v) fetal bovine serum.

Plasmids encoding T7-RelA, T7-RelA-K314/315R, T7-RelA-Y36A/E39D, Flag-Set9 and Flag-Set9-H297A were described previously (10). Plasmids encoding V5 tagged SOCS family of proteins were purchased from GE Dharmacon. PCR-based molecular cloning was performed to subclone Flag-WSB1, Flag-SOCS1/2 and Myc-WSB1/2 into a mammalian expression vector PCDNA3.1, GST-WSB1/2 and their mutant forms into a prokaryotic expression vector pGEX-4T-1 (GE Healthcare), and Flag-WSB1/2 into a viral vector pCDH-CMV-MCS-EF1-Puro-Vector (System Biosciences), respectively. The short hairpin RNAs of human WSB1 and WSB2 were inserted into pLKO.1-vector to construct shWSB1 and shWSB2 plasmids. The short hairpin RNA sequences are listed in Supplementary Table S1. Point mutations used in this study were generated by site-directed mutagenesis (Stratagene).

The antibodies used are as follows: rabbit anti-RelA (SC-372), mouse anti-RelA (SC-8008), mouse anti-Cul5 (sc-373822), rabbit anti-IκBα (SC-1643) and mouse anti-ubiquitin (SC-807) were from Santa Cruz; rabbit anti-K48-linked ubiquitin chain (8081S), rabbit anti-K63-linked ubiquitin chain (5621S), rabbit anti-RelA (8242S), rabbit anti-phospho-IκBα (2859S), rabbit anti-p38 (9212), rabbit anti-phospho-p38 (9215), rabbit anti-JNK (9252) and rabbit anti-phospho-JNK (4668), rabbit anti-GST (2622), rabbit anti-T7 (13246), rabbit anti-Biotin (HRP Conjugate) (7075S), rabbit anti-HA (3724S), rabbit anti-IgG (2729), and normal HRP-labeled secondary antibodies were from Cell Signaling Technology; rabbit anti-Flag (F7425), mouse anti-Flag (F1804), and Flag M2 agarose beads (A2220) were from Sigma; mouse anti-α-GAPDH (60004-1-Ig) and rabbit anti-H2A (10856-1-AP) were from Proteintech; Mouse anti-HA MagBeads (20566ES76), anti-T7 agarose beads (ab1230), and HRP-labeled secondary antibodies specific for the light chain (115-035-174) were from Yeasen Biotech, Abcam and Jackson, respectively. The anti-methylated RelA (Me-K314/315) antibody was used as previously described (11).

### Fractionation and TNF-α-induced ubiquitination of endogenous RelA

About 10^7^ cells were stimulated with TNF-α for 15 min. Cells were then washed and incubated in DMEM containing 20 μM MG-132 for 5 h before harvest. Cytoplasmic, nuclear soluble and chromatin-enriched fractions were prepared as previously described (14). Proteins in the chromatin-enriched fraction were extracted with extraction buffer (20 mM HEPES pH 7.9, 1 mM EDTA, 420 mM NaCl, 0.5% NP-40, protease inhibitor cocktail, 1 mM PMSF) by centrifuging at 4°C at 18 000 rcf for 20 min. Finally, protein extracts from 3 fractions were heated at 95°C for 5 min in the presence of 1% SDS, diluted 15–20 times with dilution buffer (20 mM HEPES pH 7.9, 1 mM EDTA, 150 mM NaCl, 0.5% NP-40, protease inhibitor cocktail, 1 mM PMSF), and concentrated with centrifugal filter devices (Amicon® Ultra-0.5ml, 10K) for RelA immunoprecipitation and immunoblotting with antibodies to ubiquitin, K48-, or K63-linked ubiquitin chains.

### Transfection and immunoblotting

All siRNAs used in this study (Supplementary Table S1) were synthesized in Shanghai GenePharma Co., Ltd and transfected with the Lipofectamine 3000 transfection reagent (Invitrogen, L3000015) according to the manufacturer's instructions. Plasmid transfection was conducted as described previously (10) or with PEI reagent (23966-2, Polysciences) according to the manufacturer's instructions. Immunoblotting was conducted as described previously (15) and quantitation of immunoblotting results were performed with Image J.

### Ubiquitination assay in transfected cells

HEK293T cells were transfected with plasmids encoding T7-His-RelA, HA-ubiquitin and other tagged Set9 and WSB1/2. After 30 h of transfection, cells were treated with proteasome inhibitor MG-132 (10 μM) for 5 h and lysed in denaturing lysis buffer (20 mM Tris–HCl pH 7.9, 1% SDS) at 95°C for 5 min. Heat-denatured cell lysates were first diluted 10–20 times with dilution buffer (20 mM Tris–HCl pH 7.9, 0.5 mM EDTA, 250 mM NaCl, 2 mM NEM, 0.5% NP-40, protease inhibitor cocktail, 1 mM PMSF) to reduce the concentration of SDS and then concentrated with centrifugal filter devices (Amicon® Ultra-0.5ml, 10K). Final lysates were subjected to either Ni-NTA sepharose (GE Healthcare) for affinity purification of His-tagged RelA or HA magnetic beads for immunoprecipitation of HA-tagged ubiquitin. To measure the level of RelA ubiquitination, Ni-NTA purified RelA was immunoblotted with anti-HA antibodies; HA immunoprecipitates were immunoblotted anti-T7 antibodies.

### GST pull-down assay

GST and various forms of GST-fused WSB1 or WSB2 were inducibly expressed in BL21 (DE3) *E. coli* cells and purified with Glutathione sepharose 4B beads (17-0756-01, GE Healthcare) as previously described (10). Whole cell lysates were prepared from HEK293T cells co-transfected with expression vectors for T7-RelA or T7-RelA-K314/315R alone or with Set9. For each pull-down assay, 1 μg beads-bound GST fusion protein and 50 μl HEK293T whole cell lysate were diluted in 500 μl lysis buffer, followed by rotation at 4°C for 1 h and immunoblotting with anti-T7 antibodies. For peptide competition assay, 100-fold molar excess of unmethylated RelA peptide (KSIMKKSPFS), the K314/315 monomethylated peptides (KSIMK[me1]K[me1]SPFS), or the K314/315 acetylated peptides (KSIMK[Ac]K[Ac]SPFS) was added before pull-down. To estimate the concentration of T7-RelA in whole cell lysates, T7 immunoprecipitates were prepared and separated in an SDS-PAGE gel together with a series of concentrations of BSA which has a molecular weight similar to T7-RelA. After staining of the gel, the concentration of T7-RelA in immunoprecipitates (Con^IP^) were estimated by band intensity-based comparison with BSA standard. The efficiency of immunoprecipitation (Eff^IP^) was estimated by comparing levels of T7-RelA on T7 immunoblot of the cell lysates and flow through from immunoprecipitation. The total concentration of T7-RelA in whole cell lysates (Con^Lys^) was calculated using the following equation: Con^Lys^= Con^IP^/Eff^IP^.

For Dot blot analysis of direct interactions of WDR-RelA peptides, unmodified and K314/315 monomethylated RelA peptides corresponding to amino acids 308–320 of RelA (TFKSIMKKSPFSG) were synthesized and N-terminally labeled with biotin in Kanglong Biotechnology Co., Ltd. To assess the binding of RelA peptides to WSB2, dot blot analysis was performed essentially as described elsewhere (16). Specifically, About 3 μg of glutathione beads-bound GST-WSB2 WDR protein was mixed with 1.8 nmol of each biotin-labeled RelA peptide in 500 μl GST binding buffer and incubated at 4°C for 1 h. Beads were washed with GST binding buffer for three times and 20 mM GSH was added to elute the GST-WSB2 WDR-peptide complex which was then denatured in the presence of 1% SDS and 2 mM DTT at 65°C for 5 min. Denatured samples were diluted and spotted onto a nitrocellulose membrane (P/N 66485, Pall Corporation) for dot blot analysis with anti-biotin and anti-GST antibodies.

### Viral transduction

Lentiviruses were packaged from HEK293T cells and used to infect U2OS and HepG2 cells. Infected cells were selected against puromycin to construct stable overexpression or knockdown cell lines. For double knockdown of WSB1 and WSB2 in U2OS cells, lentiviruses targeting WSB1 or WSB2 were combined at a 1:1 ratio before infection. Knockdown efficiency was measured by RT-PCR.

### RNA extraction, quantitative real-time PCR (RT-PCR) and RNA-sequencing

Total RNA was extracted with TRIzol (15596026, Invitrogen) following manufacturer's instructions. RT-PCR was conducted on a Roche system (LightCycler 480II) using SYBR Green reagent with the primers listed in Supplementary Table S1. All RT-PCR data were normalized against *GAPDH* and expressed as mean ± SD. Statistical differences between two groups were determined by unpaired two-tailed Student's t-test using Graphpad Prism (version 6.02). Nonlinear regression was chosen to compare the difference between gene expression patterns observed in control and WSB2 KD cells in the time course experiment. A p-value below 0.05 was considered statistically significant, and different levels of significance were expressed as follows: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

RNA-Sequencing was performed by Novogene, Beijing, China. Briefly, the RNA-seq library was prepared using Illumina kits, and the sequencing was performed using Illumina Novaseq 6000 by running 150 cycles. Differentially expressed genes were identified by ‘EdgeR’ R package; those with *P*-value < 0.05 and abs[log_2_ (fold change)]> 1 were considered significant. GSEA analysis was performed using R.

### Chromatin immunoprecipitation (ChIP)

ChIP assays were carried out as described previously (17). Briefly, U2OS cells were untreated or stimulated with TNF-α for 30 min and 60 min. After cross-linking, cells were sonicated until the chromatin was broken into fragments ranging from 500 to 800 bp in size. Immunoprecipitation was performed using antibodies against Flag, RelA, Me-RelA, Cul5 and equal amount of nonimmune IgG as control. The precipitated DNA fragments were examined by RT-PCR with primer sets listed in Supplementary Table S1. Results are expressed as the ratio of RT-PCR signal from ChIP with specific antibodies to that from mock ChIP with IgG.

### Immunofluorescence and confocal microscopy

U2OS cells stably expressing an empty vector, Flag-WSB1 or Flag-WSB2 were used for immunofluorescence which was performed as previously described (15) with a primary anti-Flag antibody (Sigma, F7425, at 1:200 dilution) and fluorescence-labeled secondary antibodies (Invitrogen, A21206, Alexa Fluor™ 488 Donkey Anti-Rabbit IgG, at 1:500 dilution). Microscopy of the antibody- and DNA probe DAPI-stained cells was performed with a Leica SP8 confocal microscope.

### Computational modeling

For apo WSB2 model, an unrefined structural model of human WSB2 was obtained from the AlphaFold2 database (18,19) using UniProt accession ID Q9NYS7. The model was placed into a 94 Å × 94 Å × 94 Å water box using the CHARMM-GUI webserver (20) with all the amino acids in their default protonation states, and the system neutralized with a final ion concentration of 0.15 M NaCl. Five replicas of the system were then equilibrated using NAMD2.14 (21) for 5 ns with protein backbone atoms restrained at 1 kcal/mol˙Å^2^, followed by a subsequent unrestrained equilibration of 5 ns. After equilibration each replica was simulated in NAMD3 (22) for 100 ns in order to obtain a consensus relaxed structure of WSB2.

For substrate-bound WSB2 model, the substrate RelA peptide bound to WSB2 was modeled after the bound peptide in a homologous template structure, methylated histone H3 tail bound to the WD repeat-containing protein 5 (WDR5, PDB: 2H9N) (23). To accurately place the substrate peptide, we first superimposed the equilibrated apo WSB2 onto the WDR5 crystal structure using the STAMP structural alignment tool in MultiSeq plugin (24,25) of Visual Molecular Dynamics (VMD) (26). The WSB2 substrate peptide was then modeled by adopting the backbone atoms of the superimposed histone H3 tail (sequence ARTK), while the side chains were modeled using the mutation function of VMD (26) to match the WSB2 recognized peptide sequence of RelA (312-IMKKS-316). In particular, the K314 residue of the WSB2 substrate peptide was modeled as a monomethylated lysine (MLZ residue in CHARMM protein topology (27,28) to reflect the experimentally characterized properties. The K314 atomic coordinates were directly adopted from those of the corresponding atoms in the arginine residue of the template structure, specifically, the N_ζ_ atom of K314 was mapped to the arginine's C_ζ_ so that the locations of their side chains’ charge centers remained identical, i.e. both in the proximity of a conserved aspartate at the binding site (D158 of WSB2 and D92 of WDR5). To keep the monomethylated lysine in the center of the modeled substrate peptide, an additional isoleucine residue was added to the N-terminus of the modeled backbone to form a bound pentapeptide, where both termini were modeled with neutral caps (acetylated N-terminal and N-methylamide at the C-terminal). Two replicates of the system were constructed from the modeled substrate-bound WSB2 and each was equilibrated for 6.25 ns unrestrained. Both replicates were then simulated each for 100 ns. Data analysis and molecular image rendering were done in VMD (26).

## Results

### Methylation of RelA by Set9 is critical for TNF-α-induced ubiquitination of chromatin-bound RelA

We have previously shown that Set9-mediated methylation of RelA at K314/315 triggered ubiquitination and degradation of DNA-bound RelA post NF-κB activation (10). To investigate whether endogenous RelA undergoes similar methylation-dependent ubiquitination and degradation after stimulation, we performed subcellular fractionation of TNF-α-treated NIH3T3 cells and evaluated the ubiquitination status of endogenous RelA immuneprecipitated from soluble cytosolic, nuclear and chromatin-enriched fractions (Figure 1A), largely representing the compartments containing inactivated, activated but DNA-unbound, and activated DNA-bound forms of NF-κB, respectively. We found that RelA from chromatin-enriched fraction was markedly ubiquitinated in response to TNF-α stimulation, while RelA from cytosolic and nuclear fractions was much less ubiquitinated (Figure 1B), indicating that during TNF-α stimulation RelA in the chromatin-enriched fraction is the major portion of RelA that undergoes ubiquitination. We also showed that LPS stimulation could induce ubiquitination of RelA in this fraction too (Supplementary Figure S1). To assess the effect of Set9-mediated methylation on TNF-α-stimulated RelA ubiquitination, we immuneprecipitated RelA from chromatin-enriched fraction isolated from TNF-α-stimulated Set9 knockdown cells to measure the levels of total ubiquitination and linkage-specific ubiquitination, including proteolytic K48-linked and non-proteolytic K63-linked ubiquitination. Interestingly, all three types of ubiquitination were markedly reduced in Set9 depleted cells compared with control cells (Figure 1C). Similarly, when we assessed the same types of RelA ubiquitination in RelA knockout cells reconstituted with WT or methylation-deficient mutant RelA-K314/315R, mutation of methylation sites resulted in decrease of all three types of ubiquitination on RelA (Figure 1D). These data suggest that Set9-mediated K314/315 methylation of chromatin-bound RelA might recruit an E3 ligase(s) for the ubiquitination, leading to either proteasomal degradation or non-proteolytic regulation of RelA.

**Figure 1.**
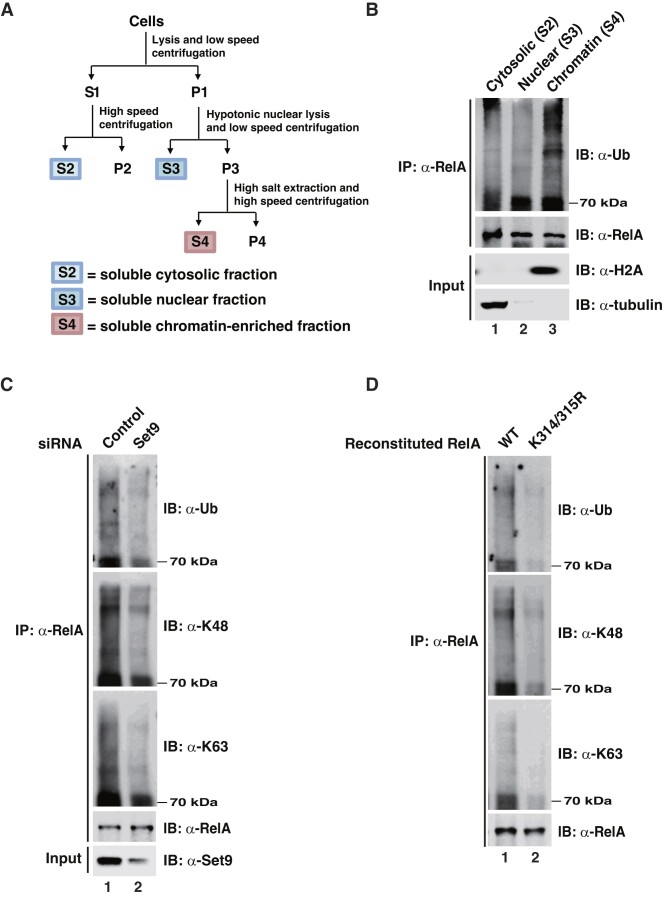
Methylation of RelA by Set9 is critical for ubiquitination of chromatin-bound RelA. (**A**) Schematic illustration of the fractionation process for the preparation of cytoplasmic (S2), nuclear (S3), and chromatin-enriched (S4) fractions. (**B**) NIH3T3 cells were pulse-stimulated with TNF-α for 15 min followed by treatment with proteasome inhibitor MG132 for 5 h. The cytoplasmic, nuclear, and chromatin-enriched fractions were prepared as in (A) and heat-denatured in the presence of 1% SDS for RelA immunoprecipitation (IP) and immunoblotting (IB) for ubiquitination. (**C**) NIH3T3 cells were transfected with control or Set9 siRNAs, and TNF-α-induced ubiquitination of RelA in chromatin-enriched fraction was assessed as described in (B) with antibodies against ubiquitin and K48-linked or K63-linked ubiquitin chains. (**D**) TNF-α-induced ubiquitination of RelA in chromatin-enriched fraction from RelA or RelA-K314/315R reconstituted RelA-deficient NIH3T3 cells was assessed as described in (C). The experiments in (B-C) were repeated 3 times, and those in (D) repeated twice. A representative result for each experiment is shown.

### WSB1/2 promote the ubiquitination of methylated RelA

To search for the E3 ligase(s) capable of ubiquitinating K314/315-methylated RelA, we designed a cell-based assay in which WT or methylation deficient mutant (K314/315R) of RelA were co-transfected with individual E3 ligases or components of E3 complexes into HEK293T cells, assuming that this specific E3 or it's essential component(s) only promotes the ubiquitination and degradation of WT RelA but not RelA-K314/315R mutant. Using this assay, we performed a screen in the SOCS family of proteins that are best-known as substrate receptors in CRL E3 complexes (12,13) and are well-known negative regulators of immune receptor- or cytokine receptor-mediated signaling (29). One member of this family, SOCS1, has been identified as a CRL substrate receptor targeting RelA for degradation (30–32). Expectedly, co-transfection of SOCS1 reduced the protein levels of RelA and RelA-K314/315R, suggesting that SOCS1-mediated ubiquitination and degradation of RelA is likely independent on K314/315 methylation (Figure 2A). Interestingly, two closely related SOCS family members, WSB1 and WSB2, which have highly conserved amino acid sequence and domain structures (12), reduced the levels of WT RelA but not RelA-K314/315R mutant (Figure 2A). In contrast, other members of the SOCS family were either unable to reduce the levels of RelA or capable of reducing the levels of both WT RelA and RelA-K314/315R (Supplementary Figure S2). These data suggest that methylation on K314/315 might account for the reduction of RelA levels by WSB1/2. This WSB1/2-mediated reduction of RelA was due to proteasome-mediated protein degradation since WSB1/2 failed to reduce the level of RelA in the presence of proteasome inhibitor MG-132 (Figure 2B). These results suggest that WSB1/2 are the potential CRL substrate receptors targeting K314/315-methylated RelA for its ubiquitination and degradation.

**Figure 2.**
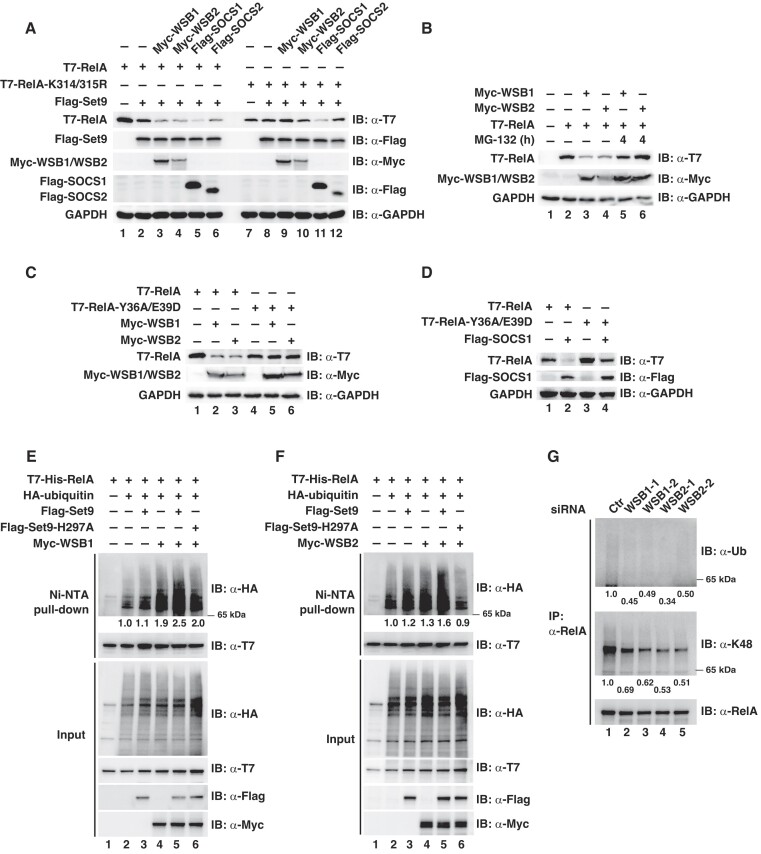
WSB1/2 promote the ubiquitination of methylated RelA. (**A**) HEK293T cells were transfected with plasmids encoding T7-tagged WT RelA or RelA-K314/315R and Flag-tagged Set9 together with 4 SOCS family proteins. Whole cell lysates were prepared and immunoblotted for indicated proteins. (**B**) HEK293T cells were transfected with the expression vectors for T7-RelA and Myc-tagged WSB1 or WSB2. At 24 h after transfection, cells were treated with MG-132 (20 μM) for 4 h, and whole cell lysates were immunoblotted with indicated antibodies. (**C, D**) HEK293T cells were transfected with plasmids encoding T7-tagged WT RelA or its DNA-binding defective mutant (RelA-Y36A/E39D) and Myc-tagged WSB1 or WSB2 **(C)**, or Flag-tagged SOCS1 (**D**); Whole cell lysates were prepared and immunoblotted with indicated antibodies. (**E, F**) HEK293T cells were transfected with plasmids encoding T7-His- RelA, HA-ubiquitin, Flag-tagged Set9 or catalytic inactive Set9-H297A together with Myc-tagged WSB1 (**E**) or WSB2 (**F**). After 30 h cells were treated with MG-132 for 5 h and heat-denatured in the presence of 1% SDS for affinity-purification with Ni-NTA resin. Purified RelA was immunoblotted with anti-HA antibodies for ubiquitination. Levels of ubiquitin, RelA, Set9 and WSB1/2 are shown as input in the lower panels. (**G**) U2OS cells were transfected with a control siRNA or 2 siRNAs against WSB1 or WSB2 and pulse stimulated with TNF-α for 15 min followed by treatment with MG-132 for 5 h. RelA was immunoprecipitated from denatured chromatin-enriched fraction and immunoblotted for total and K48-linked ubiquitination. Fold changes of RelA ubiquitination were normalized with the levels of immunoprecipitated RelA and shown below the blots (E–G). The experiments in (B–D) were repeated 3 times, and those in (A) and (E–G) repeated at least twice. A representative result for each experiment is shown.

We have previously shown that methylation-dependent degradation of RelA occurs on chromatin-bound RelA (10,11), raising a possibility that WSB1/2 might specifically induce the degradation of chromatin-bound RelA. Supporting this, we found that DNA-binding deficient RelA mutant (RelA-Y36A/E39D) was resistant to WSB1/2-mediated degradation (Figure 2C). In contrast, SOCS1 was still able to degrade RelA regardless of the DNA-binding status of RelA (Figure 2D).

Next, we investigated if WSB1/2 induced the ubiquitination of RelA and whether Set9-mediated methylation of K314/315 promoted such ubiquitination. To this end, transfected cells were heat-denatured and His-tagged RelA was pulled down with Ni-NTA resin followed by immunoblotting for ubiquitin. We found that co-expression of RelA with Set9 or WSB1/2 alone slightly or moderately enhanced ubiquitination of RelA, but the level of ubiquitinated RelA was further increased when RelA was co-expressed with both Set9 and WSB1 or WSB2 (Figure 2E and F). However, co-expression of the enzymatically inactive form of Set9 (H297A) with WSB1 or WSB2 failed to increase the ubiquitination of RelA (Figure 2E and F). Expectedly, when opposite pulldowns of HA-tagged ubiquitin from the same lysates were performed to assess RelA ubiquitination, we observed similar results (Supplementary Figure S3), further supporting the importance of K314/315 methylation for WSB1/2-mediated RelA ubiquitination. To evaluate the effect of WSB1/2 on the ubiquitination of endogenous RelA, we used siRNAs to knock down the expression of WSB1 or WSB2, respectively, in U2OS cells (Supplementary Figure S4) and examined TNF-α-induced ubiquitination of RelA in chromatin-enriched fraction as in Figure 1. The ubiquitination of RelA, particularly the K48-linked ubiquitination, was slightly reduced in WSB1 knockdown cells but moderately reduced in WSB2 knockdown cells (Figure 2G). This result indicates that both WSB1 and WSB2 are involved in the ubiquitination and degradation of chromatin-bound endogenous RelA with WSB2 being dominant over WSB1 under this condition. The difference in the ubiquitinated RelA from WSB1 or WSB2 knockdown cells likely reflected the different expression levels of WSB1 and WSB2, with the levels of WSB2 3–4 times higher than WSB1 in U2OS and HepG2 cells used in this study (Supplementary Figure S5).

### WSB1/2 interact with methylated K314/315 of RelA through their WDR domains

To define the molecular mechanism by which WSB1/2 promote the ubiquitination of RelA in a methylation-dependent manner, GST pull-down assays were performed to explore if WSB1/2 bind to methylated RelA. GST-tagged recombinant WSB1 or WSB2 was incubated with cell lysates prepared from HEK293T cells co-transfected with Set9 and WT RelA or RelA-K314/315R and the pull-down products were immunoblotted for associated RelA. Both GST-tagged WSB1 and WSB2, but not GST alone, pulled down a high level of WT RelA from lysates co-transfected with Set9 (Figure 3A). However, neither WSB1 nor WSB2 pulled down the RelA-K314/315R mutant which cannot be methylated by Set9 (Figure 3A). When a synthetic RelA peptide of 13 amino acids containing unmethylated, methylated, or acetylated K314/315 residuals were utilized to compete with methylated full-length RelA in the GST pull-down assays, WSB1 and WSB2 pulled down much less RelA with the addition of the methylated peptides, but not with the unmethylated or acetylated peptides (Figure 3B). These data suggest that binding of WSB1 or WSB2 to RelA specifically depends on methylation of K314/315.

**Figure 3.**
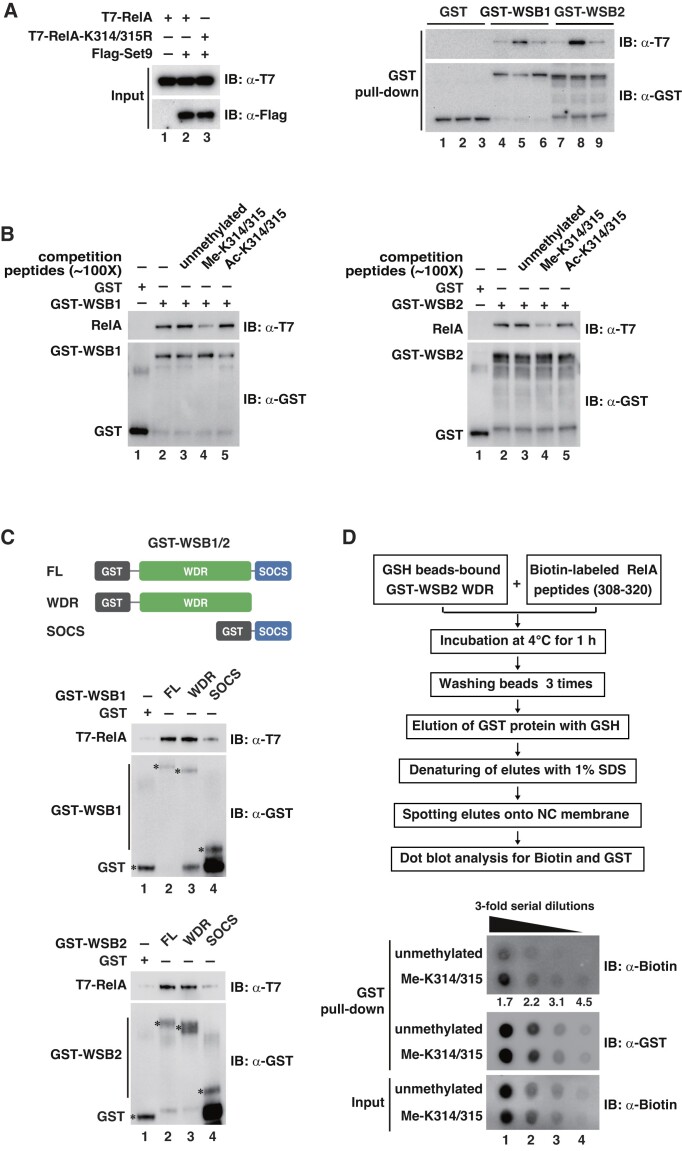
WSB1/2 interact with methylated K314/315 of RelA through their WDR domains. (**A**) GST pull-down assay was performed with recombinant GST, GST-WSB1 or GST-WSB2 and whole cell lysates from HEK293T cells transfected with T7-tagged WT RelA or RelA-K314/315R and Flag-tagged Set9 as indicated. The associated RelA was assessed by IB with anti-T7 antibodies. (**B**) Approximately 100-fold excess molar of unmethylated or K314/315-methylated RelA peptides (a.a. 308–320) was added in GST pull-down assay performed with whole cell lysate from HEK293T cells transfected with T7-tagged WT RelA and Flag-tagged Set9. RelA associated GST-WSB1 (left) or GST-WSB2 (right) was assessed as in (A). (**C**) GST pull-down assay with full-length (FL), WDR or SOCS domains of WSB1 or WSB2 and the whole cell lysate from HEK293T cells transfected with T7-tagged WT RelA and Flag-tagged Set9 was performed as in (A). Asterisks to the left of each band on the two GST blots indicate the proteins of GST and GST-fusions of WSB1 or WSB2. (**D**) GSH sepharose beads-bound GST-WSB2 WDR protein was incubated with biotin-labeled unmethylated or K314/315-methylated RelA peptides (a.a. 308–320) and the GST-WSB2 WDR protein was eluted with GSH and the associated peptides were spotted onto a nitrocellulose membrane and assessed via dot blot analysis with anti-biotin and anti GST antibodies. Ratios of methylated peptides to unmethylated peptides bound to GST-WSB2 WDR at each dilution were quantitated and shown below the blot. The experiments in (A), (C) and (D) were repeated at least 3 times, and those in (B) repeated twice. A representative result for each experiment is shown.

Both WSB1 and WSB2 are composed of an N-terminal WDR domain and a C-terminal SOCS domain (Figure 3C). The WDR of WDR5 has been shown to be critical for specific recognition of methylated lysine on histone H3 (23,33), raising a possibility that the WDRs of WSB1/2 might be involved in the binding to methylated K314/315. Supporting this hypothesis, we found that full-length or the WDR-containing region but not the SOCS domains of WSB1 and WSB2 bound to the methylated RelA in the GST pull-down assay (Figure 3C). To further confirm this methylation-dependent interaction, direct binding of the WDR domain to K314/315-methylated RelA was tested with an *in vitro* dot blot assay (Figure 3D). When synthetic biotin-labeled unmethylated or K314/315-methylated RelA peptides were incubated with the same amount of glutathione beads-bound GST-WSB2 WDR protein and the associated RelA peptides were eluted and spotted on a nitrocellulose membrane for dot blot assay, we observed that the WDR domain of WSB2 bound more K314/315-methylated peptides compared to the unmethylated peptides (Figure 3D). This *in vitro* binding assay further demonstrates that the WDR of WSB2 directly associates with RelA with an approximately 3–4-fold higher affinity for K314/315 methylated form than the unmethylated form.

### WSB2 negatively regulates the expression of NF-κB target genes

While WSB1 and WSB2 bound to K314/315 methylated RelA and induced its ubiquitination and degradation to a similar extent when over-expressed in cells or assessed in the GST-pulldown assay (Figures 2A, C, E, F, 3A, C), endogenous WSB2 appeared to be dominant over WSB1 in terms of its ability to ubiquitinate RelA and the expression level in cultured cells, including U2OS and HepG2 cells (Figure 2G, Supplementary Figure S5). Therefore, we focused on WSB2 for the remaining of our study. To determine the potential role of WSB2-mediated ubiquitination of RelA in modulating NF-κB-dependent transcription, we performed RNA sequencing of WT and WSB2-knockdown (KD) U2OS cells (Supplementary Figure S6) with or without TNF-α stimulation. 

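U2OS is an established human osteosarcoma cell line. The cells carried a control shRNA or a WSB2 shRNA, a short hairpin RNA that the cell processes into a guide for degrading the WSB2 transcript, and were left unstimulated or stimulated with TNF-α, a cytokine that activates NF-κB, for 5 h. The cells with the control shRNA are the ones called WT here and those with the WSB2 shRNA are the KD cells. Each of the 4 groups had 2 libraries, which makes 8 in all, and total RNA was sequenced by Novogene on an Illumina NovaSeq instrument. The text of the paper does not name which of its WSB2 shRNAs was used for sequencing, the concentration of TNF-α for these cells, the aligner, the counting program, the genome build or whether the counting used the strand.

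The authors deposited a value for each of 58735 genes in each library, and the values themselves show what they are. Each value times the length of its gene was a whole multiple of a constant of its library for 100% of the values, as it is for FPKM, the number of fragments scaled to the length of the gene and the size of the library. The reads recovered in this way numbered 15601098 and 16836522 in the unstimulated control libraries and 16409810 and 15950294 in the unstimulated KD libraries. After TNF-α they numbered 16705041 and 16554410 in control cells and 18677023 and 16948782 in KD cells. The library size in these FPKM values was not the library total. It was the total scaled by a median-of-ratios size factor over all 8 libraries, which was 1.21 times the total in both unstimulated KD libraries and between 0.925 and 1.03 times the total in the other 6. All 58735 genes had the identifier, position and exon length of release 29 of the GENCODE annotation of GRCh38, the build to which every position below refers. Within a group, the variance between the libraries was 30.1 times sampling noise in unstimulated control cells, 7.23 times in unstimulated KD cells, 4.31 times in TNF-α-stimulated control cells and 2.45 times in TNF-α-stimulated KD cells, over genes with at least 50 reads in the pair.

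The edgeR test of the paper's Methods was not repeated. The deposited values are FPKM and not counts, and the test was not run on the recovered reads either. Differences were tested with limma on log2(FPKM + 1), with a mean for each group and a spread shared by all 8 libraries, and P-values were adjusted by the Benjamini-Hochberg method. The test covered the 16528 genes with at least 10 reads at the median depth in at least 2 libraries and at least 15 reads in all. A log2 fold change on this scale understates the change of genes near or below 1 FPKM.

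WSB2 (ENSG00000176871) lies on chromosome 12 from 118032694 to 118062430 on the minus strand and had 10704 reads in the 8 libraries together. It was measured at 27.9 ± 0.198 FPKM (SD, n = 2) in unstimulated control cells and at 8.45 ± 0.0955 FPKM (SD, n = 2) in unstimulated KD cells. After TNF-α it was at 25.1 ± 0.196 FPKM (SD, n = 2) in control cells and at 9.09 ± 0.128 FPKM (SD, n = 2) in KD cells. The log2 fold change of KD against control was -1.61 (standard error 0.0685, adjusted p = 1.2e-04 from limma) without TNF-α and -1.37 (standard error 0.0685, adjusted p = 0.00113 from limma) with TNF-α. With each library left out in turn, the latter stayed between -1.39 and -1.36. The alternative that moved it most, a voom fit of the recovered reads chosen after the data were seen, gave -1.47.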

Principal components analysis of the sequencing result revealed distinct transcriptional profile in WT cells compared to KD cells in the presence or absence of TNF-α (Figure 4A). 

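Principal components were computed from the log2(FPKM + 1) values of the 16528 genes, centred and not scaled. The first component carried 74.1% of the variance, the second 14.5% and the third 3.26%. On the first component the unstimulated KD libraries lay at 57.0 and 67.5, and the other 6 libraries lay between -26.0 and -4.76. The gap between the unstimulated KD libraries and the nearest of the other 6 was 2.91 times the whole range of those 6. The second component placed the unstimulated control libraries at -33.1 and -18.6, the TNF-α-stimulated control libraries at 7.69 and 7.66, and the TNF-α-stimulated KD libraries at 15.8 and 16.6. With genes scaled to unit variance, the alternative that moved it most, the share of the first component was 60.2%, and the unstimulated KD libraries were again apart from the other 6.

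Euclidean distances over the same genes gave the size of each separation beside the spread between replicates. Without TNF-α, KD and control libraries were 84.0 apart on average, with a range of 68.8 to 99.8, against 37.7 between the control replicates and 24.0 between the KD replicates. With TNF-α, KD and control libraries were 27.7 apart on average, with a range of 26.9 to 28.7, against 24.6 between the control replicates and 22.5 between the KD replicates. Every KD library was therefore farther from every control library under the same treatment than the replicates were from each other, by a small margin with TNF-α. Groups of 2 libraries are too small for a permutation test of these separations to reach a P-value of 0.05. Stimulated and unstimulated control libraries were 43.4 apart on average, with a range of 39.2 to 46.4.

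Without TNF-α, 4932 genes were higher and 4996 were lower in KD cells at an adjusted p under 0.05 from limma, so that 49.7% of the called genes were higher. That split rests on the scaling of the libraries. With libraries scaled to their total reads, the share of higher genes was 65.3% and the median of all genes moved to 0.13 on the log2 scale. With upper-quartile factors, the share was 37.8% and the median moved to -0.12. The unstimulated KD libraries also differed in composition from all of the other 6. Mitochondrial genes took 4.10% to 4.42% of their reads against 1.11% to 2.03% in the other 6, the mean GC content of the genes, weighted by reads, was 50.4% to 50.8% against 53.3% to 53.9%, and 26225 to 26397 genes had a read against 22072 to 22957. Across 16520 genes, which are not independent replicates, the log2 fold change of KD against control followed the GC content of the gene with a Spearman correlation of -0.70 without TNF-α and 0.04 with TNF-α.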

Statistical analysis indicated that upon TNF-α stimulation, WSB2 knockdown resulted in the up-regulation of 98 genes and the down-regulation of 130 genes (abs[log_2_ (fold change)] > 1 and *P*-value < 0.05) (Figure 4B). 

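In the limma test on log2(FPKM + 1), 1348 of the 16528 genes had a P-value under 0.05 for KD against control cells stimulated with TNF-α. Of these, 12 rose and 6 fell by more than 1 on the log2 scale. After Benjamini-Hochberg adjustment, 10 genes were higher and 9 were lower in KD cells at an adjusted p under 0.05. With log2(FPKM + 0.1) in place of log2(FPKM + 1), 82 genes rose and 110 fell at a P-value under 0.05 and a log2 fold change beyond 1, while 6 rose and 7 fell after adjustment. A voom fit of the recovered reads, chosen after the data were seen, gave 107 and 167 past those thresholds, and 34 and 18 after adjustment.

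An adjusted p under 0.05, a log2 fold change beyond 1 and no overlap between the libraries of the groups were met together by 7 genes. CXCL8, CCL20, ESM1 and DUSP5 rose, and ACKR3, COL3A1 and WSB2 itself fell. DUSP5 (ENSG00000138166, chromosome 10 from 110497838 to 110511544, plus strand) encodes a phosphatase of the MAP kinase ERK. It was measured at 12.1 ± 0.456 FPKM (SD, n = 2) in stimulated control cells and 26.2 ± 0.948 FPKM (SD, n = 2) in stimulated KD cells, a log2 fold change of 1.05 (standard error 0.0824, adjusted p = 0.00883 from limma). ESM1 (ENSG00000164283, chromosome 5 from 54977864 to 55022671, minus strand), which encodes a secreted proteoglycan, went from 4.42 ± 0.471 FPKM (SD, n = 2) to 10.6 ± 0.410 FPKM (SD, n = 2). Its log2 fold change was 1.09 (standard error 0.119, adjusted p = 0.0318 from limma), and the adjusted p was 0.05 or more in 3 of 9 alternatives, with 0.103 the highest.

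ACKR3 (ENSG00000144476, chromosome 2 from 236567787 to 236582358, plus strand), which encodes an atypical chemokine receptor, was at 6.24 ± 0.998 FPKM (SD, n = 2) in stimulated control cells and at 1.76 ± 0.167 FPKM (SD, n = 2) in stimulated KD cells. The log2 fold change was -1.39 (standard error 0.114, adjusted p = 0.00883 from limma), and the adjusted p was 0.0610 without a filter on low reads. The collagen gene COL3A1 (ENSG00000168542, chromosome 2 from 188974320 to 189012746, plus strand) went from 6.13 ± 0.666 FPKM (SD, n = 2) to 1.92 ± 0.0891 FPKM (SD, n = 2). Its log2 fold change was -1.29 (standard error 0.110, adjusted p = 0.00883 from limma), and the adjusted p was 0.0506 without a filter on low reads. Both fell by a similar amount without TNF-α, by 1.29 for ACKR3 and by 1.36 for COL3A1 on the log2 scale.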

Gene set enrichment analysis of differentially expressed genes revealed that no pathway was down-regulated to a significant level (*P*-adjust > 0.05) (Supplementary Table S2), but 9 pathways were significantly augmented in WSB2-KD cells, among which the NF-κB signaling pathway was the most significant one with the largest number of up-regulated genes (Figure 4C). 

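Supplementary Table S2 gives the paper's enrichment results for 47 hallmark gene sets, ranked over KD against control cells with TNF-α. In that table 9 sets have an adjusted p under 0.05 with an enrichment score above 0, and 0 have one below 0. For the set of TNF-α signaling via NF-κB, the paper's normalized enrichment score is 2.35 over 179 genes with an adjusted p of 1.7e-09. The same adjusted p is given for the inflammatory response set, at a score of 2.18 over 130 genes.

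The table also lists the leading-edge genes of each set, those that carry its enrichment. The copy of the list for TNF-α signaling used here ends at 71 genes, of about 84 that the table's own percentage gives, so it was described and not tested. All 71 were tested in the FPKM values and all 71 were higher in stimulated KD cells than in stimulated control cells, with a median log2 fold change of 0.38 and a range from 0.07 to 1.26. Only 6 of the 71 passed an adjusted p of 0.05, and 2 passed the P-value and fold change thresholds of the Methods. All 56 leading-edge genes of the inflammatory response set were also higher, with a median of 0.26, and 4 of them passed an adjusted p of 0.05. Both lists were chosen on these libraries, so their direction here follows from how they were made.

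Without TNF-α the same genes had no common direction, as 35 of the 71 were higher in KD cells with a median log2 fold change of -0.02. With libraries scaled to their total reads, which moves the median of all genes by 0.13, 45 of the 71 were higher with a median of 0.14. Of the 56 inflammatory response genes, 28 were higher, or 37 with a median of 0.16 with libraries scaled to their total reads. Under the authors' scaling, the set test camera gave this list a p of 0.690 without TNF-α, while fry, which sets the list against no change and not against the other genes, gave 0.00421 towards lower values in KD cells. Between the treatments, the difference in the KD effect was above 0 for 61 of the 71 genes, or for 48 with libraries scaled to their total reads. The choice of these genes on the KD effect with TNF-α by itself favours differences above 0. Under the authors' scaling, 38 of the 61 passed an adjusted p of 0.05 for this difference, tested as an interaction. In the opposite direction, 2 of the 71 passed it.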

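For the 24 NF-κB target genes named in the heat map of Figure 4D, the KD effect in TNF-α-stimulated cells was above 0 in 24 of 24, with a median log2 fold change of 0.55. It ranged from 0.07 for KYNU to 1.45 for CXCL8. In each of the 24 genes, both KD libraries lay above both control libraries. For a gene with no difference, chance gives this order in 1 of 6 arrangements of the 4 libraries. At an adjusted p under 0.05 from limma over all genes tested, 6 of the 24 were called higher, and these were CXCL8, CCL20, DUSP5, HBEGF, AREG and IL1B. Adjusted over the list alone, 22 of the 24 were called, which is not independent evidence because the study chose the list on these samples. The number called over all genes was lowest without a filter on low reads, at 3, and all 24 remained above 0 under each of the 9 other ways of processing that kept every library of the comparison.

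HBEGF (ENSG00000113070, chromosome 5 from 140332843 to 140346631, minus strand), which encodes a growth factor of the EGF family, was measured at 17.9 ± 0.815 FPKM (SD, n = 2) in stimulated control cells and 32.6 ± 0.465 FPKM (SD, n = 2) in stimulated KD cells. Its log2 fold change was 0.83 (standard error 0.0760, adjusted p = 0.0125 from limma). AREG (ENSG00000109321, chromosome 4 from 74445134 to 74455009, plus strand), which encodes another growth factor of that family, went from 3.95 ± 0.0328 to 8.17 ± 0.281 FPKM (SD, n = 2 each), a log2 fold change of 0.89 (standard error 0.0985, adjusted p = 0.0332 from limma). The adjusted p of AREG was above 0.05 in 3 of 9 alternatives, with 0.0984 the highest. BCL2A1 had a log2 fold change of 0.96 but a wider spread between replicates, with a standard error of 0.181 and an adjusted p of 0.136. CCL4 shares reads with a near-identical neighbouring gene, so its value is uncertain.

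TNF-α raised all 24 genes in control cells, with a median log2 fold change of 1.03, and 17 of them passed an adjusted p of 0.05. With a correction for GC content and gene length, 23 of the 24 were raised. Without TNF-α, the KD effect was above 0 in 11 of the 24 genes with a median of -0.01, and in 14 of the 24 when libraries were scaled to their total reads. The difference between the KD effects with and without TNF-α was above 0 in 21 of the 24 genes, of which 18 passed an adjusted p of 0.05. Of the 3 genes below 0, NAMPT (-0.58, adjusted p = 0.00855) and DDX58 (-0.71, adjusted p = 0.0130) passed it in the opposite direction. The study chose the 24 genes for a higher level in stimulated KD cells, which by itself favours differences above 0. In a voom fit of the recovered reads, chosen after the data were seen, 18 of the 24 differences were above 0. With the correction for GC content and gene length, 22 of the 24 were above 0 and the lowest was -0.17. NAMPT was then at 0.21 (adjusted p = 0.204 from limma).

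**Figure D1:**
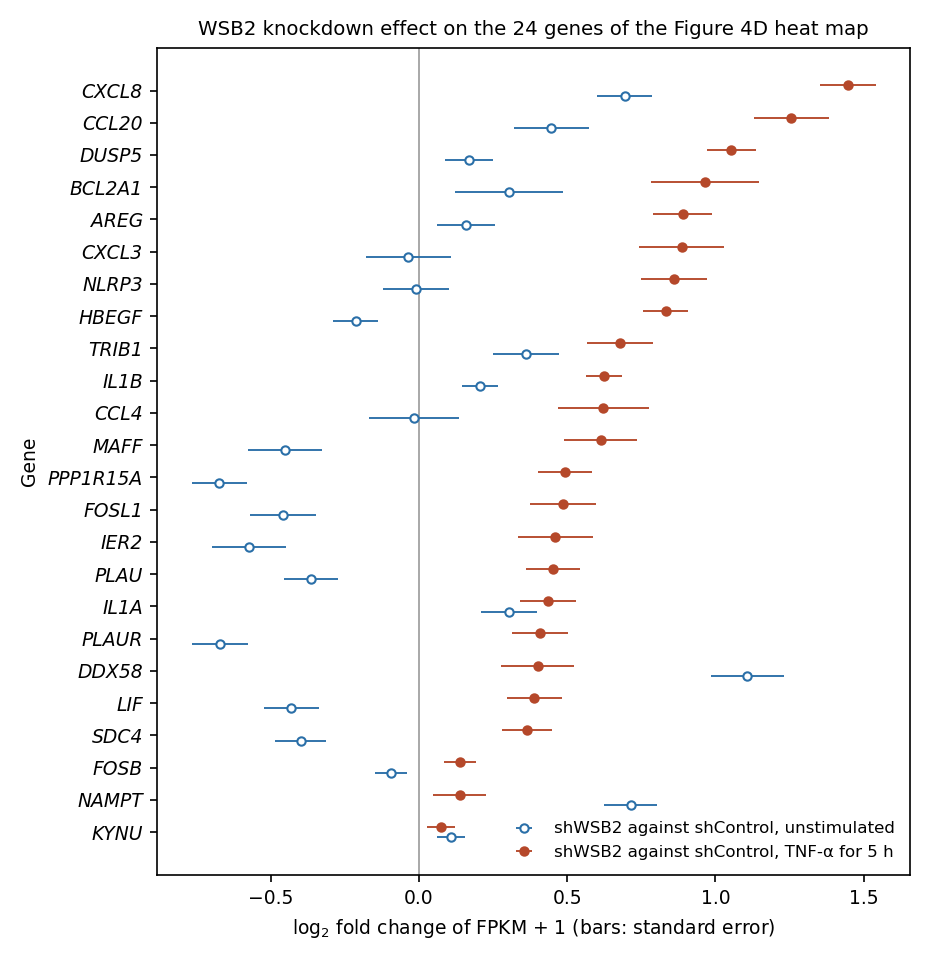
Log2 fold change of KD against control U2OS cells on the log2(FPKM + 1) scale for the 24 heat map genes, with open blue points for unstimulated cells, filled red points for cells stimulated with TNF-α for 5 h, and bars for the standard error from limma (2 libraries per group). With TNF-α all 24 points lie above 0, from 0.07 to 1.45, and without TNF-α 11 of the 24 lie above 0 under the authors' scaling of the libraries (14 of 24 with libraries scaled to their total reads).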

As shown in the heat map, dozens of TNF-α-induced NF-κB target genes were elevated in WSB2-KD cells (Figure 4D), supporting a negative regulatory role of WSB2 on NF-κB target gene expression.

**Figure 4.**
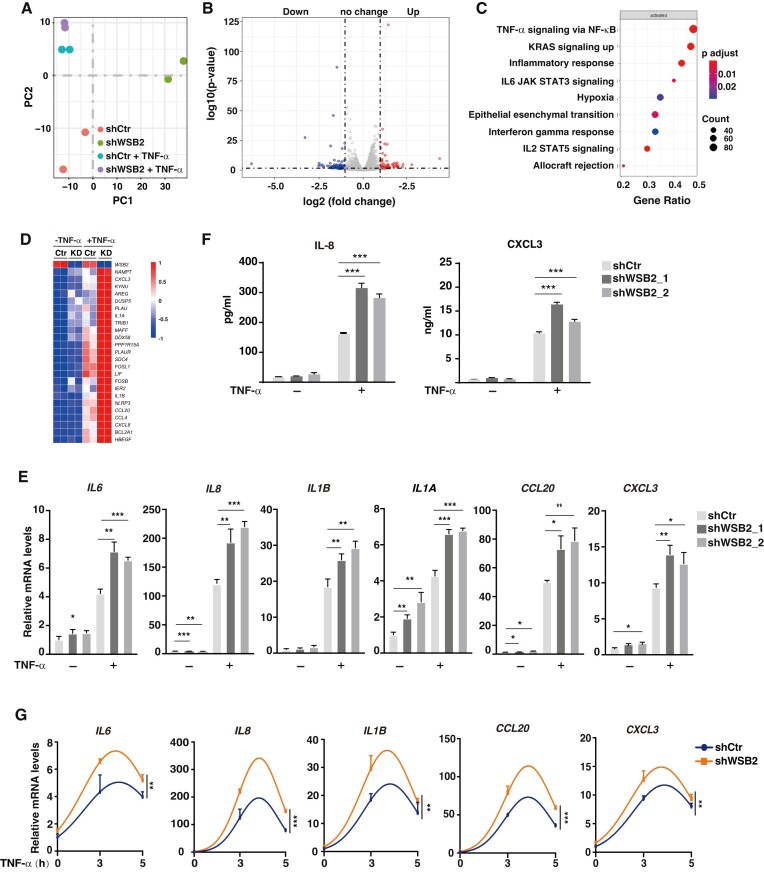
WSB2 negatively regulates the expression of NF-κB target genes. (**A–D**) U2OS cells transduced with a control shRNA or a WSB2 shRNA were stimulated with or without TNF-α for 5 h and total RNA was extracted for bulk RNA-sequencing. (**A**) Principal component analysis of the sequencing results. (**B**) Scatter plotting of up-regulated [log_2_ (fold change) >1], down-regulated [log_2_ (fold change) < 1], and unchanged [ 1 < log2 (fold change) <1] genes in control and WSB2-KD U2OS cells 5 h after TNF-α stimulation. (**C**) Gene set enrichment analysis was performed to determine the most significantly up-regulated pathways in TNF-α-stimulated WSB2-KD cells. (**D**) A heat map showing *WSB2* and the top 24 NF-κB target genes up-regulated in TNF-α-stimulated WSB2-KD cells. (**E**) U2OS cells transduced with control or two different WSB2 shRNAs were stimulated with TNF-α for 5 h and the expression of indicated genes was measured by quantitative RT-PCR. (**F**) Levels of TNF-α-induced IL-8 and CXCL3 proteins were measured by ELISA in U2OS cells transduced with control or WSB2 shRNAs. (**G**) U2OS cells transduced with control or WSB2 shRNAs were stimulated with TNF-α for indicated time points and the expression of the indicated genes was measured by quantitative RT-PCR. Results in (E), (F) and (G) are shown as means ± SD from triplicate experiments. *P < 0.05; **P< 0.01; ***P < 0.001. Statistical analysis was performed using unpaired two-tailed Student's *t*-test for (E) and (F), and nonlinear regression for (G).

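Among the 6 cytokine genes measured both by sequencing and by real-time PCR, the depth behind each value differed widely. CXCL8, the gene of IL-8 (ENSG00000169429, chromosome 4 from 73740506 to 73743716, plus strand), had 21231 reads in the 8 libraries together. It was measured at 2.46 ± 0.116 FPKM (SD, n = 2) in unstimulated control cells and 4.60 ± 0.518 FPKM (SD, n = 2) in unstimulated KD cells. After TNF-α it was at 74.3 ± 6.17 FPKM (SD, n = 2) in control cells and 203.9 ± 0.423 FPKM (SD, n = 2) in KD cells. The log2 fold change of KD against control with TNF-α was 1.45 (standard error 0.0936, adjusted p = 0.00398 from limma), and it stayed between 1.36 and 1.53 with each library left out in turn. CCL20 (ENSG00000115009, chromosome 2 from 227805739 to 227817564, plus strand), with 1065 reads, went from 5.24 ± 0.393 to 13.9 ± 0.606 FPKM (SD, n = 2 each) under the same comparison. Its log2 fold change was 1.26 (standard error 0.127, adjusted p = 0.0209 from limma). The adjusted p of CCL20 was above 0.05 with log2(FPKM + 0.1) and without a filter on low reads, with 0.133 the highest. Without TNF-α, CXCL8 (0.69), CCL20 (0.45), IL1A (0.30) and IL1B (0.21) were also higher in KD cells at an adjusted p under 0.05 from limma. CXCL3 (-0.04) and IL6 (0.10) were not called. After correction for GC content and gene length, CCL20 was at -0.17 and IL1A at -0.22 without TNF-α.

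IL1B (ENSG00000125538, chromosome 2 from 112829751 to 112836903, minus strand) had only 139 reads in the 8 libraries. It went from 0.226 ± 0.0533 FPKM in stimulated control cells to 0.888 ± 0.0132 FPKM in stimulated KD cells (SD, n = 2 each). At this level the added 1 compresses the log2 fold change, which was 0.62 (standard error 0.0600, adjusted p = 0.0162 from limma) and reached 1.94 in a voom fit of the recovered reads, a test chosen after the values were seen. The adjusted p was above 0.05 in 4 of 9 alternatives. CXCL3 (ENSG00000163734, chromosome 4 from 74036589 to 74038807, minus strand), with 357 reads, went from 1.17 ± 0.168 to 3.00 ± 0.254 FPKM (SD, n = 2 each). Its log2 fold change of 0.89 (standard error 0.143) had an adjusted p of 0.117 from limma. Reads of CXCL3 can be shared with its paralogs CXCL1 and CXCL2. IL1A (ENSG00000115008, chromosome 2 from 112773915 to 112784590, minus strand), with 275 reads, went from 1.32 ± 0.0132 to 2.14 ± 0.135 FPKM (SD, n = 2 each), a log2 fold change of 0.43 (standard error 0.0945, adjusted p = 0.204 from limma).

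IL6 (ENSG00000136244, chromosome 7 from 22725884 to 22732002, plus strand) had 77 reads in the 8 libraries together. It was listed at 0.0911 and 0.439 FPKM in the stimulated control libraries and at 0.531 and 0.459 FPKM in the stimulated KD libraries. The log2 fold change of 0.25 (standard error 0.129) was within the spread between replicates (adjusted p = 0.698 from limma), and with each library left out in turn it ranged from 0.05 to 0.45. With log2(FPKM + 0.1) the log2 fold change of IL6 was 0.89 (adjusted p = 0.734 from limma). In the voom fit, chosen after the values were seen, it was 1.23 (adjusted p = 0.721). A difference in IL6 was therefore not detectable at this depth.

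**Figure D2:**
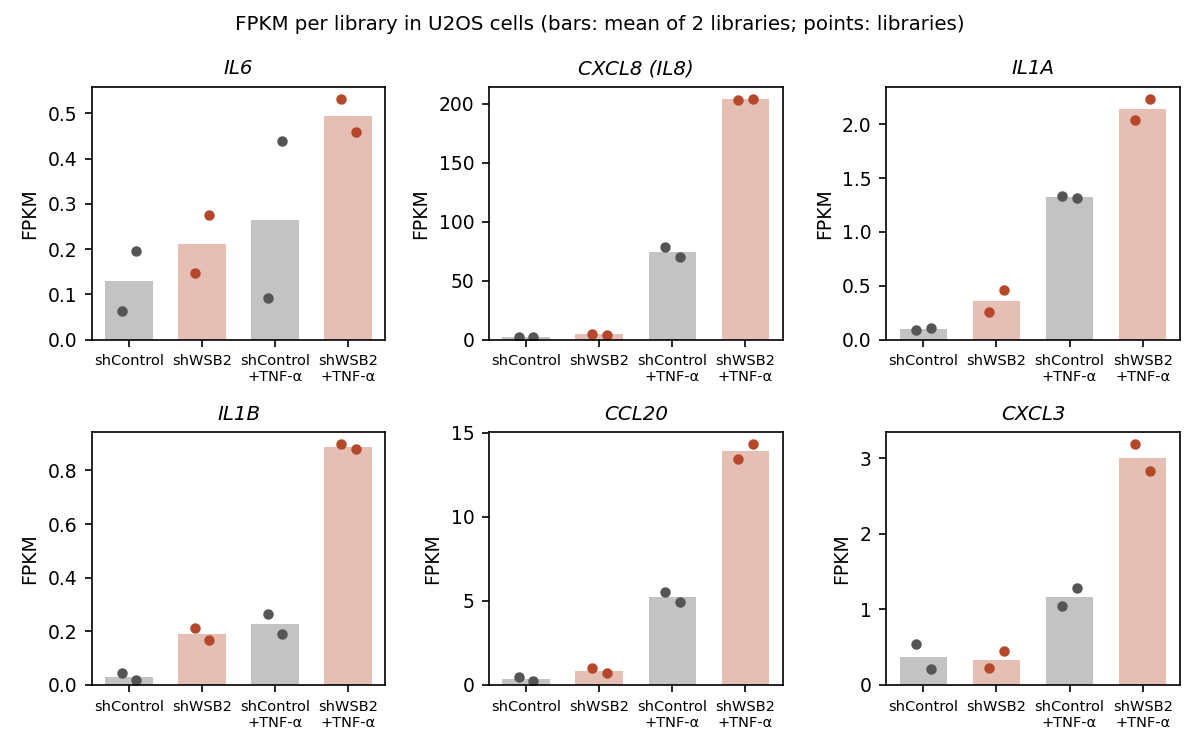
FPKM of IL6, CXCL8 (IL-8), IL1A, IL1B, CCL20 and CXCL3 in U2OS cells with the control or the WSB2 shRNA, unstimulated or stimulated with TNF-α for 5 h, each gene on its own linear axis from 0; bars are means of 2 libraries and points the single libraries. Both stimulated KD libraries lie above both stimulated control libraries for all 6 genes, and for IL6 the nearest of them are close, at 0.459 and 0.439 FPKM.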

To further verify the transcriptomic data from the RNA-seq, we quantified the expression of some of the up-regulated NF-κB target genes, including *IL6, IL8, IL1A, IL1B, CCL20* and *CXCL3*, by real-time PCR. Consistent with the RNA-seq result, knockdown of WSB2 using two different shRNAs elevated TNF-α-induced expression of these genes (Figure 4E). A similar increase in protein levels was also observed for IL-8 and CXCL3 in TNF-α-stimulated WSB2-KD cells (Figure 4F). Moreover, a time course experiment demonstrated that WSB2 knockdown resulted in not only elevated but also sustained expression of NF-κB target genes (Figure 4G). Nevertheless, regulation by WSB2 seems to be gene-specific since TNF-α-induced transcription of other NF-κB target genes, e.g. *TNFRSF9*, was not significantly affected by WSB2 knockdown (Supplementary Figure S7). Similar up-regulation of these NF-κB target gene expression was also observed in WSB2-depleted HepG2 cells (Supplementary Figure S8), indicating that negative regulation of NF-κB by WSB2 might not be a cell-type specific phenotype. Similar to TNF-α stimulation, LPS-stimulated expression of NF-κB target genes was also increased in WSB2 knockdown cells (Supplementary Figure S9), which is consistent with our previous discovery that both TNF-α and LPS can induce Set9-dependent RelA methylation for the termination of NF-κB activation (10,11). Collectively, these data indicate that WSB2 negatively regulates the transcription of a subset of NF-κB target genes, likely through Set9-mediated methylation of K314/315 of RelA.

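How far the KD effect reached among the genes that answer TNF-α was read from the sequenced U2OS libraries. In control cells 139 genes were induced by TNF-α at an adjusted p under 0.05 from limma and a log2 fold change above 1. In stimulated KD cells 107 of the 139, or 77.0%, were higher than in stimulated control cells, with a median log2 fold change of 0.15. The stimulated control libraries enter both comparisons, which ties the values together by chance. For 100 simulated unchanged KD groups set against the same control libraries, the median of such genes lay between -0.06 and 0.00, so the observed median was beyond the shift that shared libraries give. At an adjusted p under 0.05, 6 of the 139 were higher in KD cells and 0 were lower, against 46 and 11 at an unadjusted P-value under 0.05. When induction was defined in KD cells instead, the stimulated KD libraries entered both comparisons. The median over 1297 genes was then 0.053, against -0.014 to 0.046 in simulated unchanged groups, but the share of higher genes, 65.0%, was under the highest simulated share of 66.7%.

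A list of 13 genes of the NF-κB feedback and core response, fixed before the data were examined, was read in the same way. In stimulated cells 12 of the 13 were higher in KD cells, but the median log2 fold change was 0.08, and 0 of the 13 were called over all genes tested and 1, TRAF1, was called when adjusted over the list alone. The 3 at an unadjusted P-value under 0.05 were TRAF1 (log2 fold change 0.53, adjusted p = 0.117 over all genes from limma), NFKB1 (0.31, adjusted p = 0.483) and BIRC3 (0.27, adjusted p = 0.574). As a set they were higher by camera with a preset correlation (adjusted p = 0.00553 over 12 set tests) and by fry (adjusted p = 0.00533), but not by camera with the correlation estimated from these libraries (adjusted p = 0.180). NFKBIA (ENSG00000100906, chromosome 14 from 35401511 to 35404749, minus strand), which encodes the NF-κB inhibitor IκBα, was at 157 ± 5.33 FPKM in stimulated control cells and 164 ± 1.70 FPKM in stimulated KD cells (SD, n = 2 each), a log2 fold change of 0.06 (standard error 0.111, adjusted p = 0.969 from limma). TNFAIP3 (ENSG00000118503, chromosome 6 from 137867188 to 137883312, plus strand), which encodes the NF-κB inhibitor A20, was at 39.6 ± 0.355 and 41.9 ± 0.670 FPKM (SD, n = 2 each), a log2 fold change of 0.08 (standard error 0.0729, adjusted p = 0.904 from limma). TNF-α itself raised these genes in control cells by 2.76 and 3.87 on the log2 scale. RELA (ENSG00000173039, chromosome 11 from 65653596 to 65663094, minus strand) was at 40.4 ± 0.813 FPKM in stimulated control cells and 40.3 ± 1.52 FPKM in stimulated KD cells (SD, n = 2 each), and a difference in its transcript was not detectable (adjusted p = 0.9998 from limma).

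The paper found NF-κB target genes higher in KD cells in these libraries and by real-time PCR. Its real-time PCR also covered a time course, HepG2 cells and stimulation with LPS. The paper further reports more IL-8 and CXCL3 protein in stimulated KD cells, and target genes such as TNFRSF9 that KD did not affect. From these results it concludes that WSB2 negatively regulates a part of the NF-κB target genes. As the likely route the paper proposes methylation of RelA by Set9.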

### WSB2 is recruited to the promoters of NF-κb target genes

To investigate the regulation of chromatin-bound RelA by WSB2, we next employed ChIPs to assess the recruitment of WSB2 to the promoters of NF-κB target genes. Due to the lack of ChIP-quality WSB2 antibodies, we generated U2OS cell lines stably expressing Flag-tagged WSB2 or an empty vector, which mimicked the constitutive expression of WSB2 in U2OS cells (Supplementary Figure S12). ChIPs with anti-Flag antibodies revealed that WSB2 was recruited to the promoters of WSB2-regulated NF-κB target genes, including *IL6, IL8, IL1B, CCL20* and *CXCL3*, 30 min after TNF-α stimulation (Figure 5A), a time point when strong K314/315 methylation signal could be detected (10,11). Importantly, when we assessed the recruitment of endogenous Cul5, the scaffold protein that WSB1/2 interact with to form a CRL E3 complex (34), to the promoters of NF-κB target genes, we found that TNF-α also stimulated the association of Cul5 with the promoters of WSB2-regulated genes, such as *CXCL13* and *CCL20* (Supplementary Figure S13), providing indirect evidence that endogenous WSB2 might be recruited to the promoters of NF-κB target genes upon stimulation.

**Figure 5.**
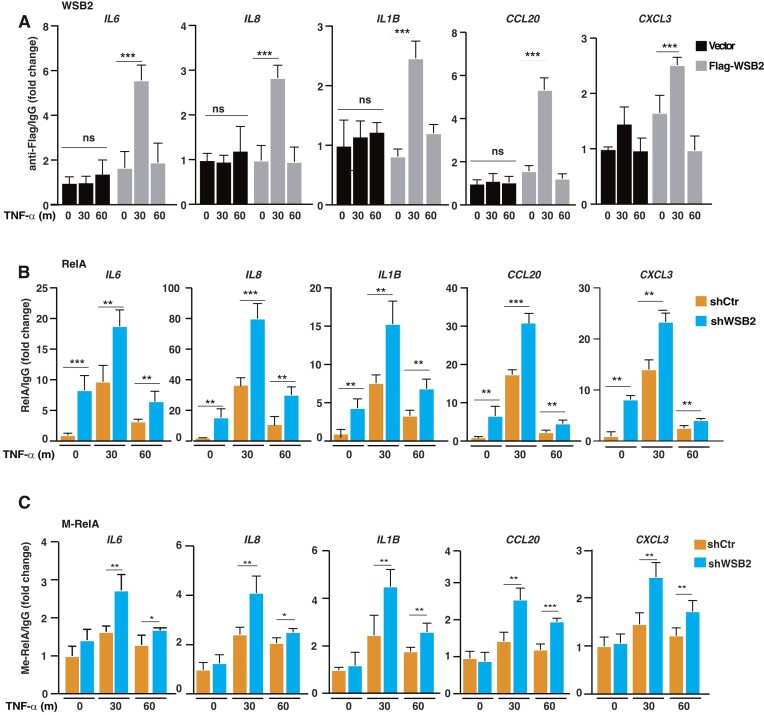
WSB2 is recruited to the promoters of NF-κB target genes. (**A**) U2OS cells stably expressing vector or Flag-tagged WSB2 were stimulated with TNF-α for indicated time points. ChIP assays were performed using anti-Flag antibody or non-specific mouse IgG antibodies and probed for the promoters of indicated genes. (**B, C**) U2OS cells stably expressing control or WSB2 shRNAs were stimulated with TNF-α for indicated time points. ChIP assays were performed with antibodies against RelA (**B**) or methylated K314/315 of RelA (**C**) and probed for the promoters of indicated genes. Results are expressed as the ratio of RT-PCR signal from ChIP with specific antibodies to that from mock ChIP with IgG and shown as means ± SD from triplicate experiments. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; ns, no significant. Statistical analysis was performed using unpaired two-tailed Student's *t*-test.

When determining if WSB2 regulates chromatin-bound RelA, we performed ChIP assays and observed that WSB2 knockdown significantly enhanced the levels of both total RelA and K314/315-methylated RelA at the promoters of WSB2-regulated genes (Figure 5B, C), but did not seem to alter the levels of total nuclear RelA under the same condition (Supplementary Figure S14), supporting a major role for WSB2 in controlling chromatin-bound RelA. For *TNFRSF9*, whose expression was not regulated by WSB2 (Supplementary Figure S7), we detected no recruitment of WSB2 to its promoter in Flag-WSB2 expressing cells upon TNF-α stimulation (Supplementary Figure S15). We didn’t detect accumulation of methylated RelA at its promoter in WSB2-KD cells either (Supplementary Figure S16). Together, these data suggest that TNF-α stimulates WSB2 association with the promoters of WSB2-regulated genes where it targets chromatin-bound methylated RelA for degradation.

### Computational modeling reveals the preferential binding of WSB2 to methylated RelA

To gain more detailed mechanistic insight into the recognition of methylated K314/315 by the WDR domain of WSB1/2, we performed modeling of the binding of WSB1/2 to synthetic RelA peptides monomethylated at single lysines (K314 or K315) or at both lysines (K314/K315), based on the well-established interaction between histone H3K4me2 and the WDR domain of WDR5 (23). Since experimental structures of WSB1/2 are not available, their predicted structures were obtained from the AlphaFold2 database (18). The overall structures of WSB1 and WSB2 exhibited a high level of similarity when aligned (Figure 6A). WDRs of WSB1/2 were dominated by a seven-bladed β-propeller structure with each blade composed of a four-stranded anti-parallel beta-sheet (Figure 6A). These WDRs are similar to the typical WDR domains of other WD-40 proteins, including WDR5 (23).

**Figure 6.**
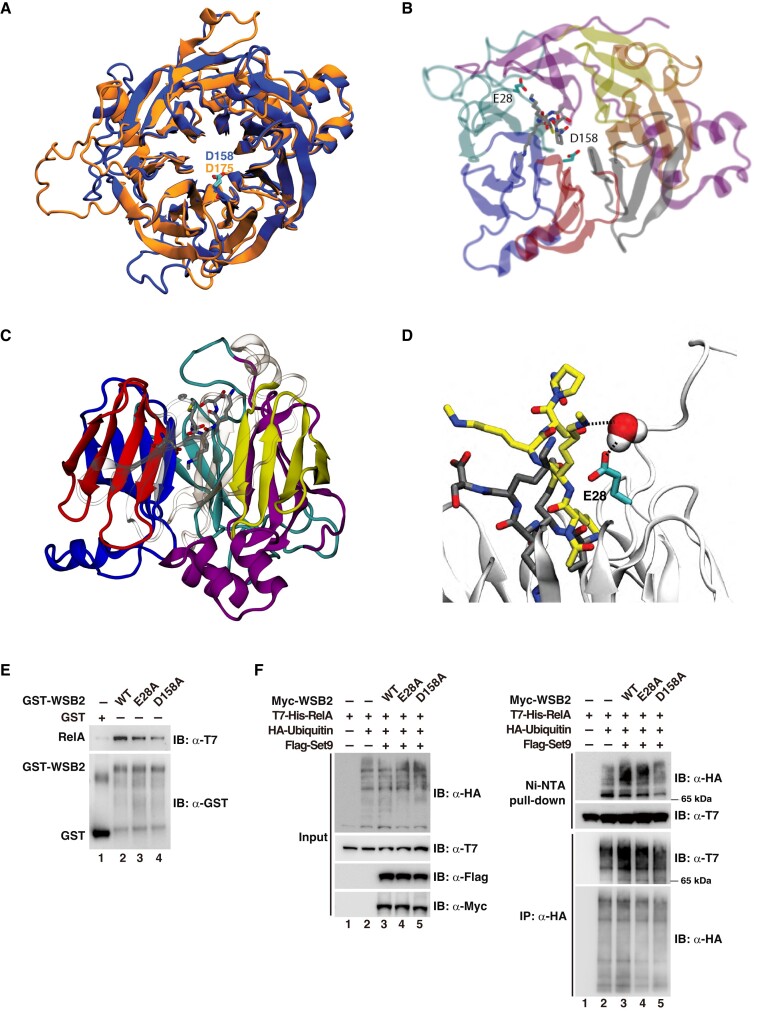
Computational modeling and experimental verification of the interaction between WSB2 and methylated RelA. (**A**) Alignment of WSB1 (orange) and WSB2 (blue) structures predicted by AlphaFold2. D158 in the WDR domain of WSB2 and D175 in the WDR domain of WSB2 are perfectly overlapped. (**B**) Structural model of human WSB2 in complex with a K314 monomethylated RelA peptide (312-IMKme1KS-316). D158 in Repeat 3 of WSB2 WDR domain coordinates methylated K314. (**C**) A side view of the model shown in (B). (**D**) Mechanistic sketch generated by Marvin Sketch showing that the Nϵ atom of monomethylated K314/315 forms a hydrogen bond with a water molecule which in turn forms a hydrogen bond with the carboxylate oxygen of E28 in WSB2. (**E**) GST pull-down assay with GST, GST-tagged WT WSB2, WSB2-E28A or WSB2-D158A and the whole cell lysate from HEK293T cells transfected with T7-tagged RelA and Flag-tagged Set9 was performed as in Figure 3C. (**F**) HEK293T cells were transfected with indicated plasmids and treated with 10 μM MG-132 for 5h before harvesting. After lysis under a denaturing condition, one half of each lysate was used for Ni-NTA purification and ubiquitination assay as in Figure 2E, and the other half was immunoprecipitated with anti-HA antibodies for immunoblotting with anti-T7 antibodies. Levels of tagged ubiquitin, RelA, Set9 and WSB2 are shown as input in the lower panels. The experiments in (E) were repeated 3 times, and those in (F) repeated twice. A representative result for each experiment is shown.

A modeled K314-monometylated RelA peptide (312-IMKme1KS-316) was docked onto the WSB2 structure. We found that the aspartate residue at position 158 (D158) in Repeat 3 of the WDR domain of WSB2, which is conserved between WSB1 (D175) and WDR5 (D92) coordinated a basic residue (K314 or K315) on the monomethylated RelA peptide (Figure 6B & C). When a peptide with both K314 and K315 mono-methylated (312-IMKme1Kme1S-316) was used in the simulation, methylated K314/315 were able to interact with D158, but disassociated rapidly, indicating an unstable binding between D158 and methylated K314/315 (data not shown). We also noticed an interaction between the side chain of K314 with E28 in WSB2 via a bridging water molecule in the monometylated context (Figure 6D). The nitrogen atom of monomethylated K314 or K315 side chain forms a hydrogen bond with a water molecule, which in turn forms a hydrogen bond with the carboxylate oxygen of E28 in WSB2 (Supplementary Figure S17). This water-mediated hydrogen bond network seems to be similar to the water molecular-bridged interaction between H3K4me2 and E322 in WDR5 (23).

To further confirm the findings from the computational modeling and simulation, we replaced E28 or D158 of WSB2 with an alanine and assessed the abilities of these mutants to bind and ubiquitinate RelA. Comparing to WT WSB2, both E28A and D158A mutants displayed reduced methylation-dependent WSB2-RelA interaction in the GST pulldown assay with D158A causing a stronger reduction of the interaction (Figure 6E). Consistent with the defects in their bindings to methylated RelA, D158A mutant displayed remarkably reduced ability to induce the ubiquitination of RelA while E28A mutant partially affected the ubiquitination of RelA by WSB2 (Figure 6F). Together, the computational modeling and experimental data provide a molecular basis for how methylation of K314 or K315 enhances WSB1/2-RelA interaction and support the notion that WSB1/2 preferentially targets methylated RelA for ubiquitination and degradation.

## Discussion

Ubiquitination and proteasomal degradation of DNA-bound RelA has been demonstrated to be a critical mechanism for the termination of activated NF-κB (5–9). We have previously shown that Set9-mediated methylation of K314/315 triggered this process through an uncharacterized E3 ligase (10). In the present study, we identified WSB1 and WSB2 as critical regulators that recognize the methylated lysines via their corresponding WDR domains and ubiquitinate methylated RelA on the promoters of a subset of NF-κB target genes, thereby attenuating NF-κB-mediated transcription. These findings establish a sequential modification-dictated cascade consisting of lysine methylation, ubiquitination and degradation that are executed by Set9 (writer), WSB1/2 (readers) and the proteasome (effector), respectively, favoring our previously proposed NF-κB code hypothesis for the regulation of NF-κB target gene expression, an analogy to histone code hypothesis for gene expression (10).

In general, ubiquitination of a protein requires a prior modification that can be either phosphorylation or hydroxylation (35). We and another group have first reported that methylation could be a third modification that primes proteins, including RelA and DNMT1, for ubiquitination (10,36,37). Since then, an increasing number of studies have shown that lysine methylation catalyzed by Set9 or other methyltransferases induces ubiquitination and degradation of various transcription factors or chromatin-associated adaptor proteins, including SOX2, E2F1, SMARCC1, SMARCC2, FOXO1, FOXO3, SMAD7, UHRF1 and β-catenin (38–46). These findings indicate that ubiquitination-dependent protein degradation is a common outcome of lysine methylation. In consistent, lysine demethylation catalyzed by demethylases, like LSD1, stabilizes proteins (40,45,47,48).

How lysine methylation on a protein is read and interpreted by other proteins has been intensively studied on histones (49,50). Reader proteins with various methylation-binding domains, including Chromo, MBT, Tudor, PHD and WDR, have been identified. They recognize methylated lysines on histones in a site- and state-specific manner to modulate chromatin structure and gene expression (16,51,52). How methylated lysine on non-histone proteins is recognized by E3 ubiquitin ligases to trigger ubiquitination has been elusive. Recent studies demonstrated that MBT domain-containing protein L3MBTL3 destabilized methylated proteins by functioning as a substrate-recognizing subunit of CRL4^DCAF5^. The MBT domain of L3MBTL3 is able to specifically bind to monomethylated lysine on DNMT1 (53), SOX2 (39) and SMARCC1/2 (41) for the recruitment of CRL4^DCAF5^, which in turn ubiquitinates these proteins for degradation. Interestingly, the same methylated lysine residuals on DNMT1 and SOX2 could be recognized by Tudor domain of PHF20L1, which competes with L3MBTL3 for the binding to DNMT1 and SOX2, thereby protecting against L3MBTL3-CRL4^DCAF5^-mediated destabilization (48,53), suggesting a dynamic and complex regulation of the consequence of lysine methylation. Our study identifies WDR domain-containing WSB1/2 as novel lysine methylation-recognizing components of CRL E3 complexes that preferentially target a methylated protein for ubiquitination and proteasomal degradation.

Analogous to L3MBPL3, WSB1 has been shown to be a substrate recognizing subunit of CLR E3 complex with the SCOS box domain associating with Cul5 and the WDR domain binding to the substrate (34). WSB1 is able to target HIPK2 (54), VHL (55), RhoGDI2 (56) and ATM (57) for ubiquitination and degradation in caner development and progression and build K27- and K29-linked ubiquitin chains on LRRK2 for protein aggregation in the pathogenesis of Parkinson's disease (58), suggesting a broad substrate specificity of WSB1. By contrast, little is known about WSB2 as a substrate receptor in any E3 complex. It is quite possible that WSB2 might also associate with the catalytic core complex Elongin B/C-Cul5-Rbx1, serving as a substrate recognizing subunit of the large E3 complex, to ubiquitinate their substrates including methylated RelA.

Our computational modeling results revealed a conserved mode in which the WDR domain binds to K/R-containing peptide (R2 in histone H3 and K314 or K315 in RelA) through a conserved aspartate residual and distinguishes methylation status of the same (RelA) or neighboring (K4 in histone H3) lysine by providing a hospitable electrostatic environment for the methylated species. Our simulations suggest that RelA binding to WSB2 is mediated via a conserved E28 which interacts with the peptide via a bridging water molecule as in the case of the homologous WDR5. Unexpectedly, the WDR domains of WSB1/2 prefer single methylated K314 or K315 than methylation of both lysines. Our previous *in vitro* methylation assay demonstrated that K314 and K315 could be singly or doubly methylated (10,11). Given the nature of Set9-mediated methylation reaction, it is predictable that K314 and K315 are separately methylated and some singly methylated RelA molecules can be further methylated on the other site to allow double methylation on K314/315. Accordingly, we reason that within cells, WSB2 or WSB1 binds to RelA once a single lysine (K314 or K315) gets methylated.

It's well known that ubiquitination, either proteolytic or non-proteolytic, plays profound roles in activating and terminating the NF-κB signaling pathway (59,60). A growing body of evidence reveals that NF-κB subunits themselves are also subject to ubiquitination which serves as an important mechanism to control transcription of NF-κB target genes (7,61). In the case of the RelA subunit, multiple E3 ligases have been identified to induce its ubiquitination and degradation in the cytoplasm or in different compartments within the nucleus before and/or after NF-κB activation. PPARγ (62), ING4 (63) and RNF182 (64) have strong E3 activities toward RelA for K48-linked ubiquitination before and after NF-κB activation, implying that they induce RelA degradation without distinguishing between inactive and active forms of RelA. In contrast, a RING-like domain-containing protein PDLIM2 and a RING domain E3 MKRN2 can function alone or in synergy in the nucleus to ubiquitinate RelA for its translocation from the nucleoplasm to the nucleolus for proteasomal degradation (65,66). Interestingly, the cullin-RING ubiquitin ligase (CRL) complex ECS^SOCS1^, in which the substrate receptor SOCS1 cooperates with accessory proteins COMMD1 and GCN5 to associate with Cul2 and Elongins B/C, targets chromatin-bound RelA for ubiquitination and degradation after NF-κB activation (30–32,67,68). Our study identified WSB1/2 as a new type of RelA-targeting E3 components that mainly target chromatin-bound RelA, acting in a manner distinct from ECS^SOCS1^: (i) ECS^SOCS1^ prefers to target Ser468-phosphorylated RelA (67,69), but ECS^WSB1/2^ preferentially target K314 or K315 methylated RelA; (ii) SOCS1 requires accessory factors COMMD1 and GCN5 to strongly associate with RelA (31,67,69), WSB1/2 appear to be able to directly bind to methylated RelA by themselves and (iii) ECS^SOCS1^ and ECS^WSB1/2^ regulate different sets of NF-κB target genes with the former mainly inhibiting non-cytokine genes such as *ICAM1*, *Mx1* and *CD86* (67,68) and the latter suppressing cytokine genes including *IL1A*, *IL1B*, *IL6*, *IL8*, *CCL20* and *CXCL3*. Therefore, these two E3 complexes may play non-redundant roles in terminating NF-κB-dependent transcription by targeting chromatin-bound RelA in gene- and RelA modification-specific manner.

Our *in vitro* experiments showed that WSB1 and WSB2 had a remarkable similarity in protein structure and ability to bind and ubiquitinate methylated RelA. Compared to the effect of WSB2 knockdown on gene expression, fewer NF-κB target genes such as *IL8 and IL1A* were up-regulated in WSB1 knockdown cells; other WSB2-regulated genes, for instance *IL6* and *IL1B*, remained unaltered upon WSB1 knockdown (Supplementary Figure S10). This is likely due to the differential expression levels of WSB1 and WSB2 in U2OS and HepG2 cells, where WSB1 had a lower level of expression than WSB2 (Supplementary Figure S5) and therefore less effect on RelA ubiquitination than WSB2 (Figure 2G). However, for the genes down-regulated by both WSB1 and WSB2, *IL1A* and *IL8*, double knockdown of WSB1 and WSB2 further enhanced their expression levels, compared with each single knockdown of them (Supplementary Figure S11). These findings imply that WSB1 and WSB2 may function redundantly in regulating the transcription of some NF-κB target genes, although WSB2 appeared to have a dominant role over WSB1 in the cell types we studied.

A recent study showed evidence for the cytoplasmic localization of WSB1 in Bel-7402 cells stably expressing a Flag-tagged WSB1 (70). When we evaluated the subcellular localization of WSB2 and WSB1 as well by immunofluorescence in U2OS cells that stably expressed Flag-tagged WSB2 or WSB1, we observed that WSB2 and WSB1 were distributed widely in the cell with a higher level of WSB1 in the nucleus and a higher level of WSB2 in the cytoplasm regardless of the stimulation with TNF-α (Supplementary Figure S18). While expressed at a lower level in the nucleus, it might be sufficient for WSB2 to regulate chromatin-bound RelA and gene expression mediated by NF-κB. In contrast, WSB2 and WSB1 did not seem to get involved in TNF-α-induced upstream signaling events occurring in the cytoplasm, as depleting either of them had little effect on phosphorylation and degradation of IκBα, activation of MAP kinases p38 and JNK (Supplementary Figure S19), and the nuclear translocation of RelA (Supplementary Figure S14).

Our ChIP experiments indicated that stably expressed WSB2 was recruited to promoters of WSB2-regulted NF-κB target genes in response to TNF-α stimulation, resembling the TNF-α-induced recruitment of Cul5 (Supplementary Figure S13). However, whether the recruitment of WSB2 and Cul5 to chromatin for RelA ubiquitination is dependent on RelA methylation or other mechanisms awaits further studies.

In summary, the data presented in this study define a unique NF-κB terminating mechanism by which a pair of WDR domain-containing E3 substrate receptors, WSB1/2, preferentially recognize and ubiquitinate chromatin-bound lysine methylated RelA for proteasomal degradation. This study offers new insight into gene-specific regulation of NF-κB-dependent transcription and provides novel potential targets for treatment of aberrant NF-κB activation-elicited inflammation.

## Supplementary Material

gkae161_Supplemental_Files

## Data Availability

The RNA-seq data have been deposited into the NCBI Gene Expression Omnibus with an accession number GSE233286. The computational modeling data have been deposited to ModelArchive (modelarchive.org) with an accession codes ma-1h7fl. All other data are available upon reasonable request.

# Supplementary material for: WSB1/2 target chromatin-bound lysine-methylated RelA for proteasomal degradation and NF-κB termination
**Source:** Nucleic Acids Res. 2024 Mar 7;52(9):4969–84. doi: 10.1093/nar/gkae161

**Fig 1**

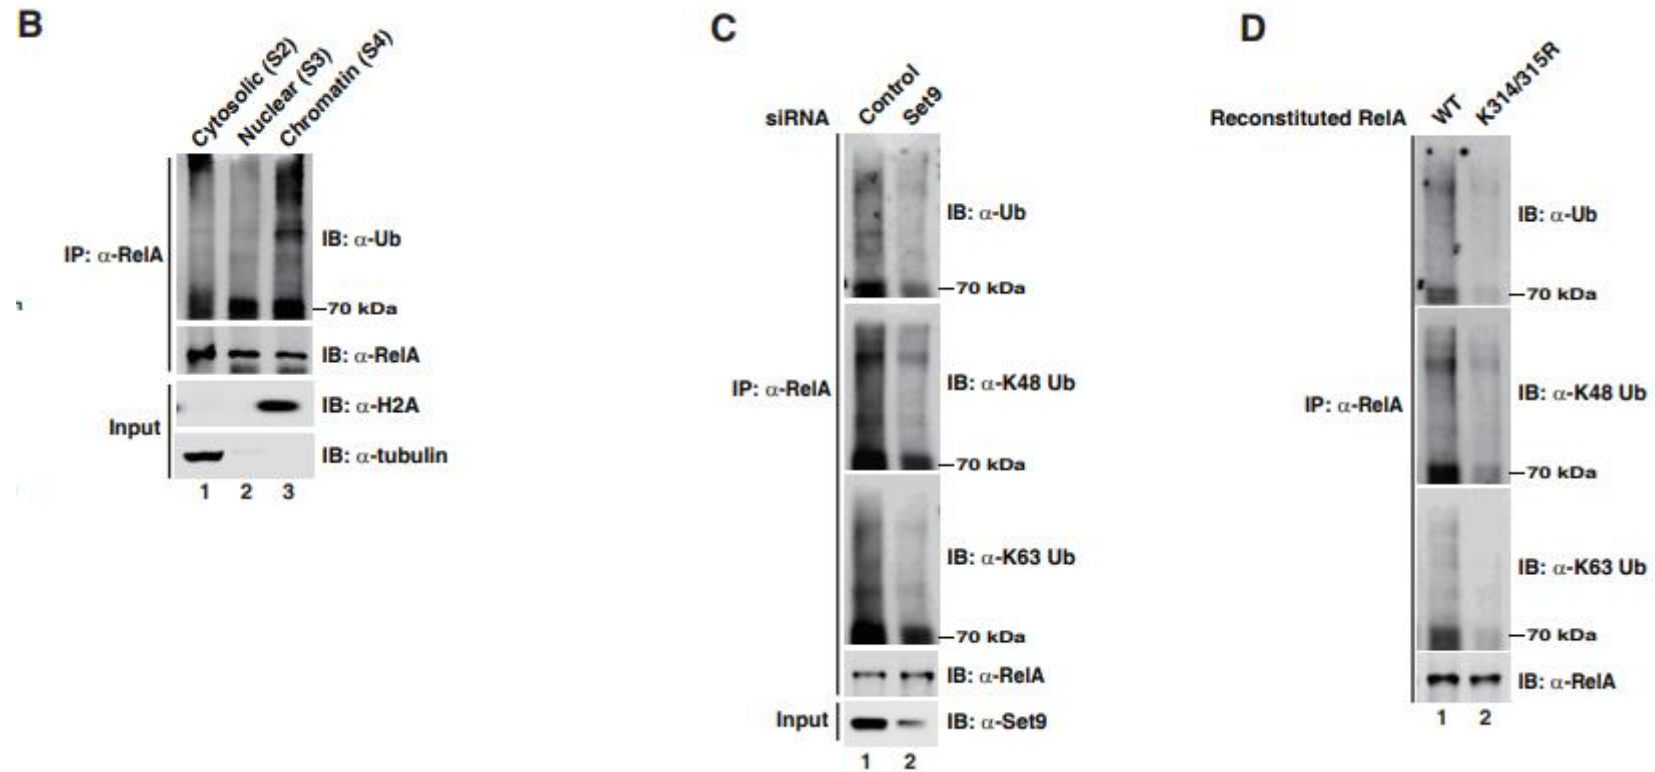

**Fig 1B**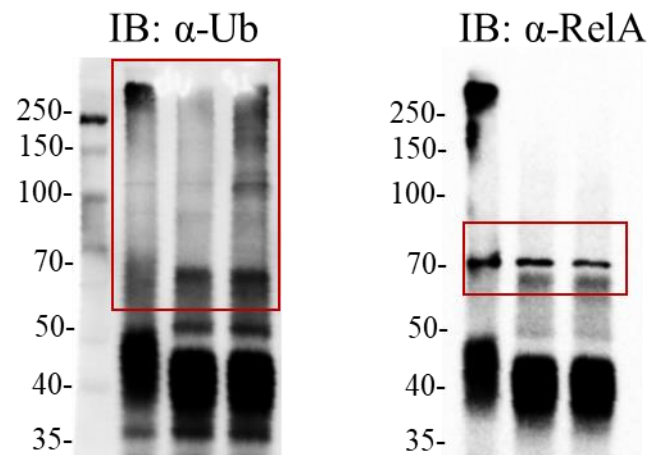**Fig 1C**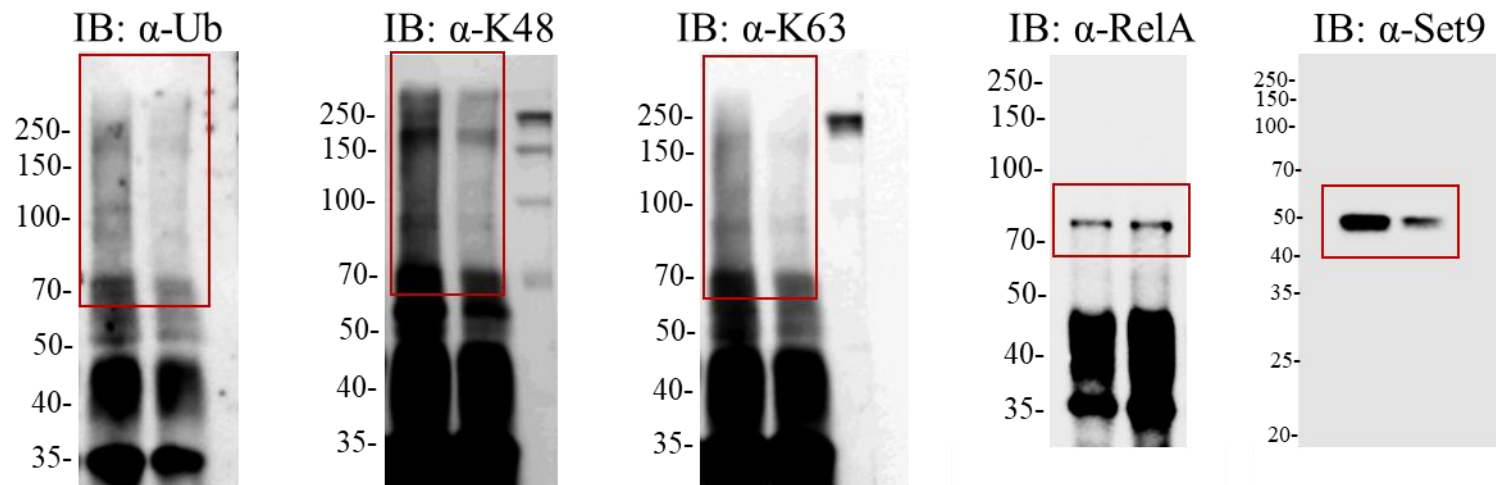**Fig 1D**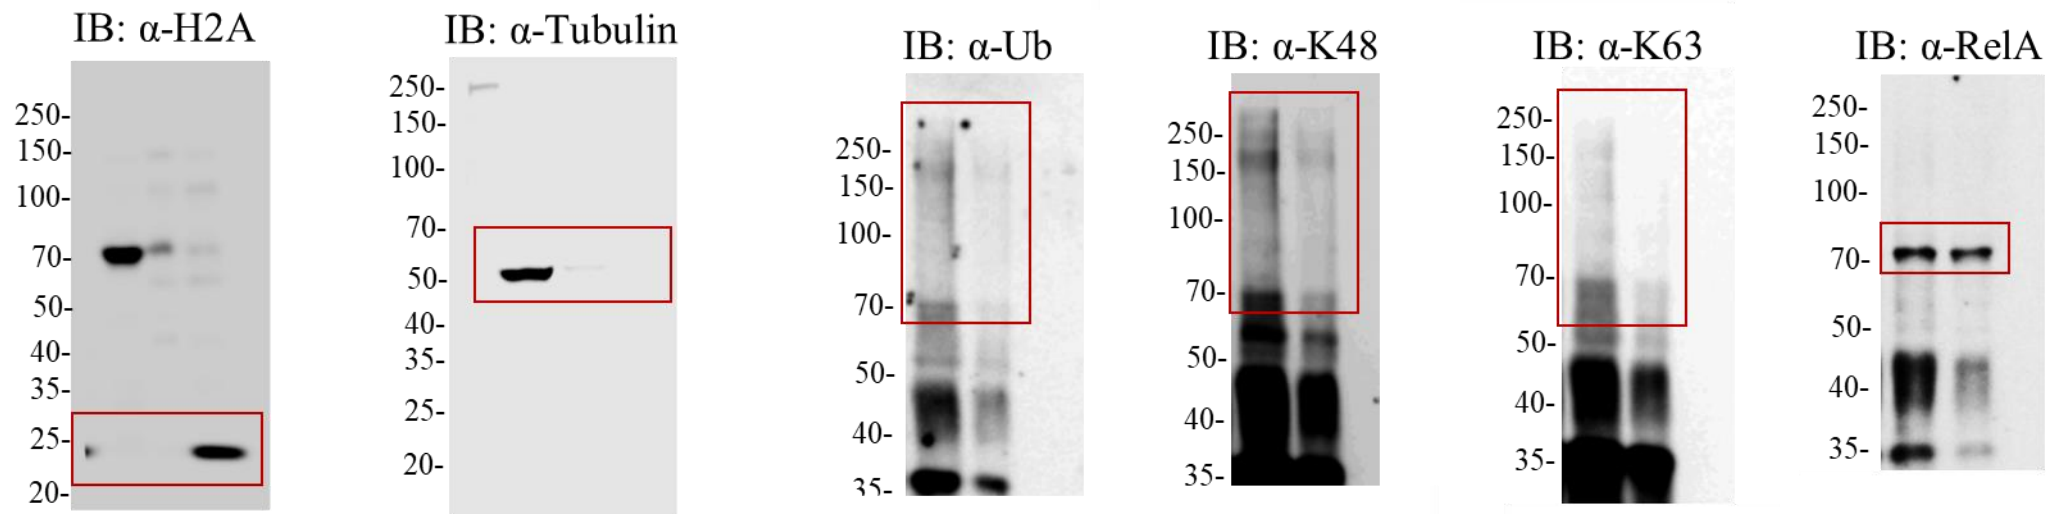

Fig 2A

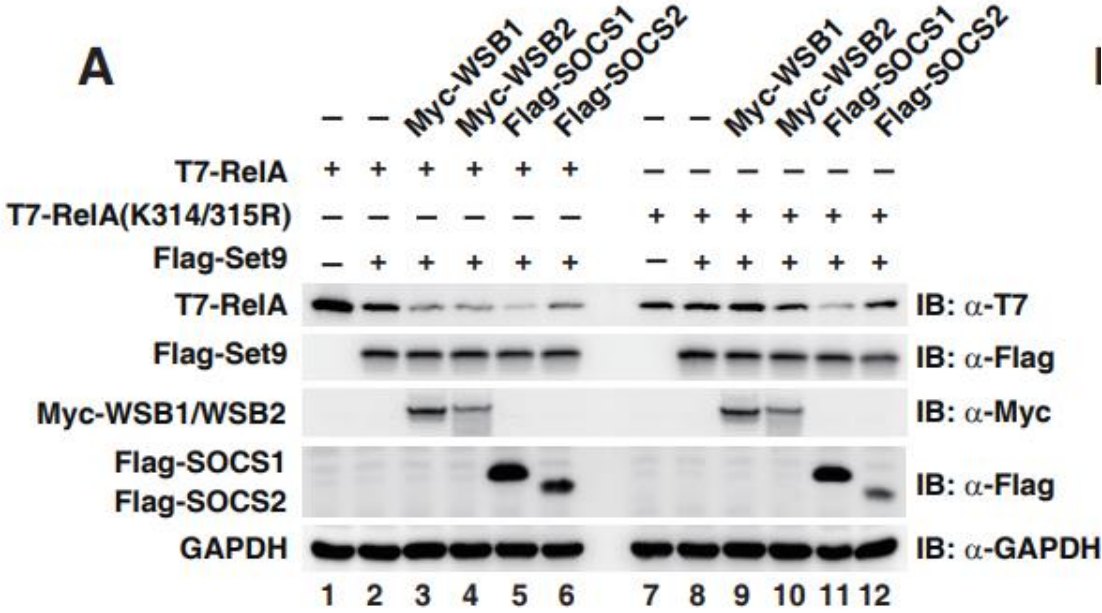

**Fig 2A**

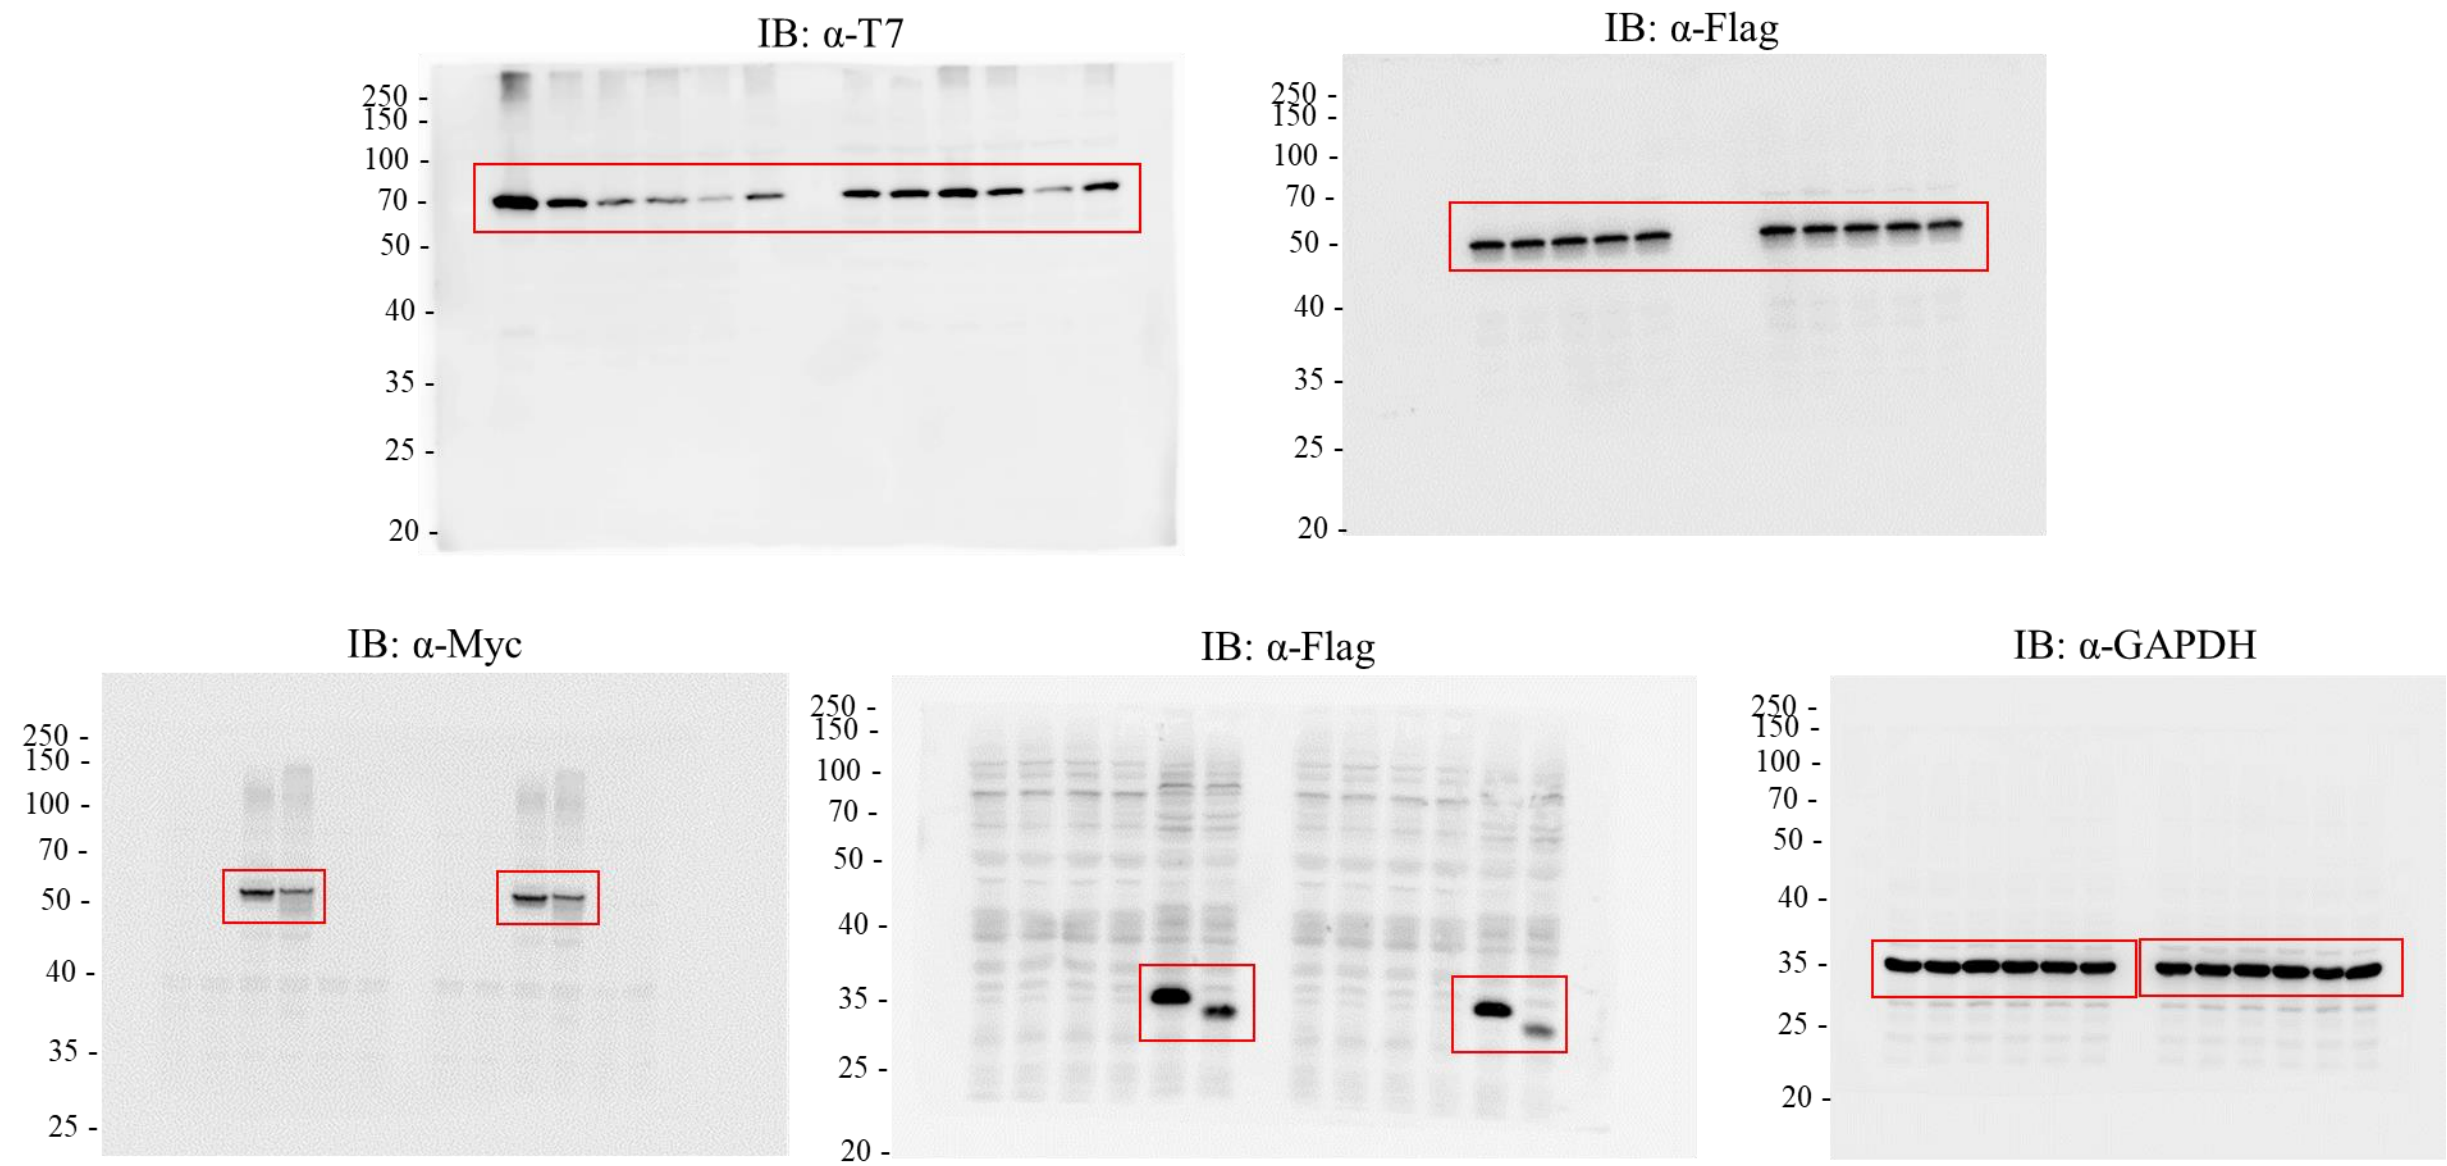

**Fig 2 B-D**

**B**

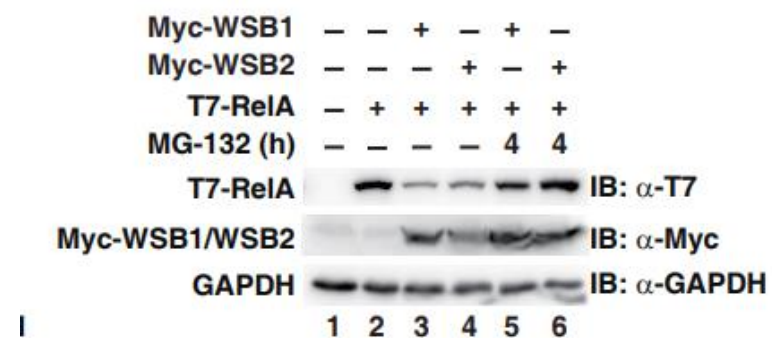

**C**

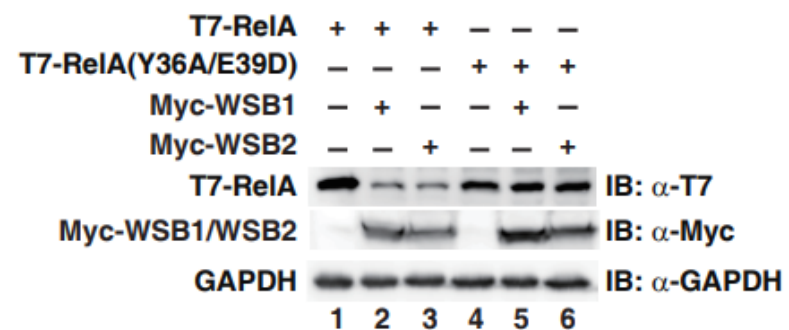

**D**

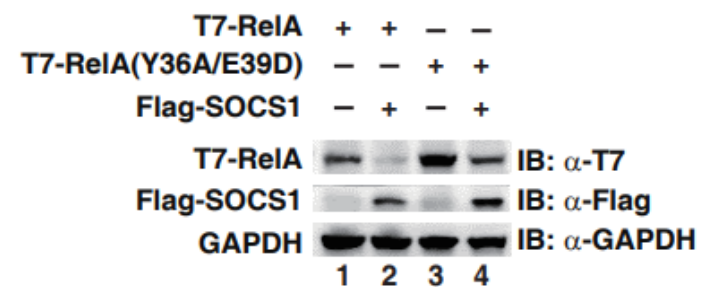

**Fig 2B**

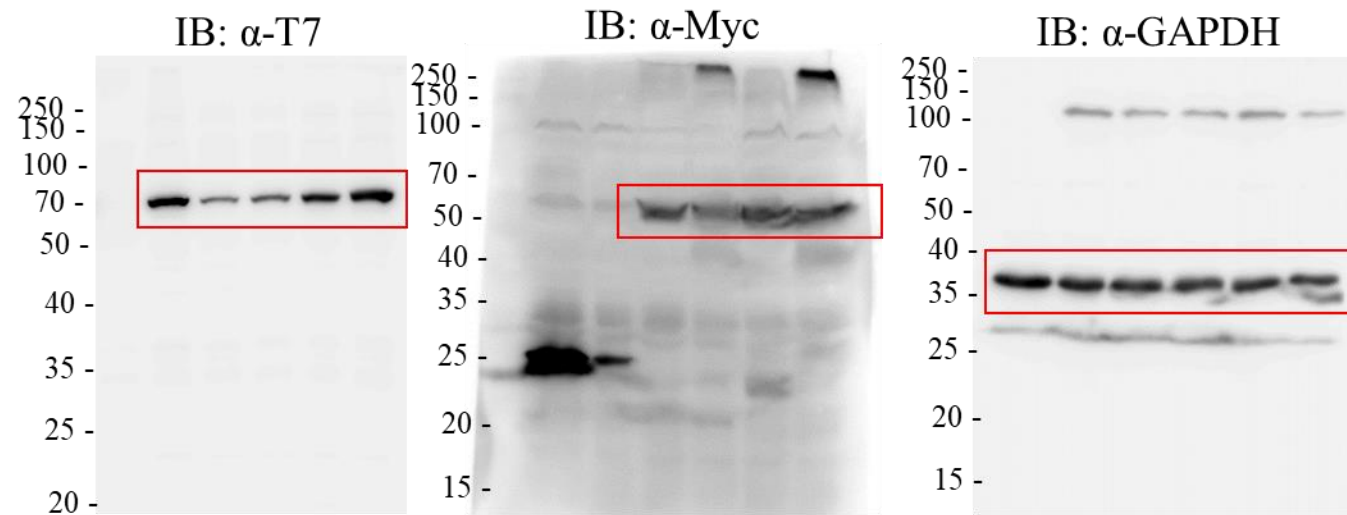

**Fig 2D**

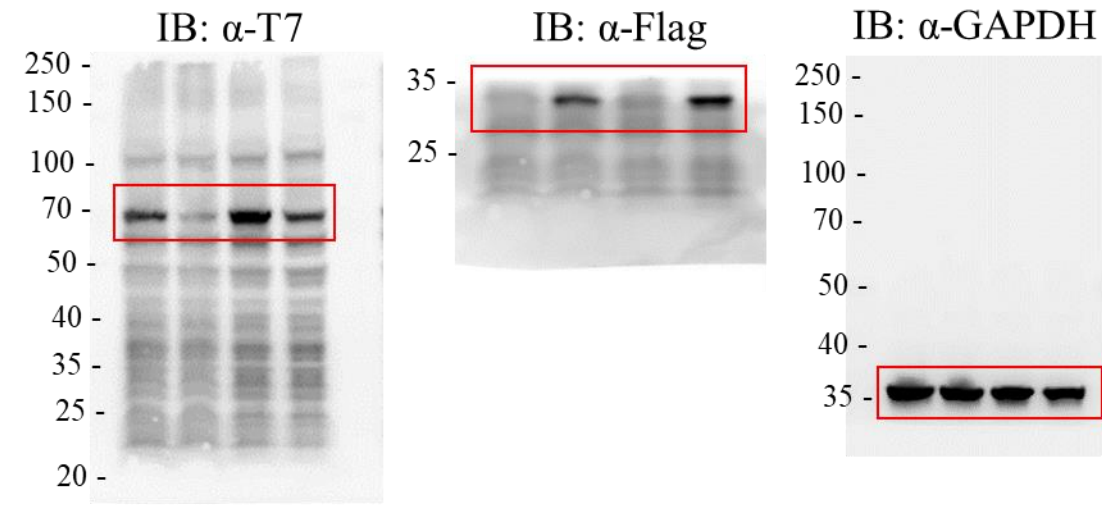

**Fig 2C**

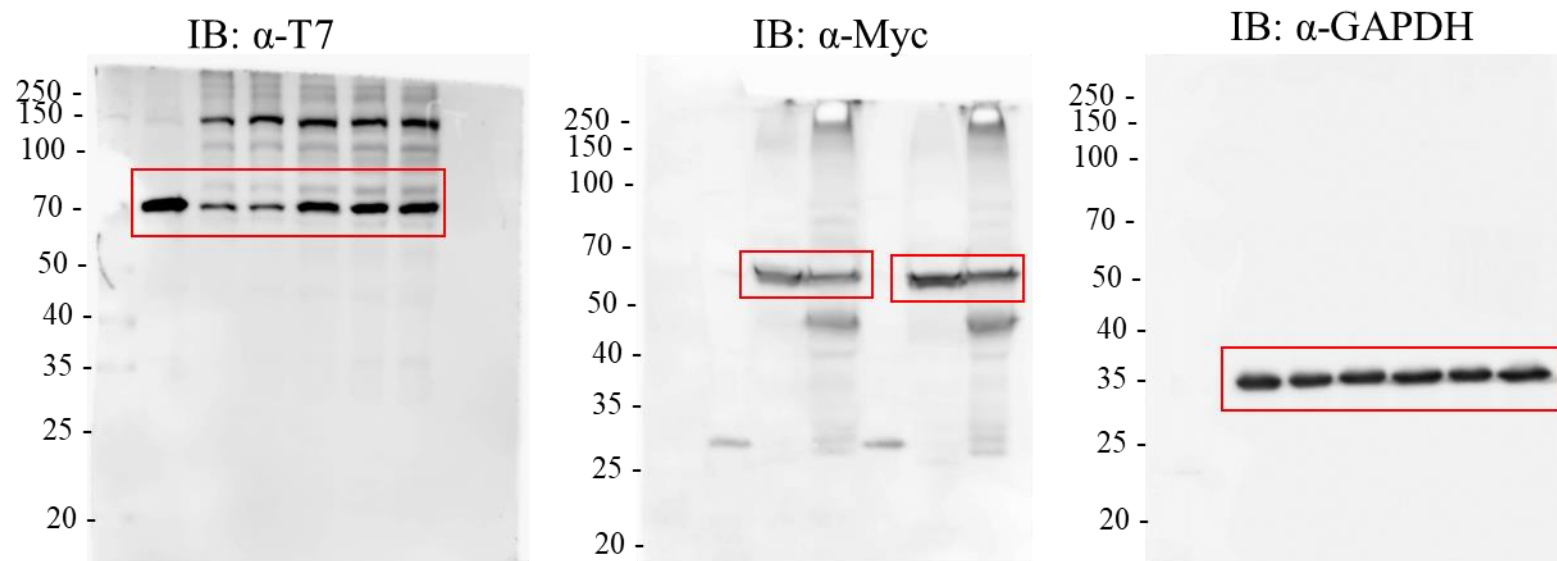

Fig2 E

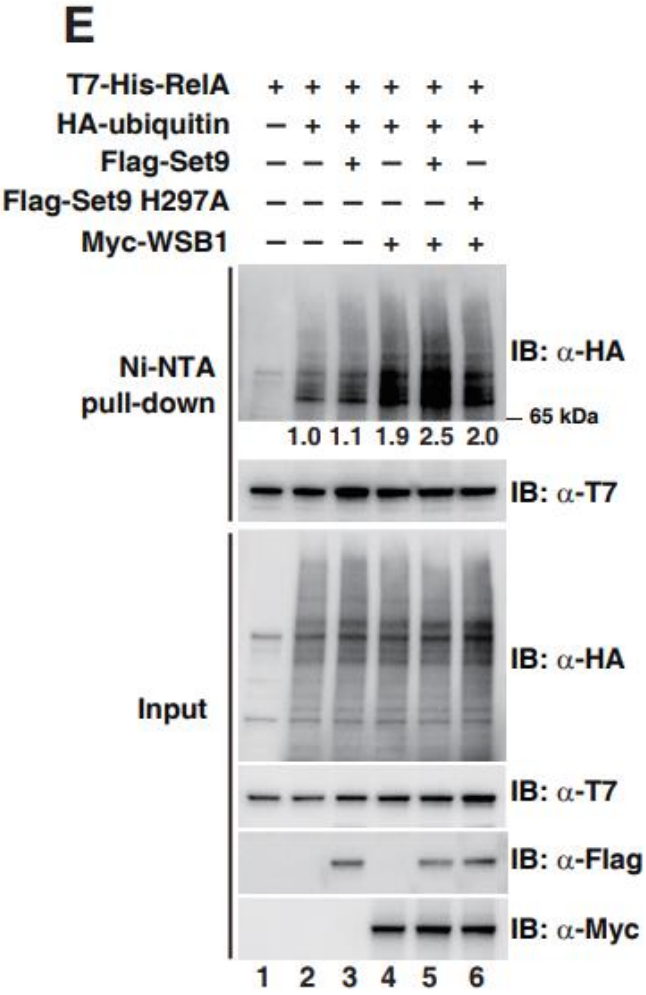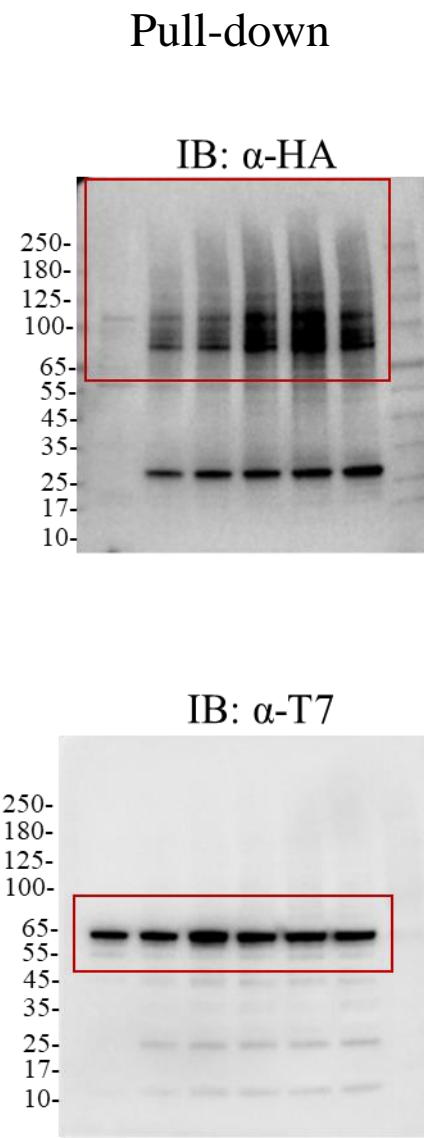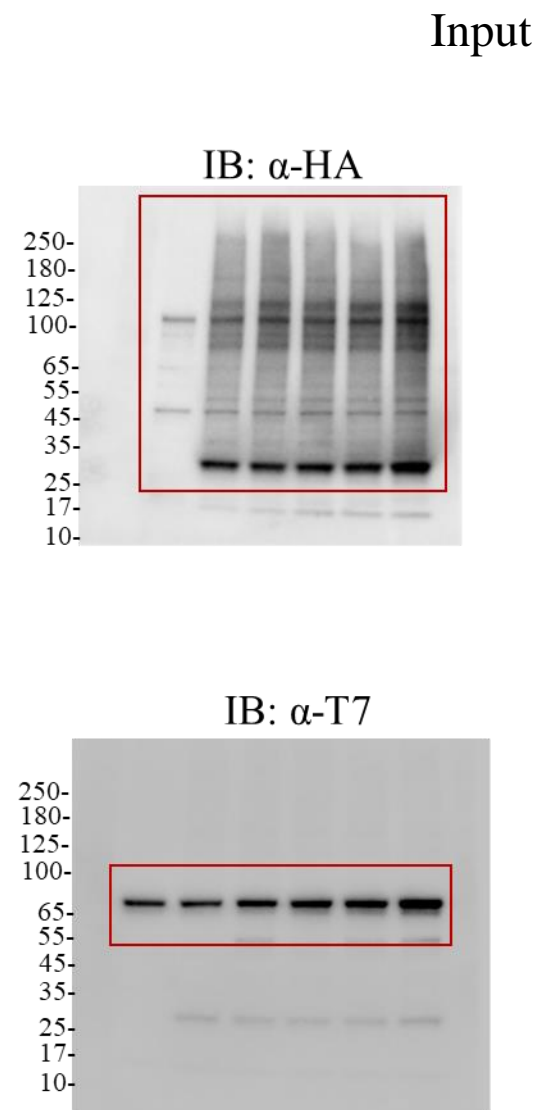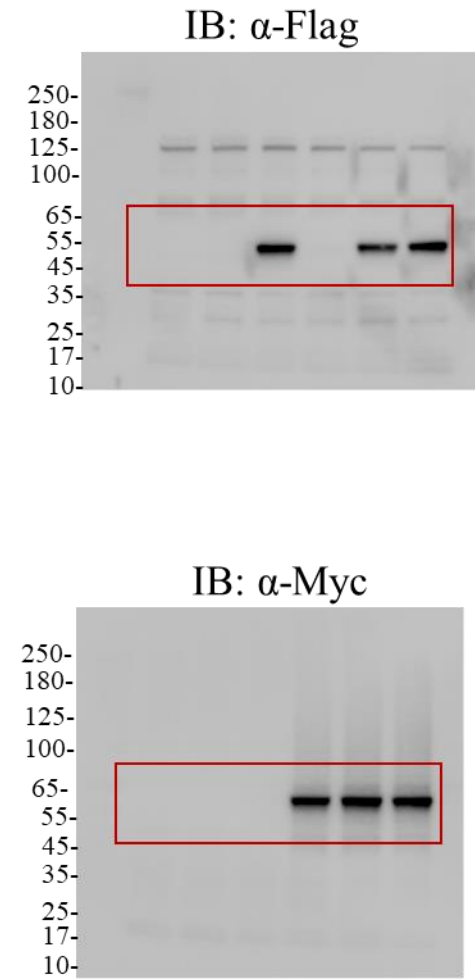

Fig2 F

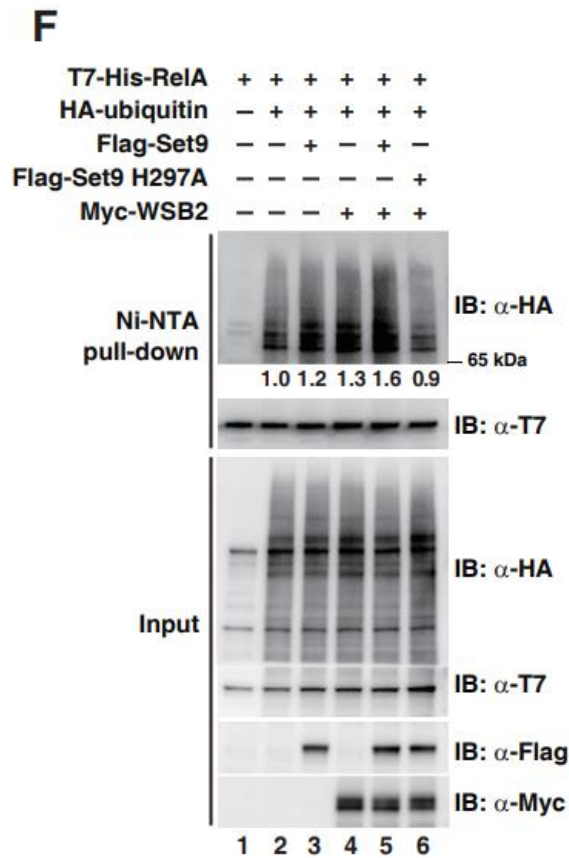

Pull-down

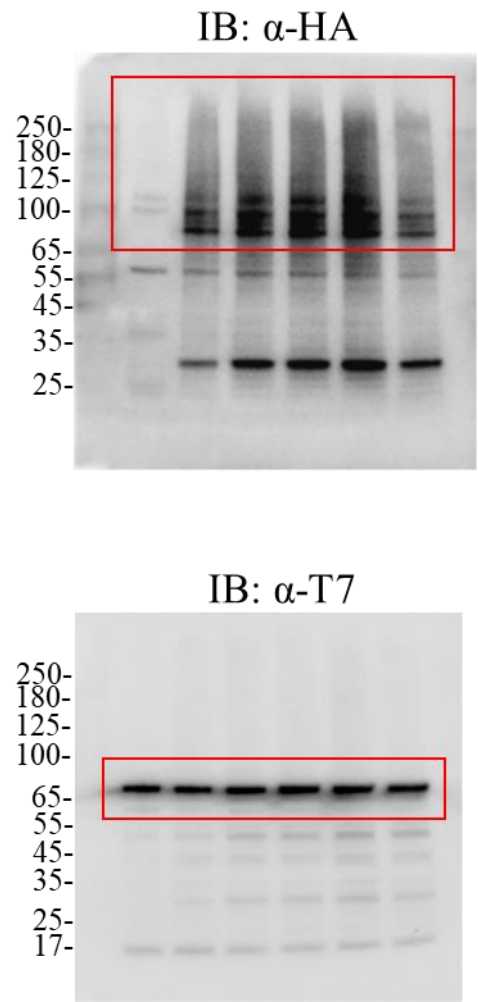

Input

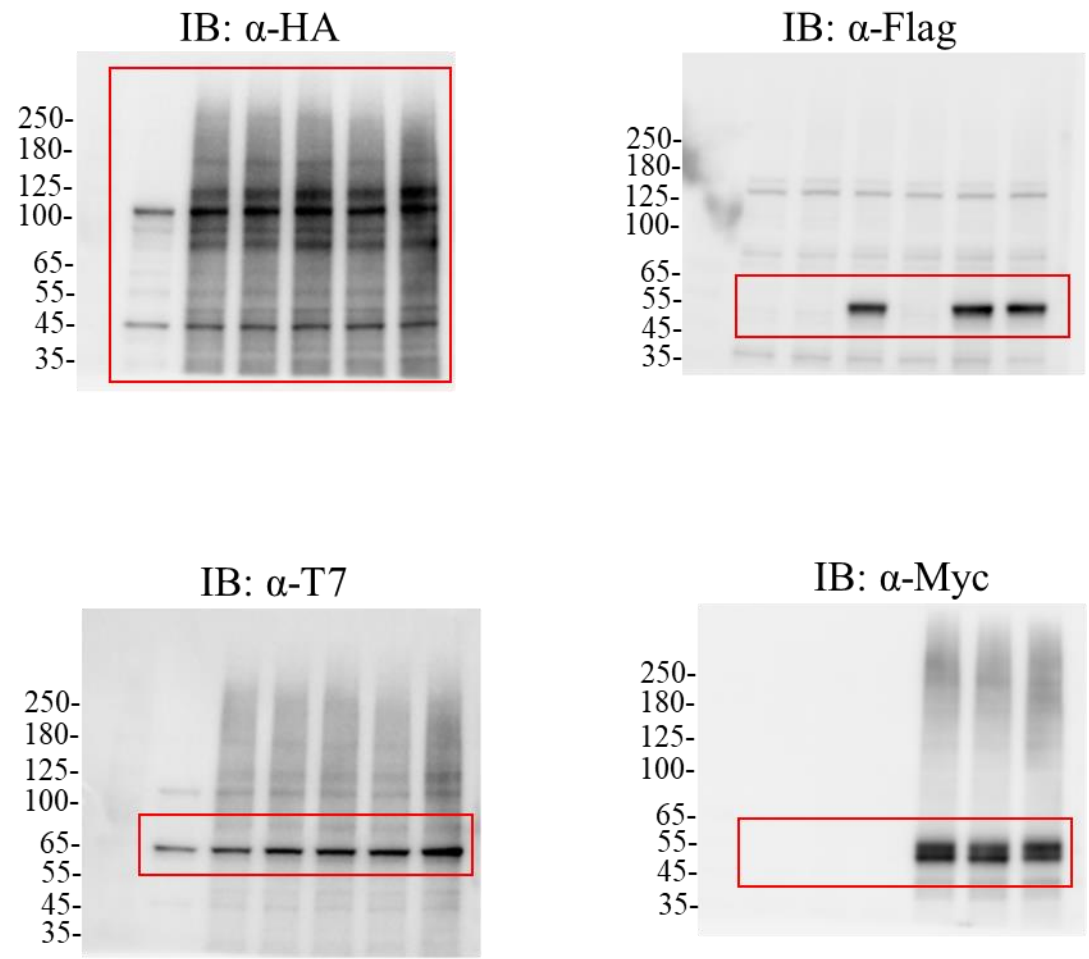

**Fig2 G**

**G**

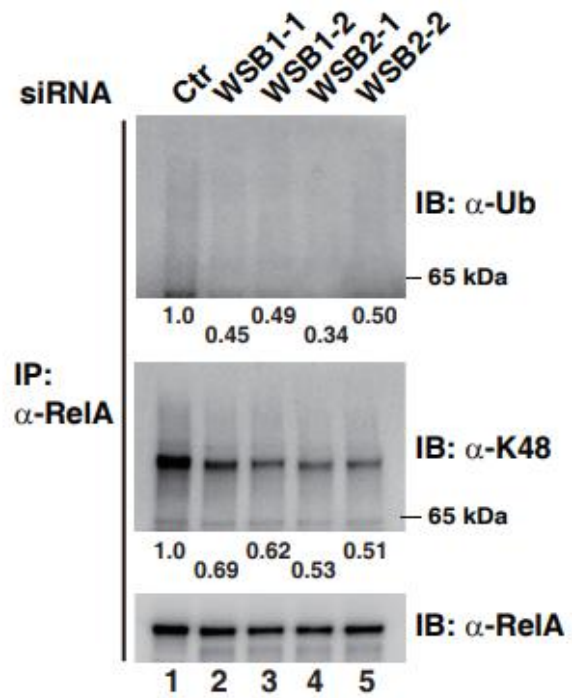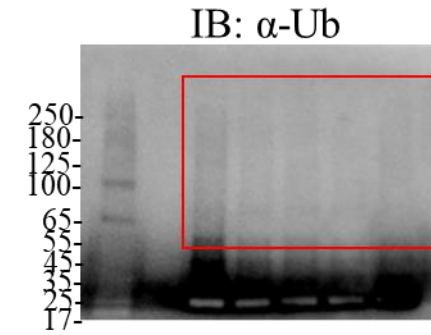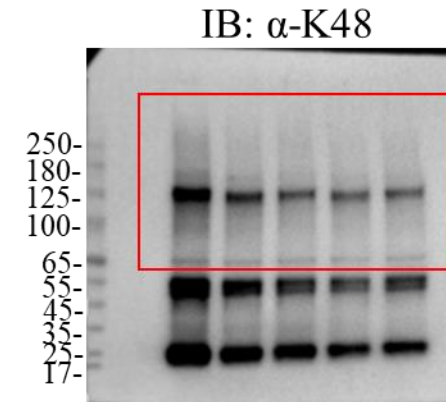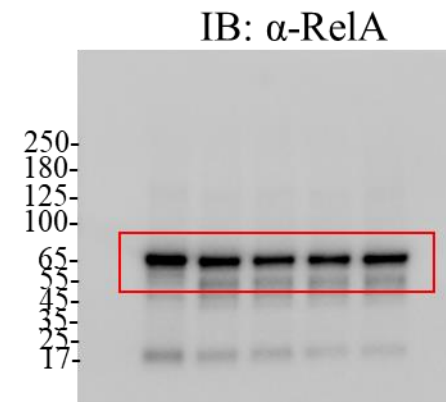

Fig3 A

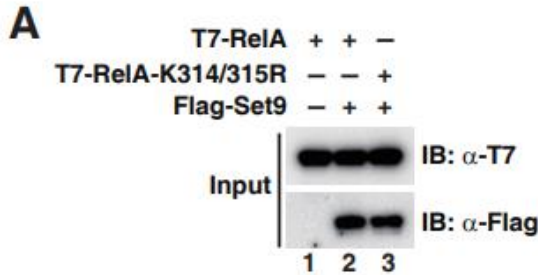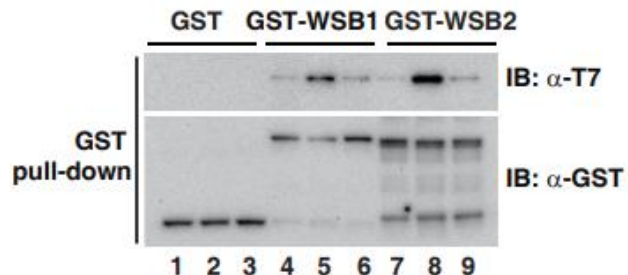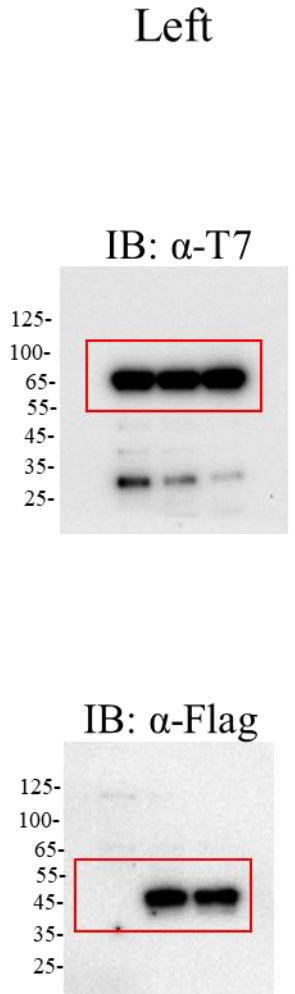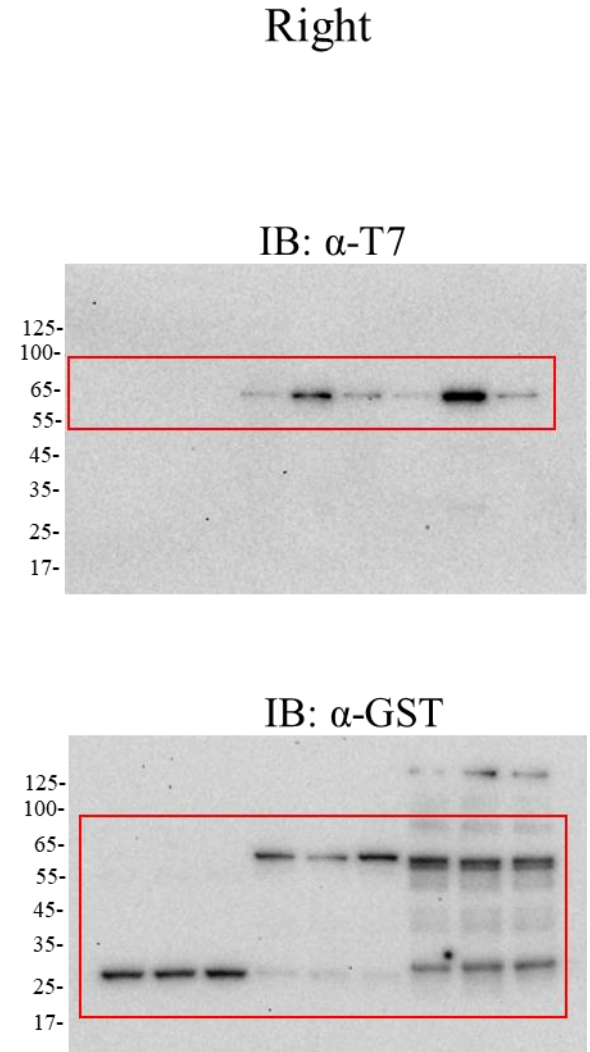

Fig3 B

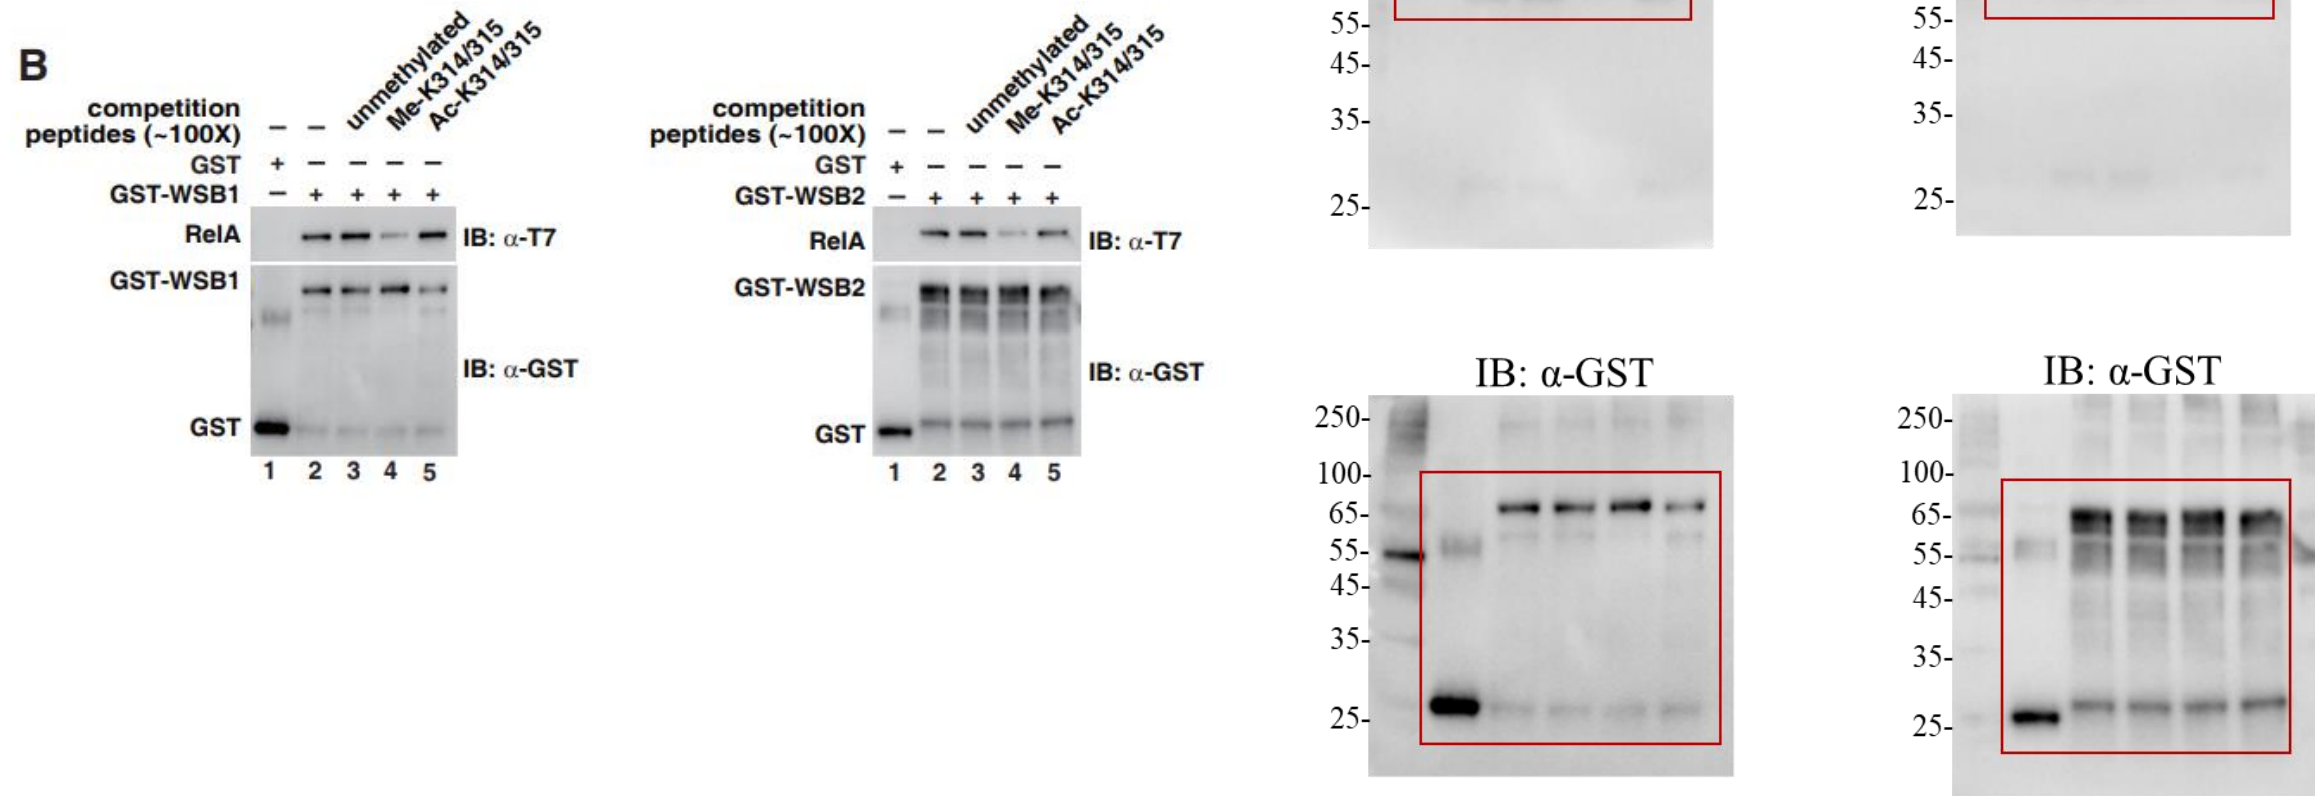

Fig3 C

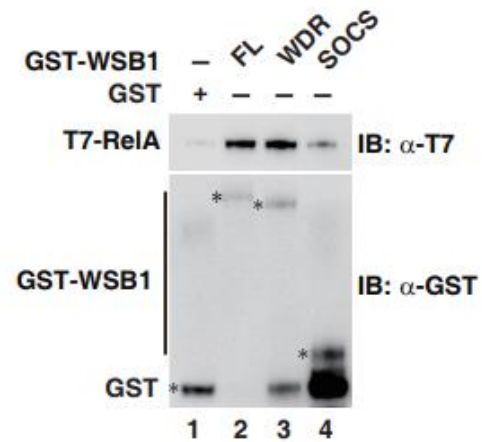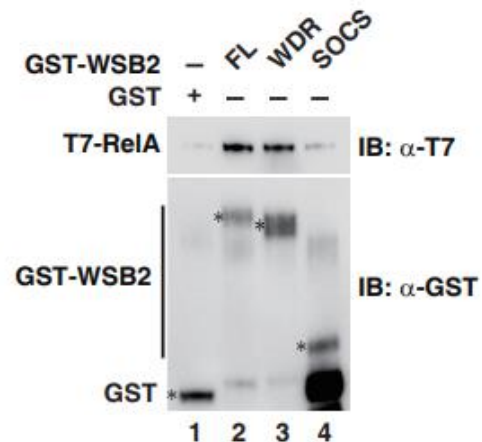

Upper

IB:  $\alpha$ -T7

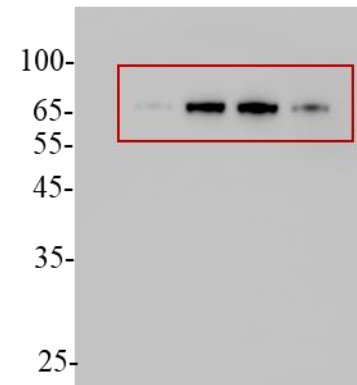

Lower

IB:  $\alpha$ -T7

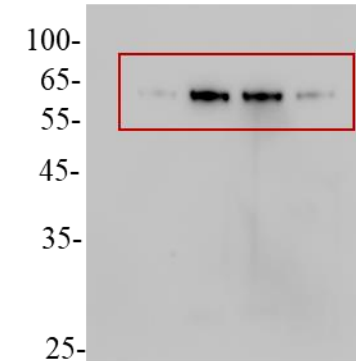

IB:  $\alpha$ -GST

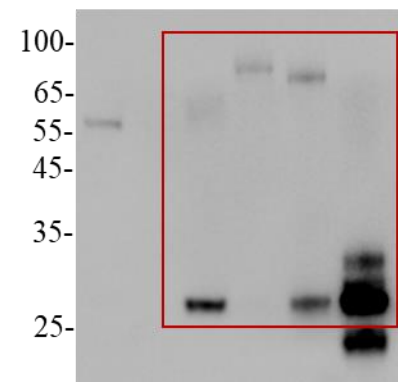

IB:  $\alpha$ -GST

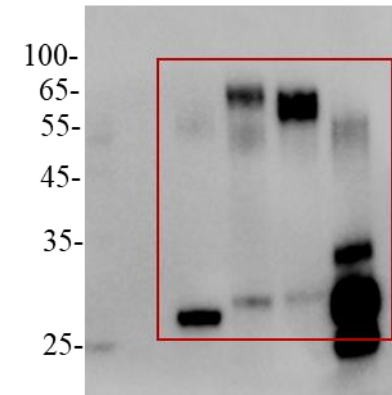

Fig3 D

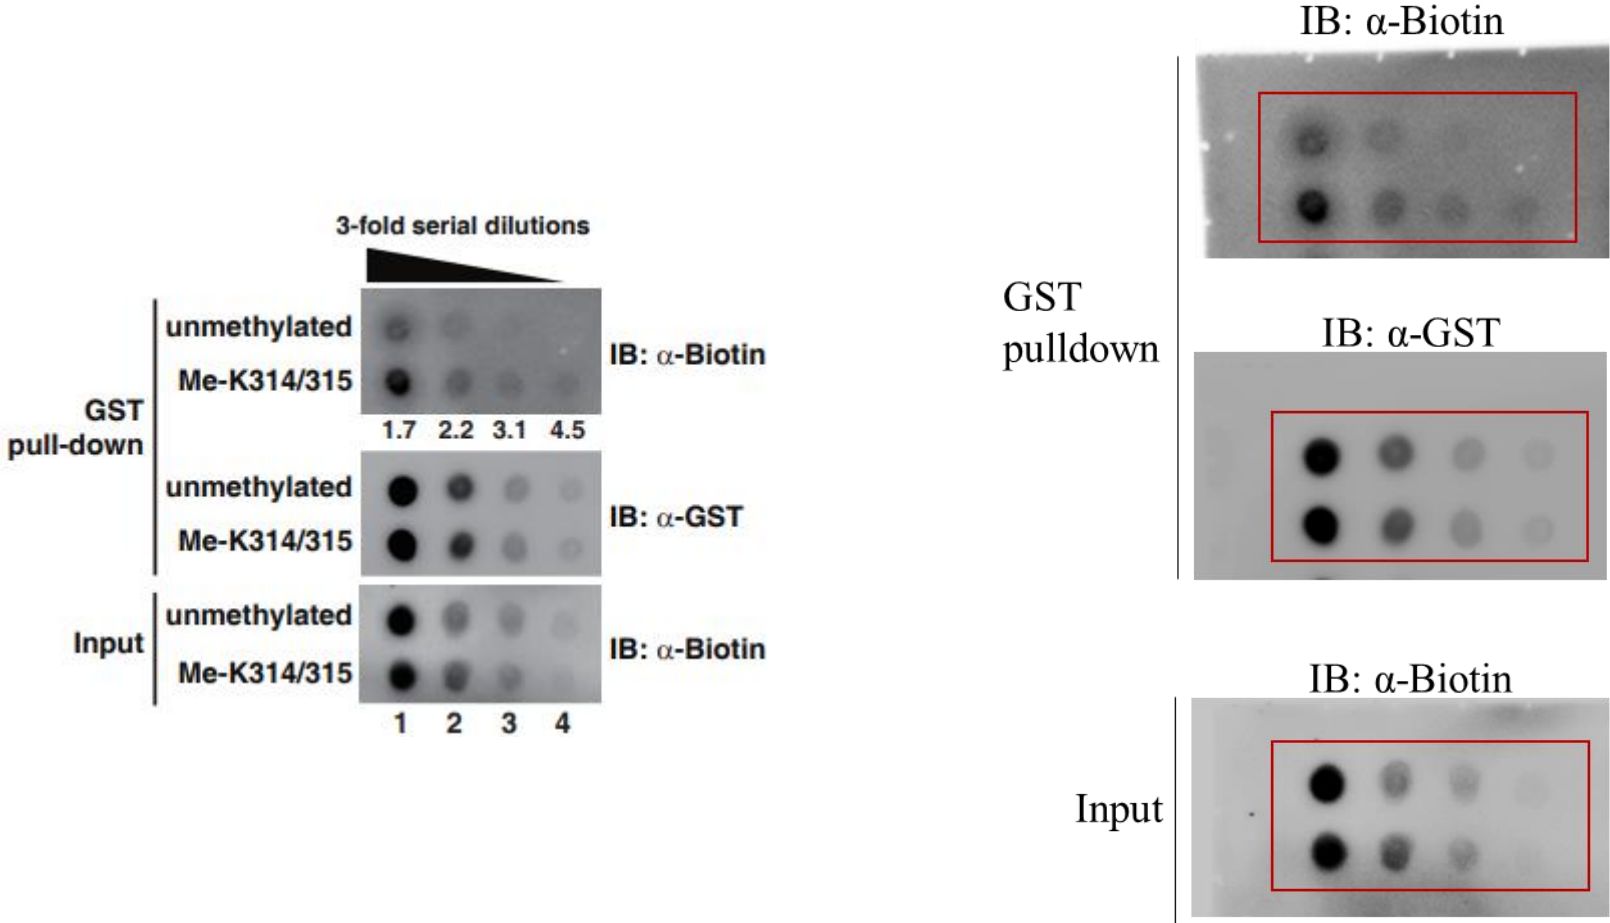

Fig 6 E

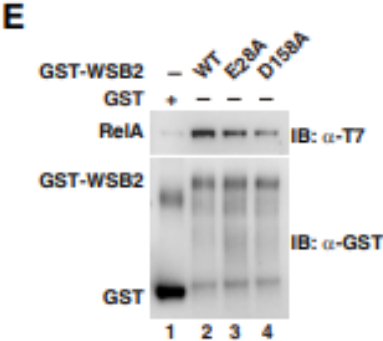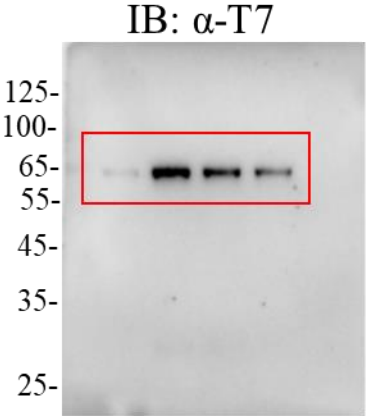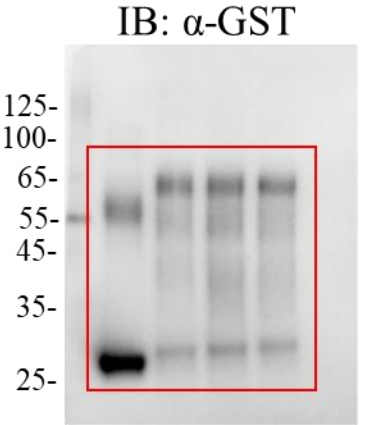

**Fig6 F left**

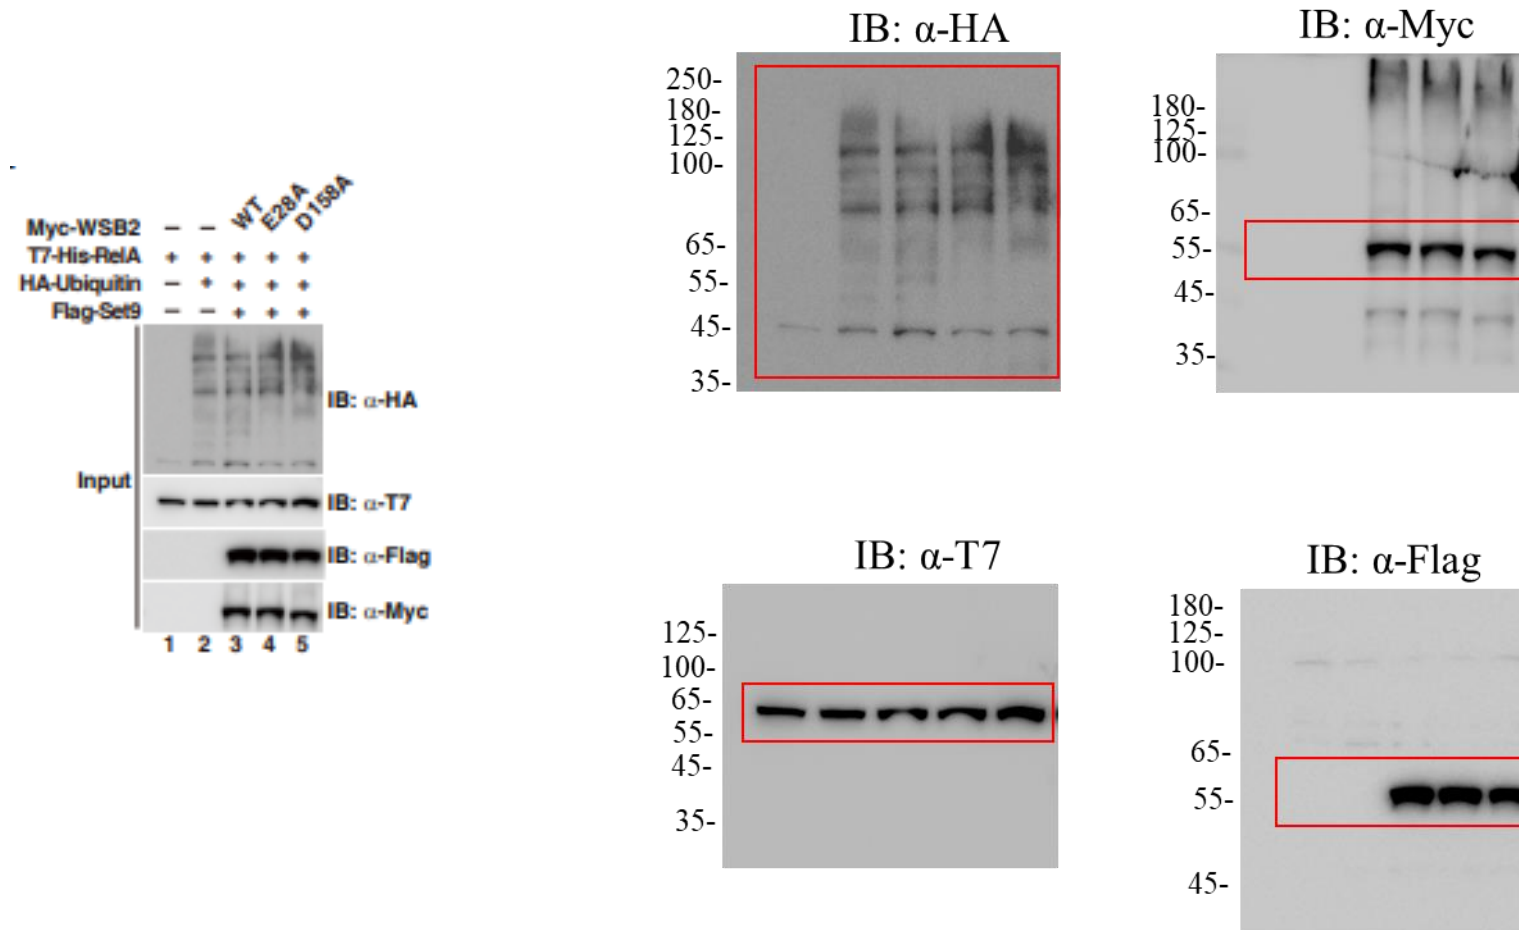

**Fig6 F right**

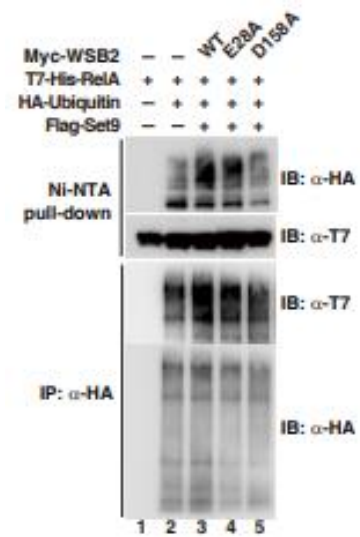

## Pull-down

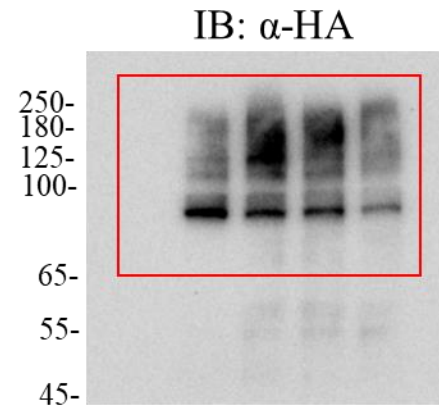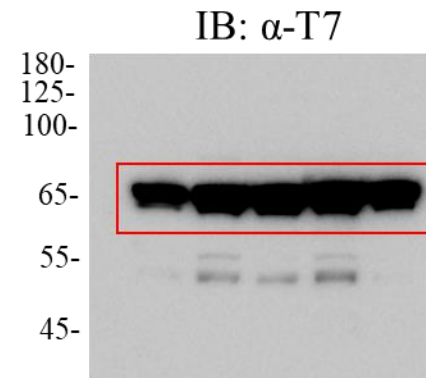

## IP: HA

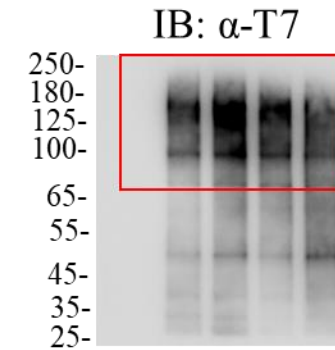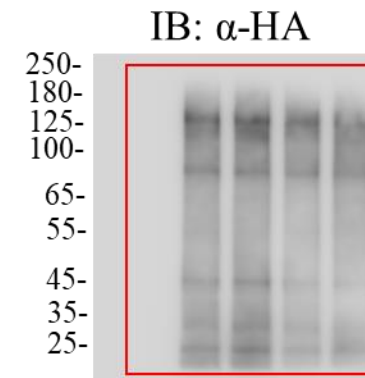

Fig S1

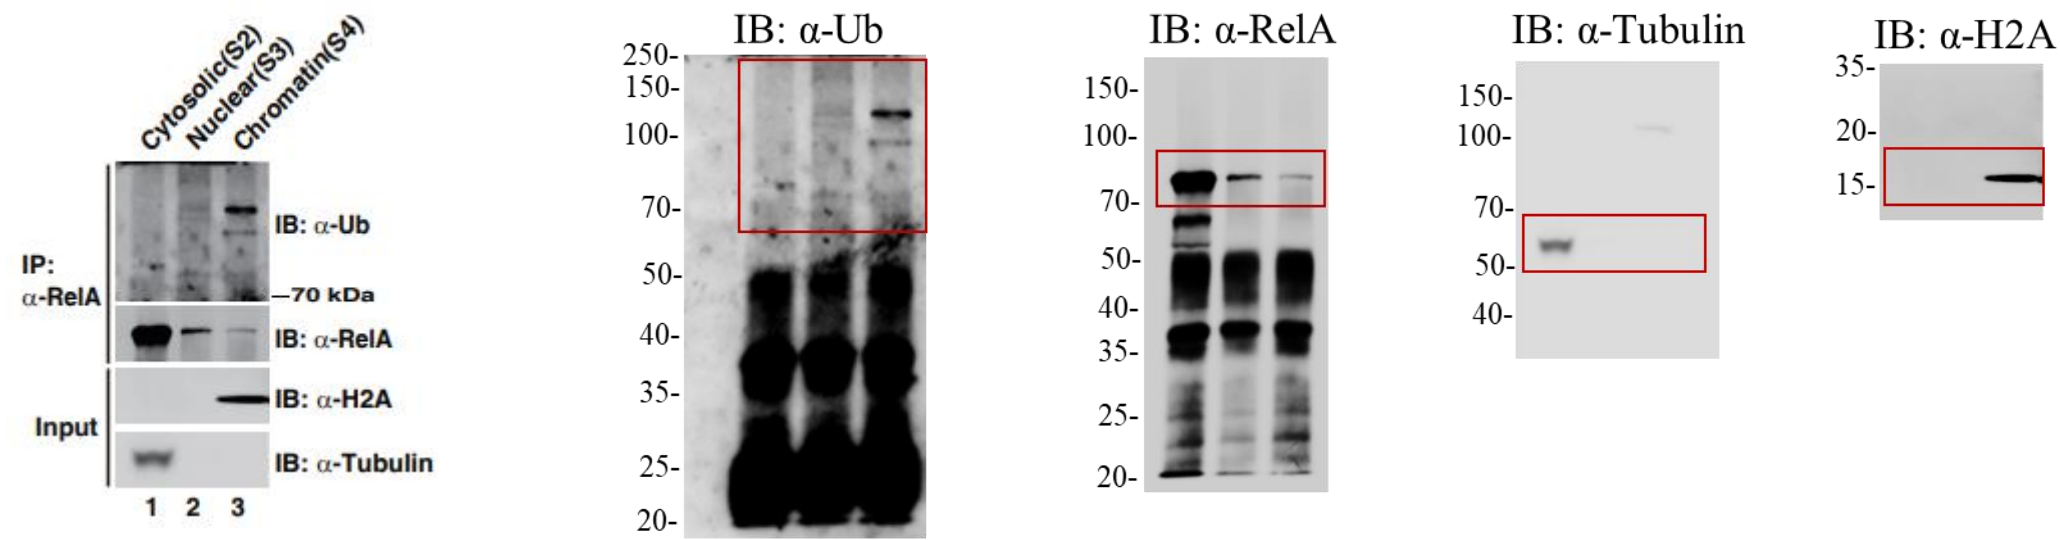

Fig S2

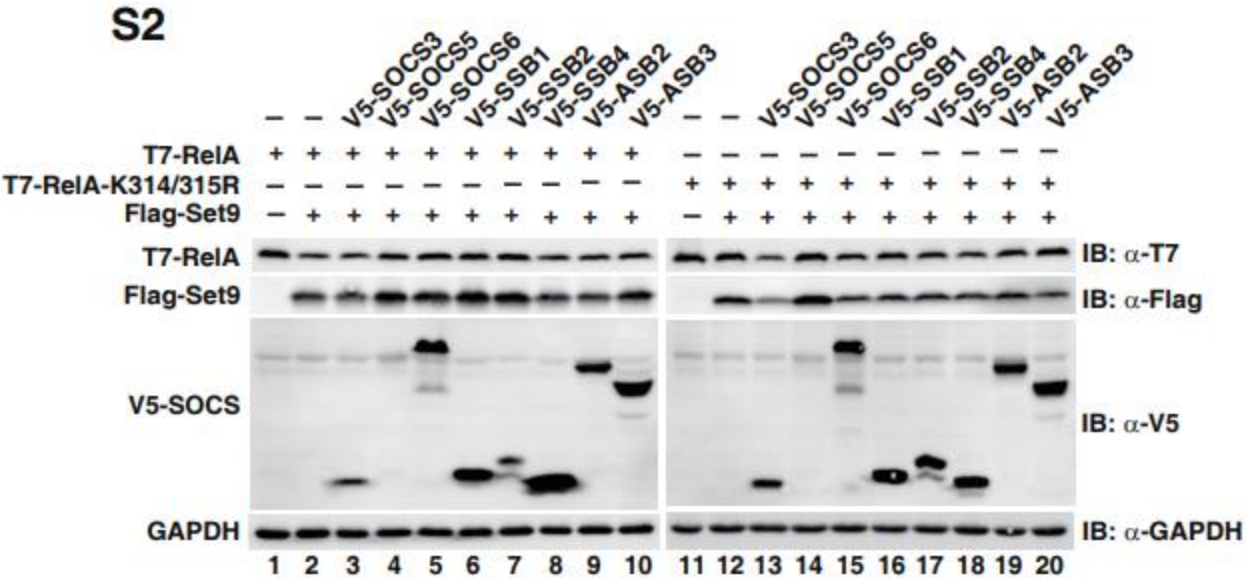

**Fig S2**

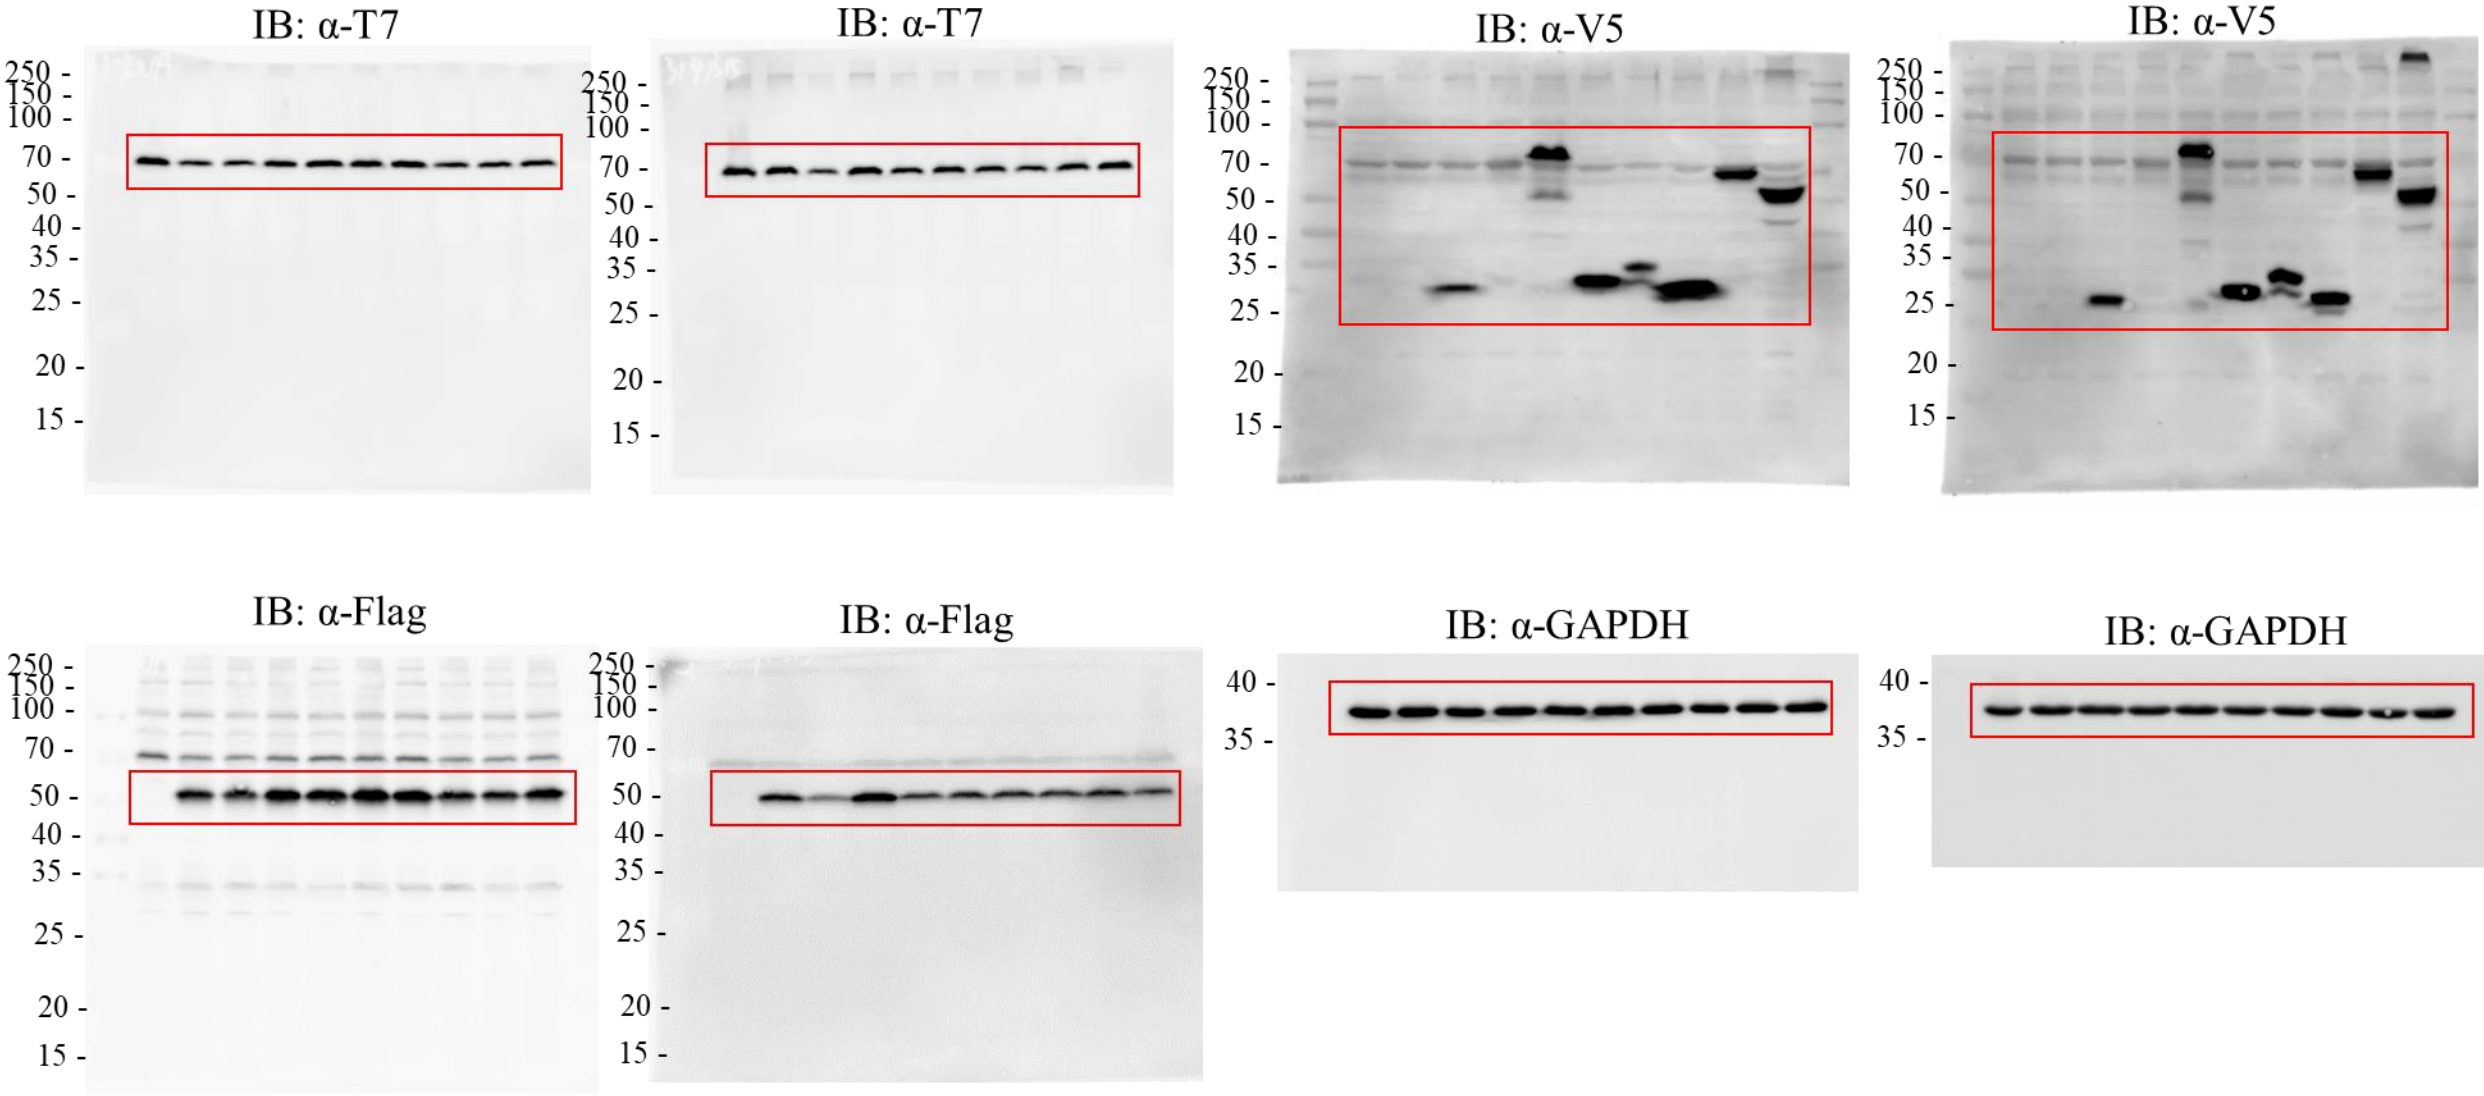

Fig S3 left

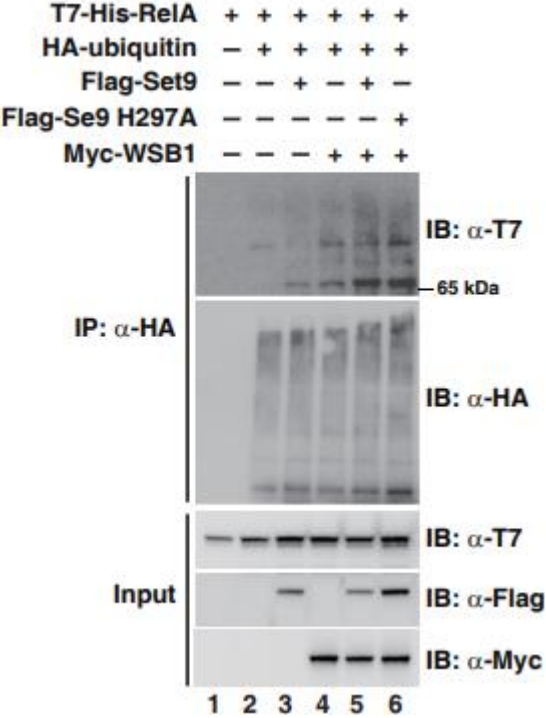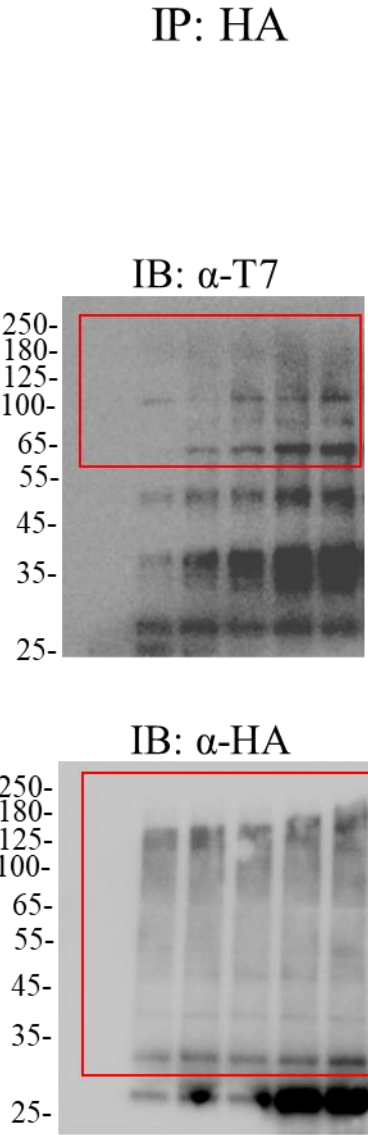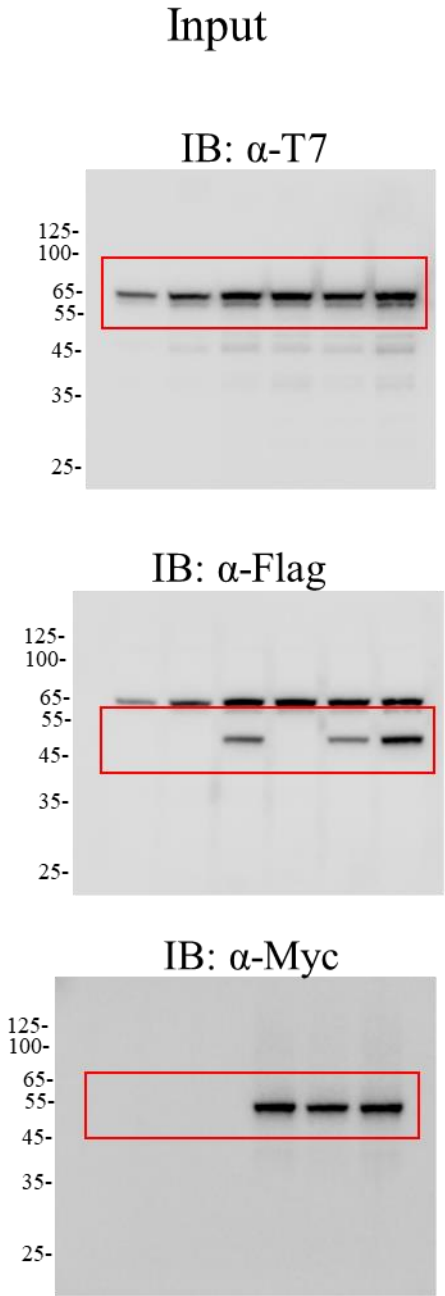

Fig S3 right

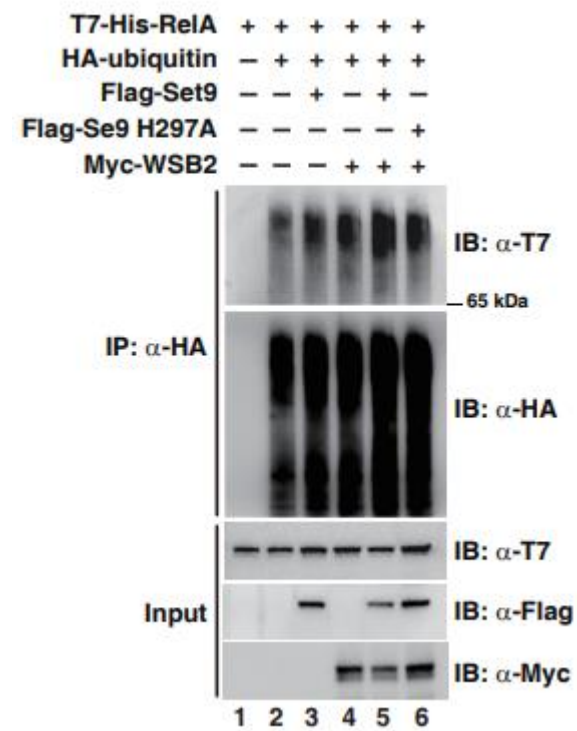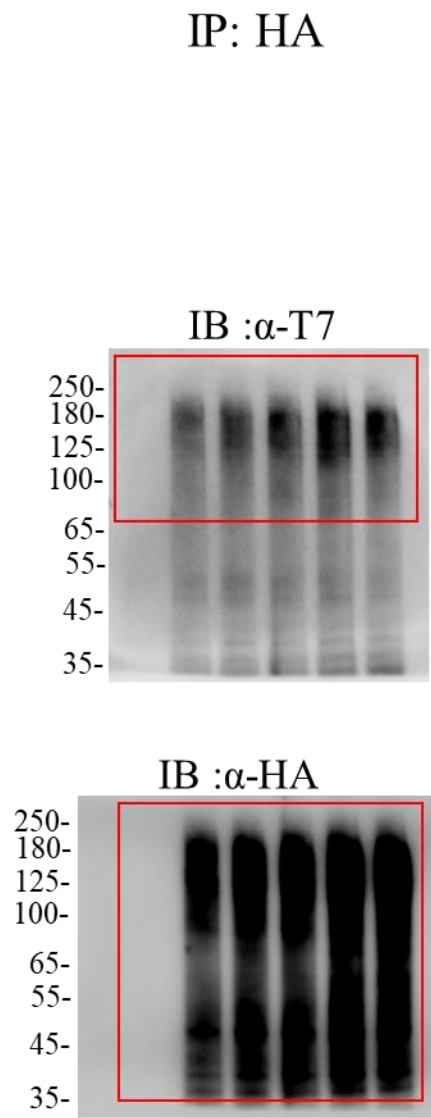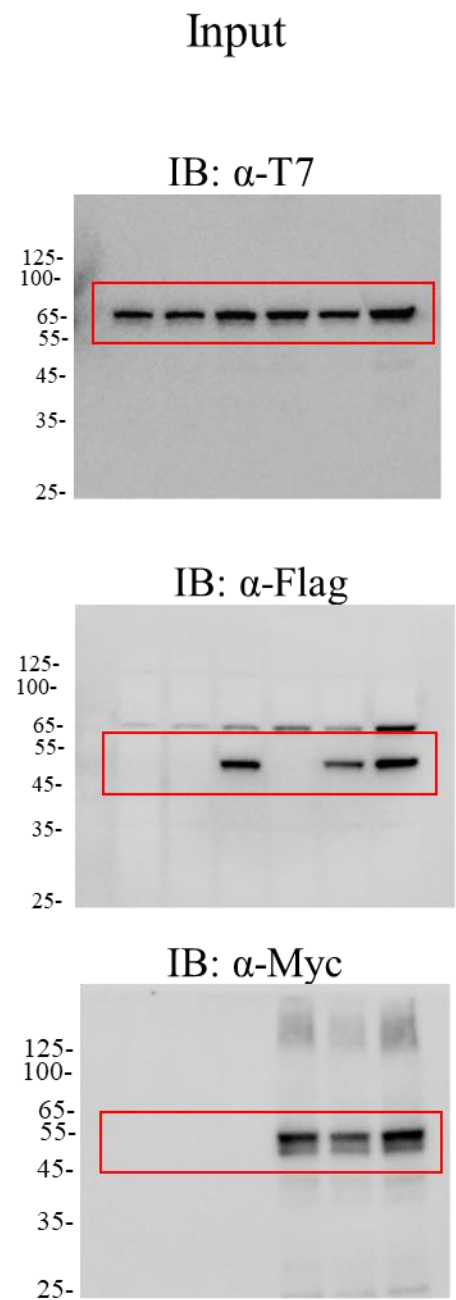

Fig S14

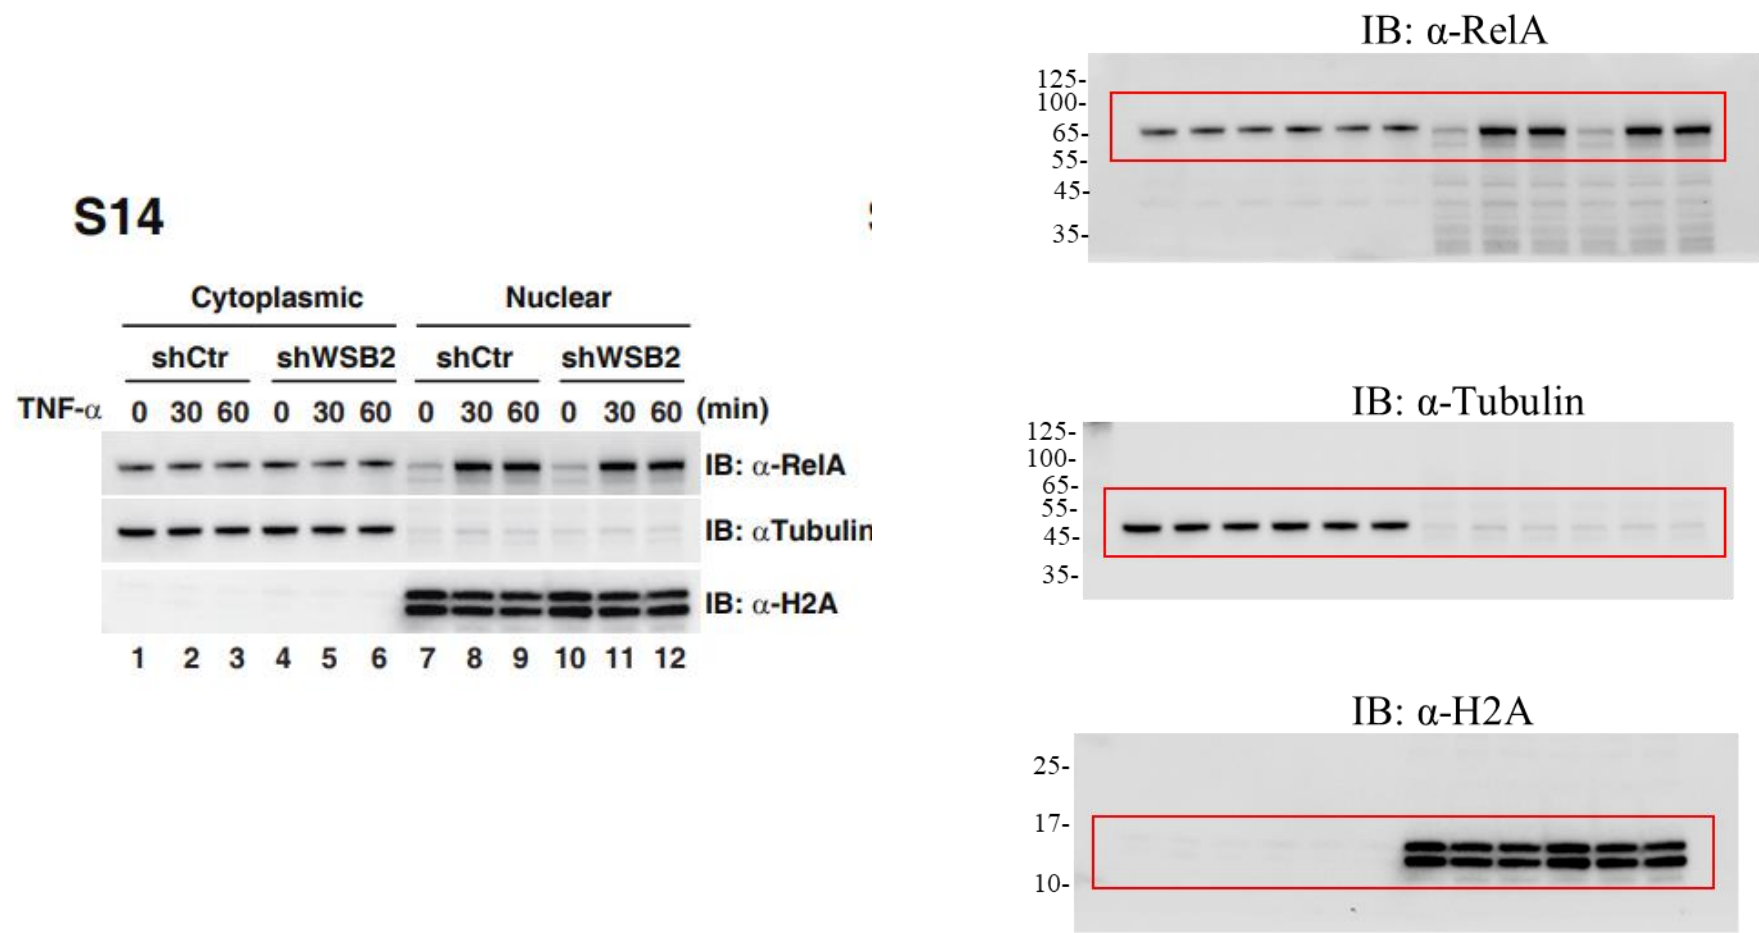

Fig S19

S19

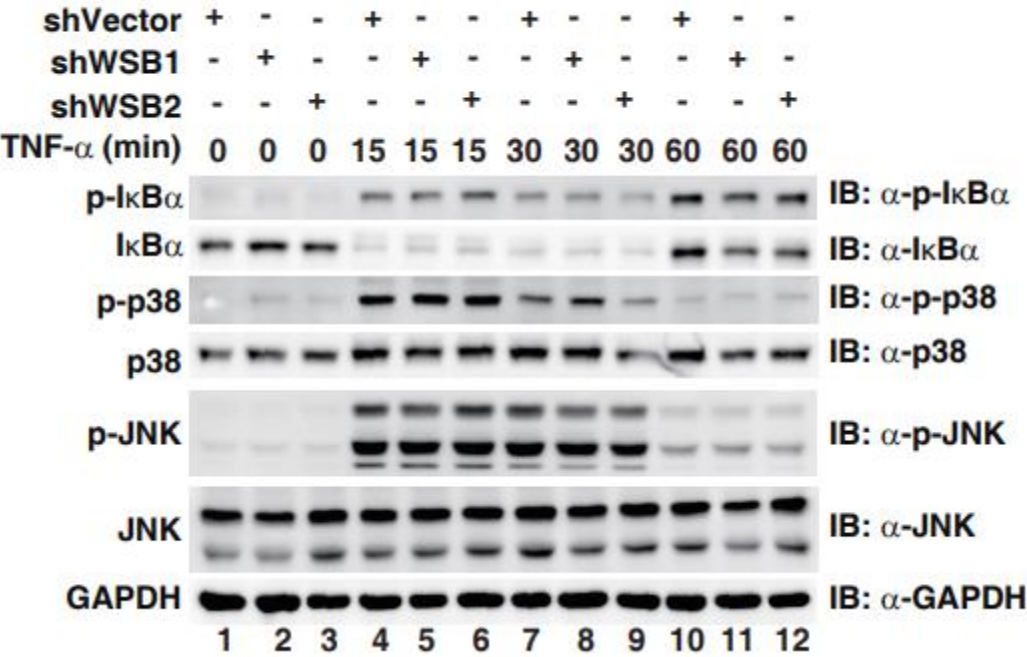

**Fig S19**

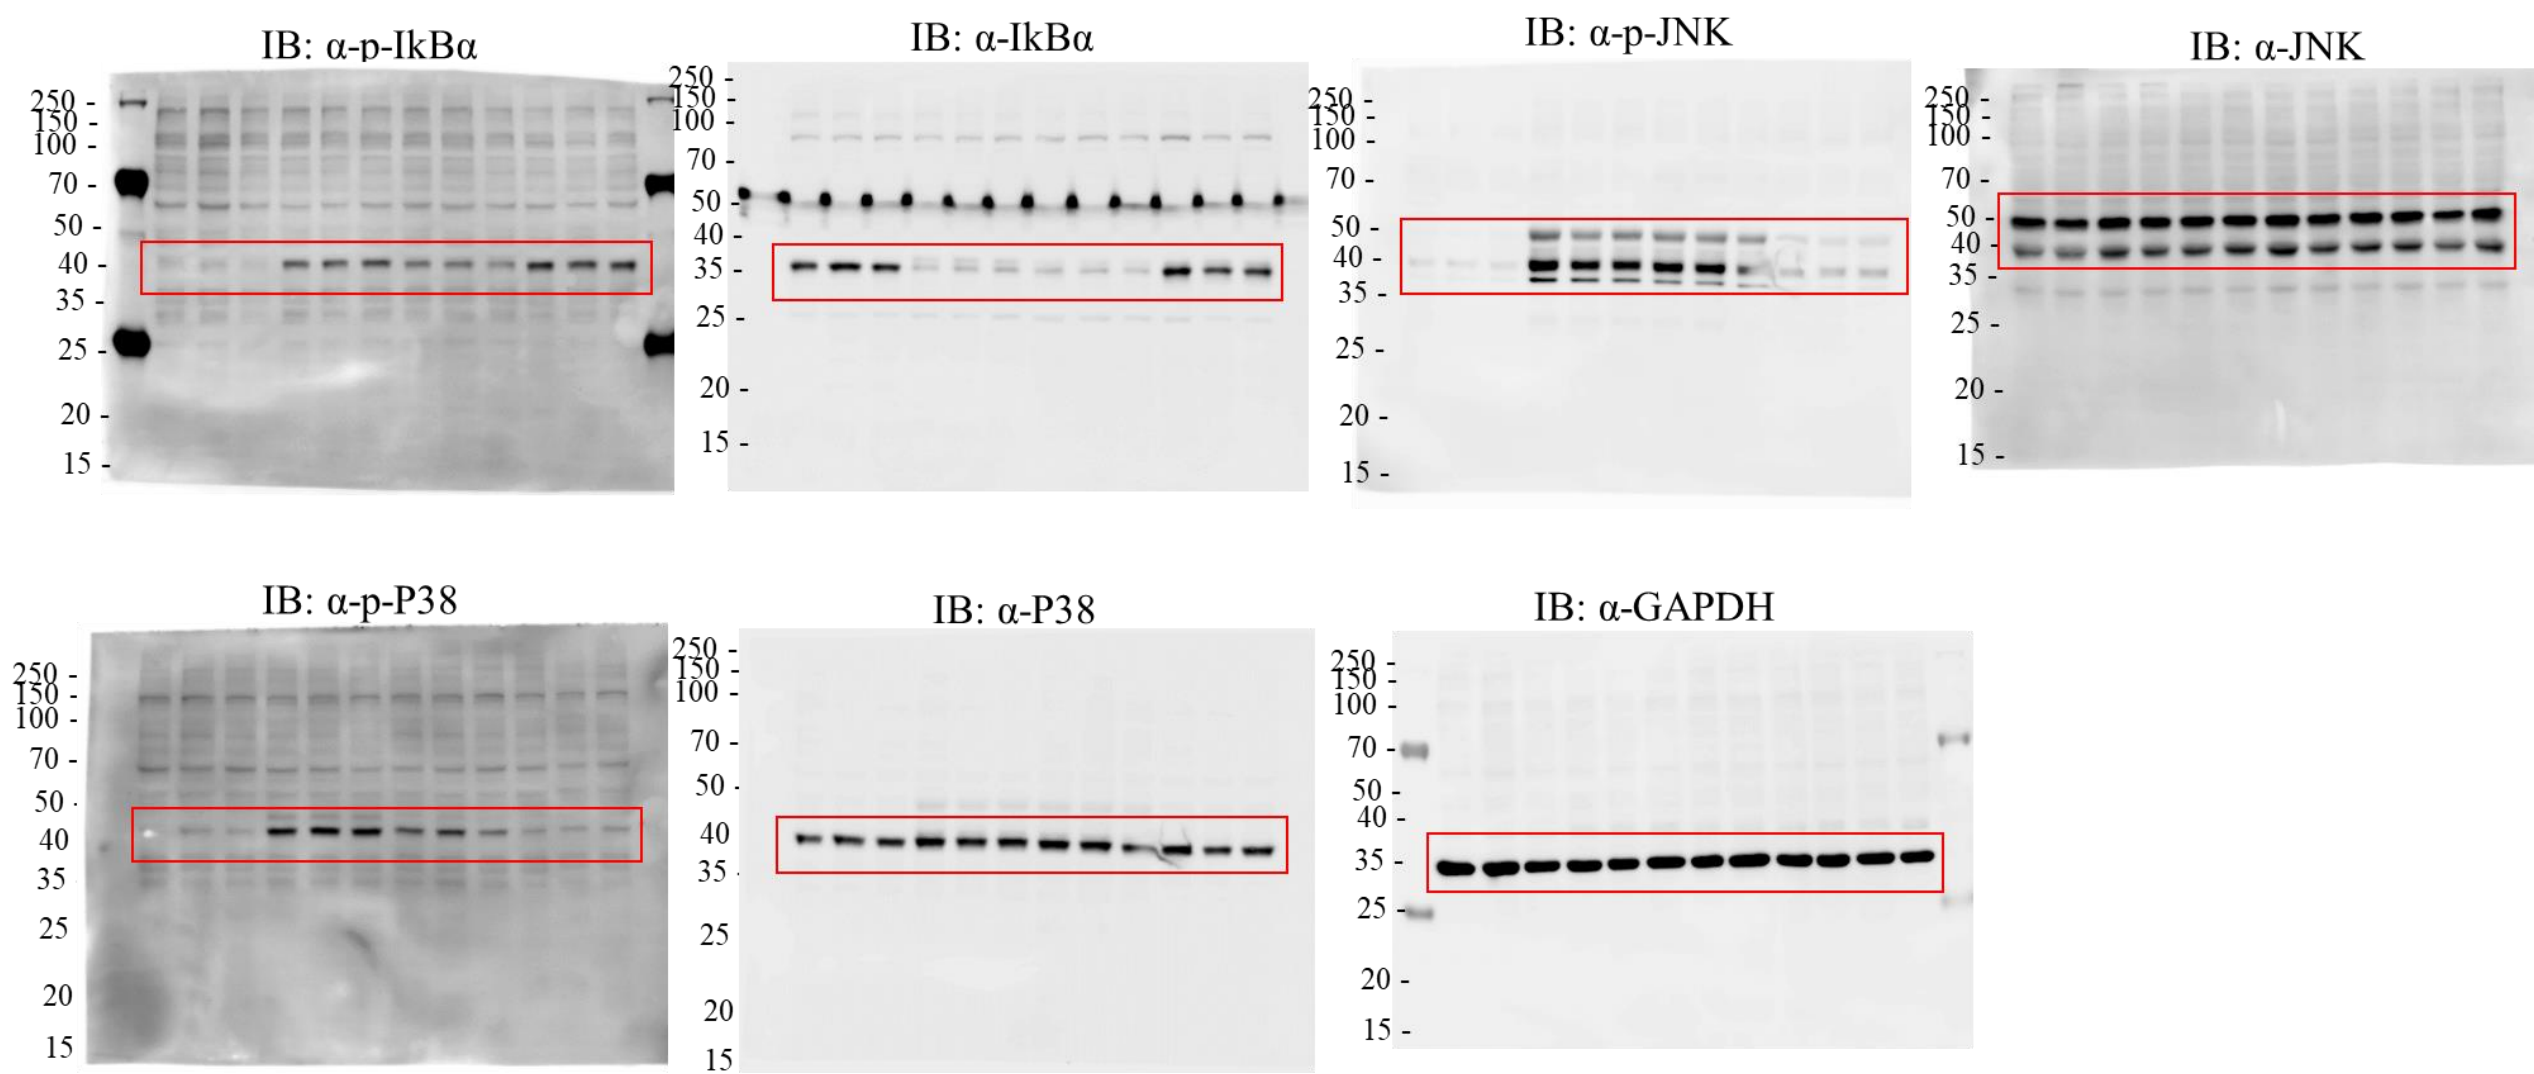

**Supplement:** gkae161_Supplemental_Files

# Supplementary material for: WSB1/2 target chromatin-bound lysine-methylated RelA for proteasomal degradation and NF-κB termination
**Source:** Nucleic Acids Res. 2024 Mar 7;52(9):4969–84. doi: 10.1093/nar/gkae161
**Supplement:** gkae161_Supplemental_Files

Supplementary figures

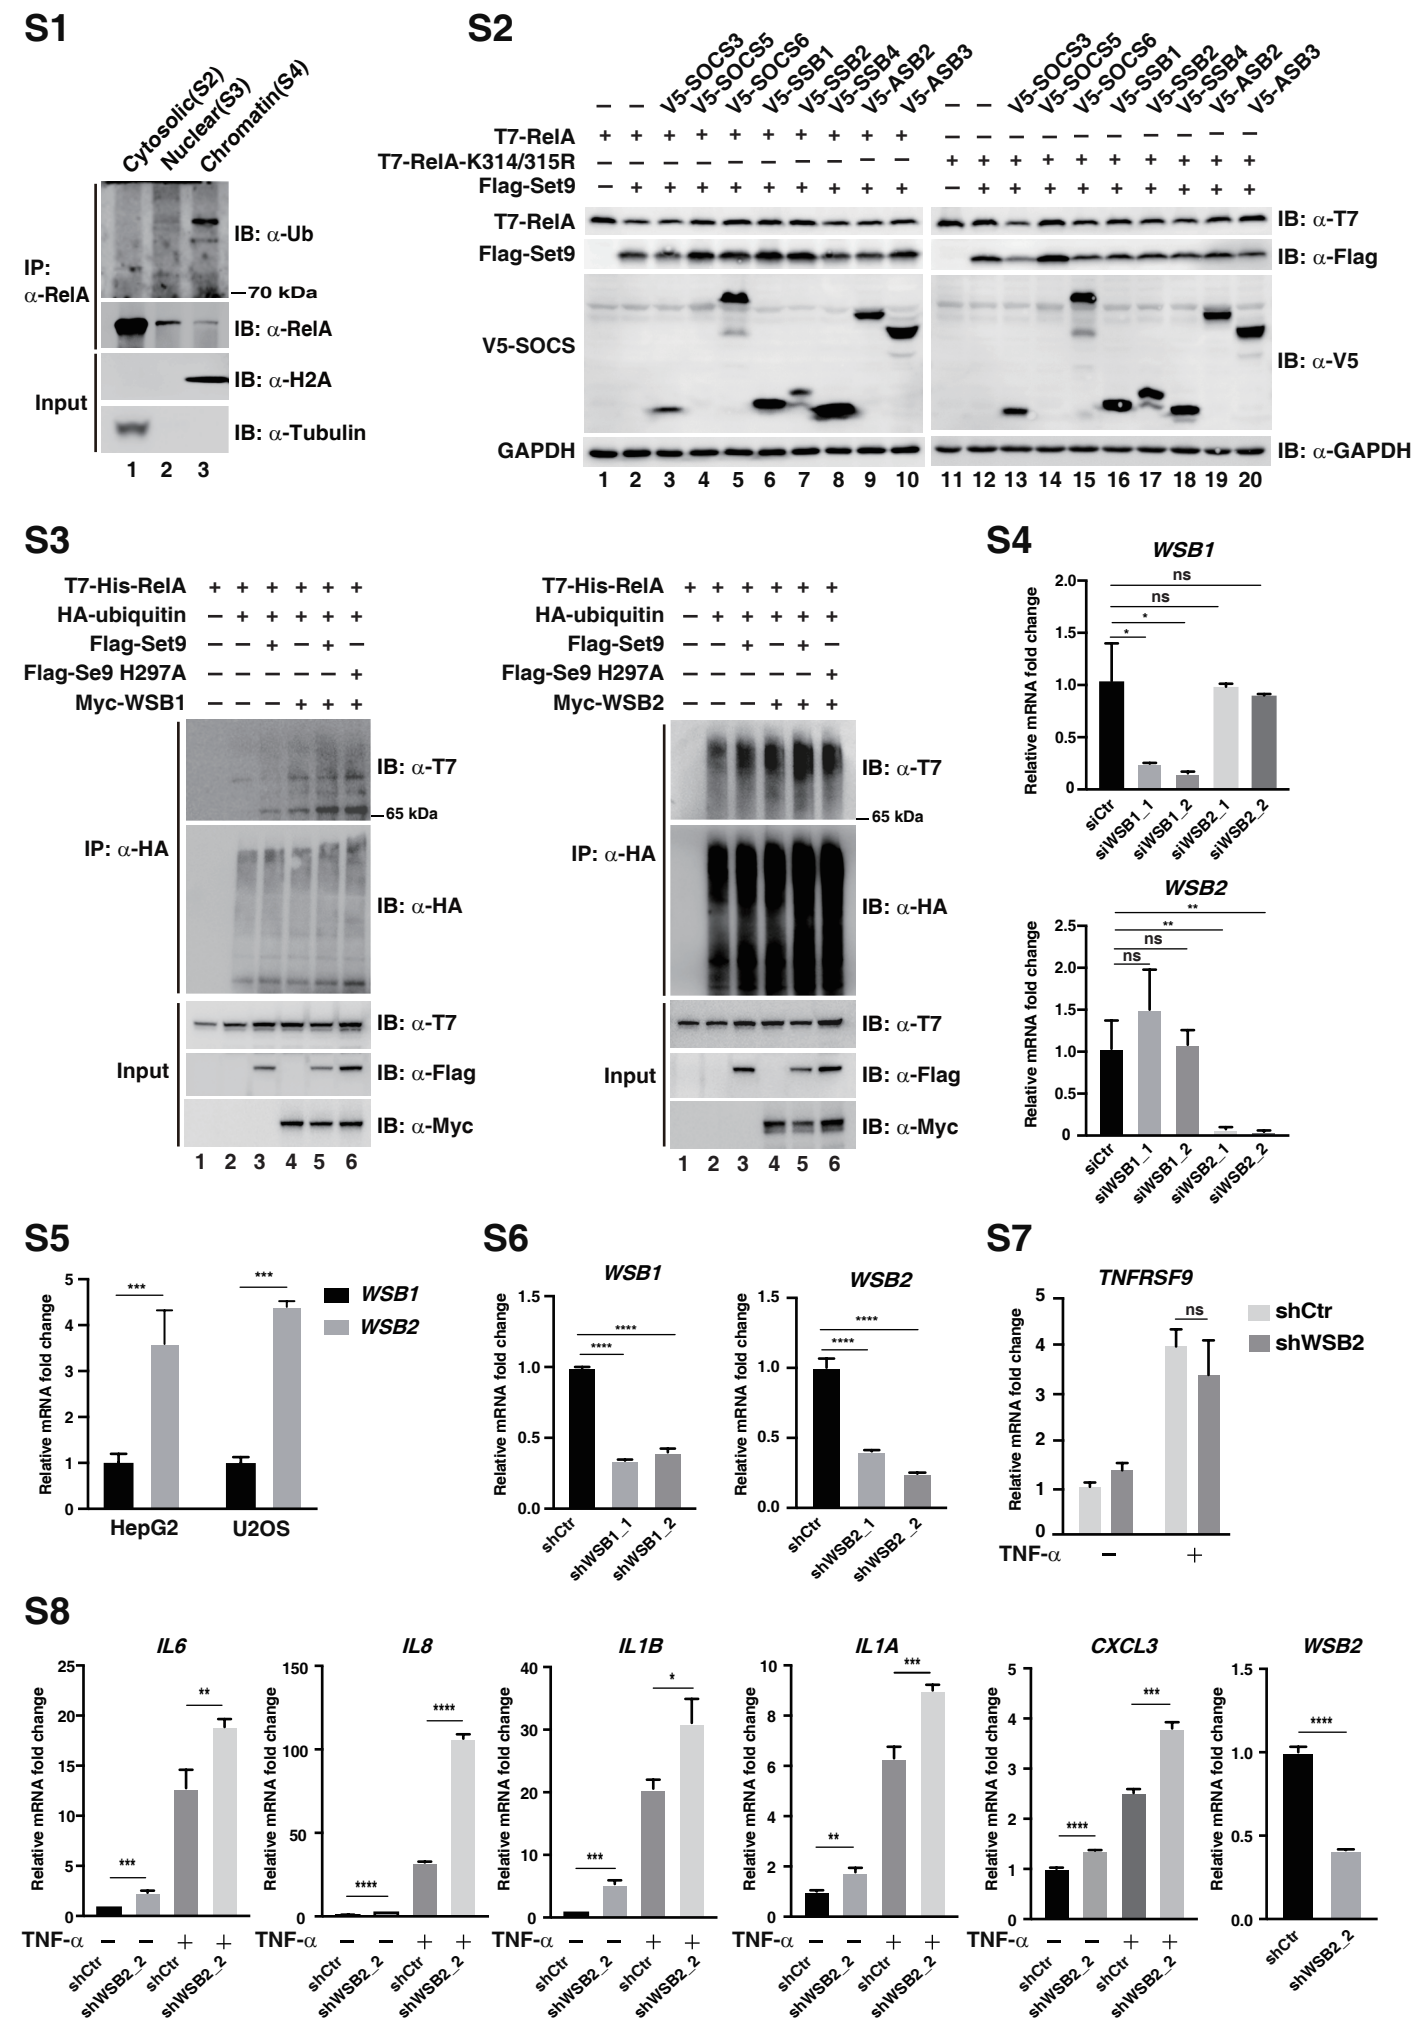

Supplementary figures

S9

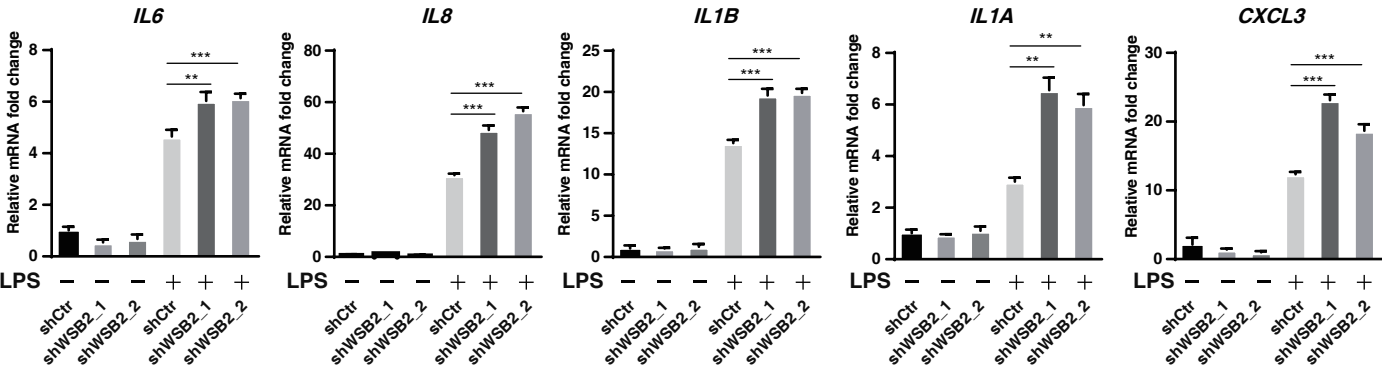

S10

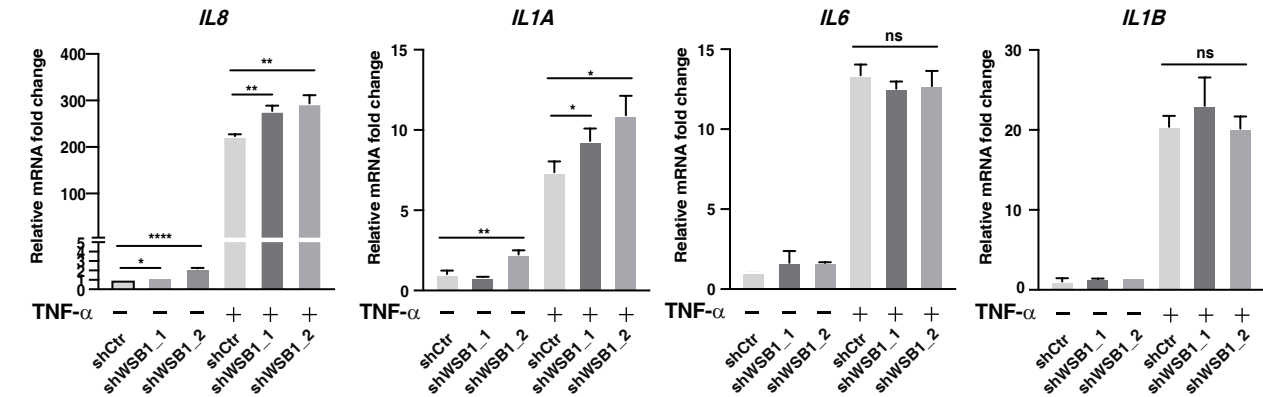

S11

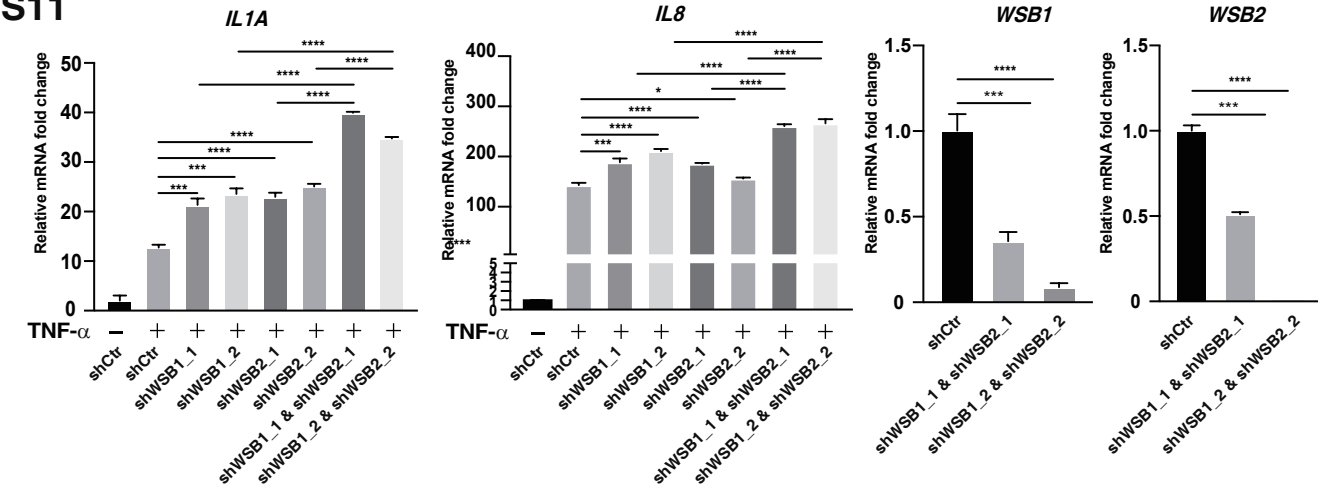

S12

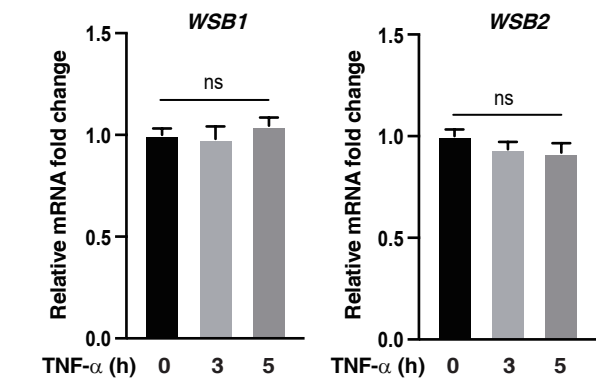

S13

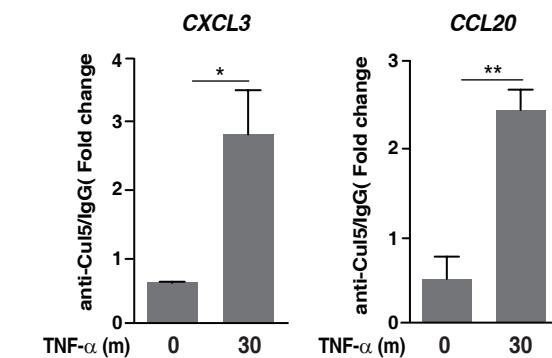

Supplementary figures

S14

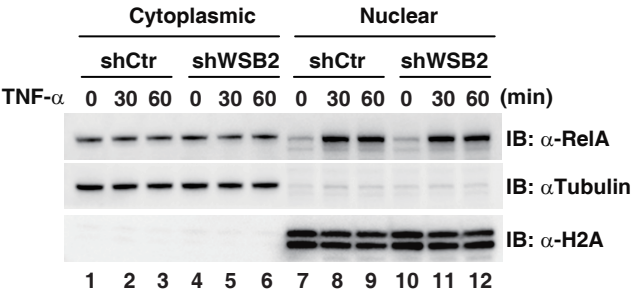

S15

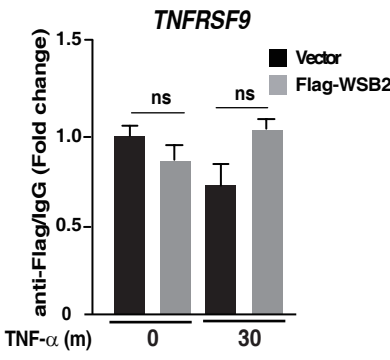

S16

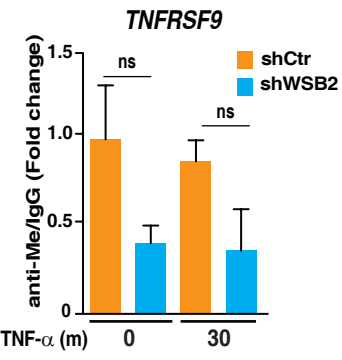

S17

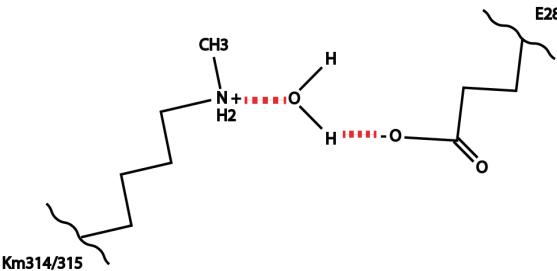

S19

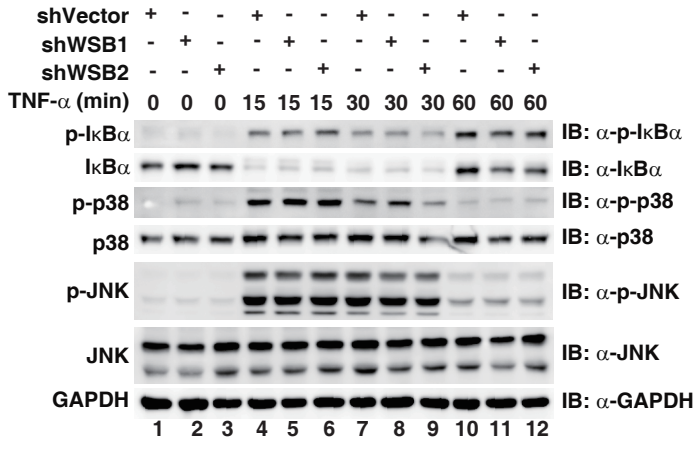

S18

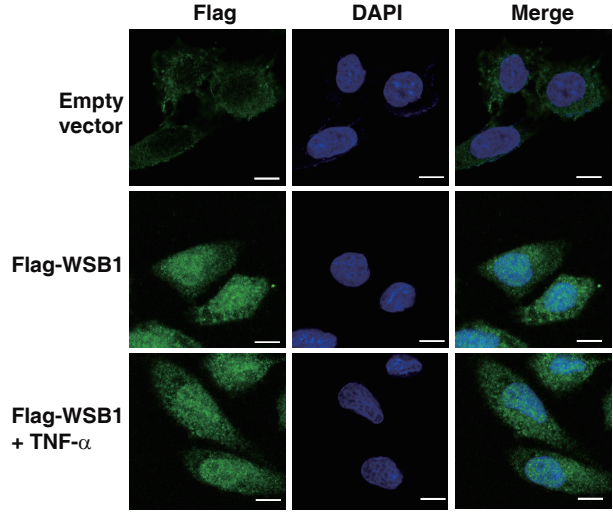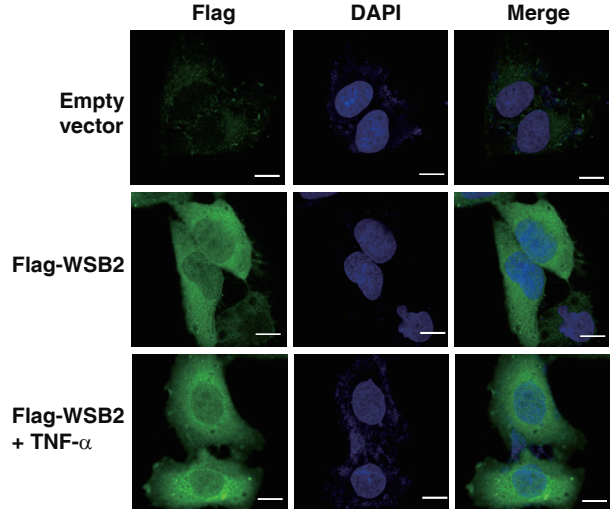

## Supplementary figure legends

**Figure S1. LPS stimulates ubiquitination of RelA in different fractions.** U2OS cells were pulse-stimulated with LPS for 15 min followed by treatment with proteasome inhibitor MG132 for 5 h. The cytoplasmic, nuclear, and chromatin-enriched fractions were prepared and ubiquitination of RelA was assessed as in Figure 1B.

**Figure S2. Other E3s from the SOCS family do not degrade RelA or do so in a methylation-independent manner.** HEK293T cells were transfected with plasmids encoding T7-tagged WT RelA or RelA-K314/315R and Flag-tagged Set9 together with different V5-tagged SOCS family members as indicated. Whole cell lysates were prepared for IB analysis of all these proteins.

**Figure S3. Reciprocal immunoprecipitation showing that WSB1/2 promote RelA ubiquitination in a methylation-dependent manner (related to figure 2 E & 2F).** HEK293T cells were transfected with indicated plasmids and treated with 10  $\mu$ M MG-132 for 5h before harvesting. After lysis under denaturing condition, lysates were used for was immunoprecipitated with anti-HA antibodies and immunoblotted with anti-T7 antibodies for RelA ubiquitination. Levels of tagged RelA, Set9 and WSB1 (left) or WSB2 (left) are shown as input in the lower panels.

**Figure S4. Knockdown efficiency of WSB1 and WSB2 by siRNAs.** RT-PCR analysis of RNAs extracted from U2OS cells used for the ubiquitination experiment shown in Figure 2G was done to measure the mRNA levels for WSB1 and WSB2. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; ns, no significant. Statistical analysis was performed using unpaired two-tailed Student's t-test.

**Figure S5. Expression of WSB1 and WSB2 in U2OS and HepG2 cells.** RT-PCR analysis of RNAs extracted from untreated HepG2 and U2OS cells was conducted to compare the relative expression levels of WSB1 and WSB2 in each cell line. \*\*\*,  $P < 0.001$ . Statistical analysis was performed using unpaired two-tailed Student's t-test.

**Figure S6 Knockdown efficiency of WSB1 and WSB2 by shRNAs.** RT-PCR analysis of RNAs extracted from U2OS cells stably expressing empty vector (shCtr) or 2 different shRNAs against WSB1 (shWSB1-1 and shWSB1-2) or WSB2 (shWSB2-1 and shWSB2-2) was conducted to measure the mRNA levels for WSB1 and WSB2. \*\*\*\*,  $P < 0.0001$ . Statistical analysis was performed using unpaired two-tailed Student's t-test.

**Figure S7. Transcription of *TNFRSF9* is not affected by WSB2 knockdown.** RT-PCR analysis of RNAs extracted from U2OS cells stably expressing an empty shRNA vector (shCtr) or a shRNA against WSB2 (shWSB2) was performed to measure the relative levels of TNF- $\alpha$ -induced expression of *TNFRSF9*. ns, no significant. Statistical analysis was performed using unpaired two-tailed Student's t-test.

**Figure S8. WSB2 down-regulates TNF- $\alpha$ -induced transcription of NF- $\kappa$ B target genes in HepG2 cells.** HepG2 cells transduced with a control shRNA (shCtr) or a shRNA against WSB2 (shWSB2) were stimulated with or without TNF- $\alpha$  for 5 h and total RNA was extracted for RT-PCR analysis of NF- $\kappa$ B target genes. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ ; \*\*\*\*,  $P < 0.0001$ . Statistical analysis was performed using unpaired two-tailed Student's t-test.

**Figure S9. WSB2 down-regulates LPS-induced transcription of NF- $\kappa$ B target genes in U2OS cells.** U2OS cells transduced with a control shRNA (shCtr) or 2 distinct shRNAs against WSB2 (shWSB2-1 and shWSB2-2) as described in Figure 4D were stimulated with or without LPS for 5 h and total RNA was extracted for RT-PCR analysis of NF- $\kappa$ B target genes. \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ . Statistical analysis was performed using unpaired two-tailed Student's t-test.

**Figure S10. WSB1 down-regulates TNF- $\alpha$  stimulated expression of fewer NF- $\kappa$ B target genes.** U2OS cells transduced with a control shRNA (shVector) or 2 distinct shRNAs against WSB1 (shWSB1-1 and shWSB1-2) were stimulated with or without TNF- $\alpha$  for 5 h and total RNA was extracted for RT-PCR analysis of NF- $\kappa$ B target genes. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ ; \*\*\*\*,  $P < 0.0001$ ; ns, no significant. Statistical analysis was performed using unpaired two-tailed Student's t-test.

**Figure S11. Double knockdown of WSB1 and WSB2 further enhances transcription of *IL-8* and *IL1A*.** RT-PCR analysis of RNAs extracted from U2OS cells stably expressing empty vector (shCtr), a single of 2 different shRNAs against WSB1 (shWSB1-1 and shWSB1-2) or WSB2 (shWSB2-1 and shWSB2-2), or a pair of shRNAs against WSB1 and WSB2, respectively, was done to measure the relative levels of TNF- $\alpha$ -induced expression of *IL-8* and *IL1A* with the level of gene expression in unstimulated shCtr cells set to 1. The knockdown efficiency of *WSB1* and *WSB2* were also determined by RT-PCR and shown to the right. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ ; \*\*\*\*,  $P < 0.0001$ ; ns, no significant. Statistical analysis was performed using unpaired two-tailed Student's t-test.

**Figure S12. Constitutive expression of WSB1 and WSB2.** U2OS cells were unstimulated or stimulated with TNF- $\alpha$  for indicated time points and total RNA was extracted for RT-PCR analysis of expressions of WSB1 and WSB2. ns, no significant. Statistical analysis was performed using unpaired two-tailed Student's t-test.

**Figure S13. Cul5 is recruited to WSB2-regulated genes upon TNF- $\alpha$  stimulation.** U2OS cells were unstimulated or stimulated with TNF- $\alpha$  for 30 min. ChIP assays with antibodies against Cul5 were performed and statistically analyzed as in Figure 5A for the Cul5 association with promoters of indicated genes. \*  $P < 0.05$ ; \*\*  $P < 0.01$ . Statistical analysis was performed using unpaired two-tailed Student's t-test.

**Figure S14. WSB2 does not seem to regulate levels of cytoplasmic and nuclear RelA during TNF- $\alpha$  stimulation.** U2OS cells transduced with a control shRNA (shCtl) or a shRNA against WSB2 (shWSB2) were unstimulated or stimulated with TNF- $\alpha$  for 30 or 60 min and cytoplasmic and nuclear fractions were prepared for IB for RelA, tubulin and histone H2A. Statistical analysis was performed using unpaired two-tailed Student's t-test.

**Figure S15. Flag-WSB2 is not recruited to the promoter of *TNFRSF9*.** U2OS cells stably expressing vector or Flag-tagged WSB2 were stimulated with TNF- $\alpha$  for indicated time points. A ChIP assay with anti-Flag antibodies was performed and statistically analyzed as in Figure 5A for WSB2 binding to the promoter of *TNFRSF9*. ns, no significant. Statistical analysis was performed using unpaired two-tailed Student's t-test.

**Figure S16. WSB2 knockdown does not lead to accumulation of methylated RelA at the promoter of *TNFRSF9*.** U2OS cells stably expressing control or WSB2 shRNAs were stimulated with TNF- $\alpha$  for indicated time points. A ChIP assay with antibodies against K314/315-methylated RelA was performed and statistically analyzed for association of methylated RelA with promoters of *TNFRSF9* as in Figure 5C. ns, no significant. Statistical analysis was performed using unpaired two-tailed Student's t-test.

**Figure S17. Potential role of E28 in WSB2 binding to methylated RelA (related to Figure 6D).** Molecular image of the water-bridged interaction between monomethylated K314 or K315 and E28 in WSB2.

**Figure S18. Subcellular Localization of WSB1/2.** U2OS cells stably expressing empty vector, Flag-tagged WSB1 (left) or Flag-tagged WSB2 (right) were unstimulated or stimulated with TNF- $\alpha$  for 30 min. Cells were fixed for immunofluorescence with anti-Flag antibodies and staining with a DNA probe DAPI followed by confocal microscopy. Scale bars in each panel represent 50  $\mu$ m.

**Figure S19. Depletion of WSB1 and WSB2 has little effect on TNF- $\alpha$  stimulated upstream signaling events of the NF- $\kappa$ B pathway.** U2OS cells transduced with a control shRNA (shCtr) or a shRNAs against WSB1 (shWSB1) or WSB2 (shWSB2) were stimulated with or without TNF- $\alpha$  for indicated time points and protein extracts were prepared for immunoblotting of the indicated proteins.

Table S1. oligo sequences used in this study

|                             | Oligo name              | Sequence (5'>3')         |
|-----------------------------|-------------------------|--------------------------|
| siRNA sequences (sense)     | Negative control        | UUCUCCGAACGUGUCACGUTT    |
|                             | <i>WSB1</i> siRNA_1     | GAGUCGCUGUGUAAAUAUATT    |
|                             | <i>WSB1</i> siRNA_2     | GGAGAAUUGAUGAGGAUUATT    |
|                             | <i>WSB2</i> siRNA_1     | CCCACCAGUUUGAUUGGAATT    |
|                             | <i>WSB2</i> siRNA_2     | CAUCCCUAAAGGGUUUGAATT    |
| shRNA sequences (antisense) | <i>WSB1</i> shRNA_1     | AAATACGATACGAGAGAAAC     |
|                             | <i>WSB1</i> shRNA_2     | ATAATTGAAGTCAGTAAAGC     |
|                             | <i>WSB2</i> shRNA_1     | TTGGTATCGTAAGAAGCCGTG    |
|                             | <i>WSB2</i> shRNA_2     | ACTTCCAATCAAACCTGGTGGG   |
| Primers for RT-PCR          | <i>GAPDH</i> _Forward   | ATCTCTGCCCCCTCTGCTGA     |
|                             | <i>GAPDH</i> _Reverse   | GATGACCTTGCCACAGCCT      |
|                             | <i>CXCL3</i> _Forward   | CGCCCAAACCGAAGTCATAG     |
|                             | <i>CXCL3</i> _Reverse   | GCTCCCCTTGTTTCAGTATCTTTT |
|                             | <i>IL6</i> _Forward     | ACTCACCTCTTCAGAACGAATTG  |
|                             | <i>IL6</i> _Reverse     | CCATCTTTGGAAGGTTTCAGGTTG |
|                             | <i>IL8</i> _Forward     | ACTGAGAGTGATTGAGAGTGGAC  |
|                             | <i>IL8</i> _Reverse     | AACCCTCTGCACCCAGTTTTTC   |
|                             | <i>IL1A</i> _Forward    | TGGTAGTAGCAACCAACGGGA    |
|                             | <i>IL1A</i> _Reverse    | ACTTTGATTGAGGGCGTCATTC   |
|                             | <i>IL1B</i> _Forward    | ATGATGGCTTATTACAGTGGCA   |
|                             | <i>IL1B</i> _Reverse    | GTCGGAGATTTCGTAGCTGGA    |
|                             | <i>CCL20</i> _Forward   | TGCTGTACCAAGAGTTTGCTC    |
|                             | <i>CCL20</i> _Reverse   | CGCACACAGACAACCTTTTTCTTT |
|                             | <i>TNFRSF9</i> _Forward | AGCTGTTACAACATAGTAGCCAC  |
|                             | <i>TNFRSF9</i> _Reverse | GGACAGGGACTGCAAATCTGAT   |
|                             | <i>WSB1</i> _Forward    | TGTGCCTTCTCTACTGATGGC    |
|                             | <i>WSB1</i> _Reverse    | GTGGAGTGGCCCAAAATACA     |
|                             | <i>WSB2</i> _Forward    | TCAAGGACACTGCATCGTCAA    |
|                             | <i>WSB2</i> _Reverse    | GGCTTTTGGCTTCAAACCCTTTA  |
| Primers for ChIP            | <i>IL1A</i> _Forward    | CCTCAAGTGATTGTCTGCCTC    |
|                             | <i>IL1A</i> _Reverse    | TTGGGTTCCTCAGTTGGAGTT    |
|                             | <i>IL1B</i> _Forward    | GGCTGGGCTTCTTCCAAATC     |
|                             | <i>IL1B</i> _Reverse    | CCTACGTGTTGGGTGGCAAG     |
|                             | <i>IL6</i> _Forward     | ACCCTCACCTCCAACAAAG      |
|                             | <i>IL6</i> _Reverse     | GCAGAATGAGCCTCAGACATC    |
|                             | <i>CXCL3</i> _Forward   | CCTACCCGTATCCGACTCCAC    |
|                             | <i>CXCL3</i> _Reverse   | CCAAGATCGGCGAACCCCTTT    |
|                             | <i>CCL20</i> _Forward   | CCTTCGCACCTTCCCAATATGA   |
|                             | <i>CCL20</i> _Reverse   | GAATGTACACAGAAGGCGTGTTG  |
|                             | <i>TNFRSF9</i> _Forward | CTCTAGGGGATTTTCGGGGTC    |
|                             | <i>TNFRSF9</i> _Reverse | GGGAAATTCCCACCACAGCT     |

How the deposited data were processed for this re-analysis (not part of the article)

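Bulk RNA-seq of U2OS cells, a human osteosarcoma line, was analysed in 4 groups of 2 libraries: cells with a control shRNA (control or WT cells) and cells with a WSB2 shRNA (KD cells), each unstimulated or stimulated with TNF-α for 5 h. The groups and replicates were taken from the labels of the samples and from the legend of Figure 4. The libraries were sequenced by Novogene. The paper's Methods name edgeR, a P-value under 0.05 and an absolute log2 fold change above 1, and a gene set enrichment analysis in R. The text does not name the aligner, the counting program, the genome build, the strand of counting, the WSB2 shRNA or the concentration of TNF-α used for these libraries.

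The authors deposited FPKM values, fragments scaled to gene length and library size, for 58735 genes in each of 8 libraries. The unit was read from the values. Each value times the gene's length is a whole multiple of a constant of its library, so whole reads could be recovered for 100% of the values, between 15601098 and 18677023 reads per library. The same constants give the library size by which the authors divided. It equals the median-of-ratios size factor over all 8 libraries times the geometric mean of the totals, so the 4 groups were scaled together before the values were deposited. Identifier, chromosome, start, end and exon length of all 58735 genes match release 29 of GENCODE on GRCh38.

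From the FPKM values, log2(FPKM + 1) was computed and differences were tested with limma 3.58.1 in R 4.3.3. The model had a mean per group over all 8 libraries, which leaves 4 residual degrees of freedom, and moderated the variances with a trend on mean expression. Genes were kept with at least 10 reads at the median depth in at least 2 libraries and at least 15 reads in all, which left 16528 genes. The 5 comparisons were KD against control with TNF-α, KD against control without TNF-α, TNF-α against no TNF-α in control cells, the same in KD cells, and the interaction of KD and TNF-α. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, and separately by the thresholds of the paper's Methods. FPKM values are not counts, and the planned count tests, edgeR and DESeq2, were not run, on the recovered reads either. A voom fit of those reads was added after the data were seen. Set tests used log2(FPKM + 1). The fold changes understate the change of genes near or below 1 FPKM.

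The script was tested on simulated reads with 200 genes changed by a fold of 2. The changed genes were drawn only from genes with many reads, above the totals of IL6, IL1B, IL1A and CXCL3. For KD against control with TNF-α, 65.5% of the changed genes were recovered among 15682 genes, and for KD against control without TNF-α 71.5% among 15670. For TNF-α in control cells 69.5% were recovered among 15729 genes, for TNF-α in KD cells 71.0% among 15689, and for the interaction 17.5% among 15708. Unchanged genes made up between 5.92% and 11.5% of the calls in these comparisons. In the simulated comparison of KD and control with TNF-α, the thresholds of the Methods called 4 unchanged genes at a pseudocount of 1 and 77 at a pseudocount of 0.1.

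Genes named in the text are those the paper names in connection with expression, the 24 genes of the heat map in Figure 4D, the genes of 4 lists written before the data were examined (NF-κB feedback, ERK output, immediate-early and interferon-stimulated genes), and, for each comparison, the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05, an absolute log2 fold change above 1 and no overlap between the libraries of the groups. The lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 12 tests, with fry and camera at an estimated correlation beside it. TNF-α-induced genes were set against 100 simulated unchanged groups. Seed matches of the WSB2 shRNAs, from base 2 to base 8 of the guide, were looked for in the 3′ UTRs of the annotation and ranked among all rearrangements of the same bases.

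Alternatives were a pseudocount of 0.1, upper-quartile factors, no filter on low reads, a mean of at least 1 CPM (reads scaled to library size), only the 4 libraries compared, leaving out each library in turn, and other settings of the set tests and principal components. After the data were seen, a voom fit of the recovered reads, scaling to total reads, and a correction of each library by a smooth trend on GC content and gene length (splines with 5 degrees of freedom) were added. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the recovery of reads, the annotation, the seed matches and the plots. All columns of values were used. Groups of 2 libraries allow no test of outlying libraries and no regrouping of the libraries.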

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

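The tests of GC content and gene length as the whole cause, of genomic DNA over all olfactory receptor genes, of GC content for CXCL8 and of shRNA seed matches were set out after the data were in hand, with the uncorrected fold changes already seen, but before the result of each was. A test of unspliced or nuclear RNA was set out at the same time, but its limit of 15 reads, and that for rarely seen genes, were set after sums over all such genes had been seen, so both count as chosen after. The other tests in this part, namely those of a KD effect shared with TNF-α, GC content as part of the cause, library size, scaling, a swap, RNA of another cell type, a small amount of genomic DNA, genomic DNA as the whole cause, the genes with the most reads, a batch, a difference within a condition and a rise of all induced genes alike, were chosen after the result was seen, and so were the alternatives with total reads, GC correction and voom.

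Without TNF-α, 4932 genes were higher and 4996 lower in KD than in control cells at an adjusted p under 0.05, against 10 and 9 with TNF-α. The difference between the KD effects with and without TNF-α, tested as an interaction, was above 0 for 3935 genes and below 0 for 3679. The paper counts changed genes with TNF-α, while its Figure 4A shows the unstimulated KD libraries apart from the other 6, as here. The share of interaction calls above 0, which was 51.7%, was 32.9% with libraries scaled to their total reads and 64.9% with upper-quartile factors. The largest rises without TNF-α under the naming rule were in RNU6-26P, CR392039.3, TUFMP1, CENPF and RANBP2, and the largest falls in MT2A, IFITM2, AC099560.2, WFDC21P and MRPL12. CENPF went from 2.94 to 23.0 FPKM (log2 fold change 2.63) and MT2A from 509 to 81.4 FPKM (log2 fold change -2.60). RNU6-26P, TUFMP1, AC099560.2 and IFITM2 can share reads with near-identical copies. Leaving out the first unstimulated control library moved CR392039.3 from 2.90 to 1.90.

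Several explanations are ruled against by the tables. The unstimulated KD libraries held 0.958 times the mean reads of the other 6, so library size is not the cause. Their 10 genes with the most reads took at most 5.94% of reads against 6.44% to 6.71%. A swap with a control library would need WSB2 at the control level, and its highest value in these libraries was 8.52 FPKM against at least 25.0 in every control library. A large share of RNA from another cell type would bring genes not seen elsewhere. Of the protein-coding genes under 0.1 FPKM in each of the other 6 libraries, 0 reached 1 FPKM in both. A small share, or RNA of cells that express much the same genes, could not be seen in this way. With libraries scaled to their total reads, 9971 genes were still called, so the authors' scaling is not the cause. After correction for GC content and gene length, 8454 genes were called, so that trend is not the whole cause. KD acting the same way with and without TNF-α is also ruled against, because over the genes called without TNF-α the effect with TNF-α had a slope of 0.0069 (standard error 0.0020) on the effect without it.

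Several technical explanations stay open. The KD effect without TNF-α followed GC content across genes with a Spearman correlation of -0.70, against 0.04 with TNF-α, and the correction lowered the genes past the thresholds of the Methods from 1131 to 330 higher and from 843 to 170 lower, so GC content and gene length may be part of the cause. More unspliced or nuclear RNA stays open. Over the 191 small genes in introns of expressed genes with at least 15 reads, the median ratio to unstimulated control was 1.65, against 1.11 for the exons of their host genes and 0.751 for 77 small genes between genes. Summed over all 2853 such genes in introns, however, reads were 0.985 times those of unstimulated control, and rarely seen genes, with under 15 reads, rose between genes as well, to 2.58 times the other 6 against 4.28 times in introns. Genomic DNA stays open too. Over all 381 olfactory receptor genes, as first planned, reads were 1.34 times as frequent as in the other 6 and 1.12 times as frequent as in unstimulated control, and only over the 372 rarely seen ones were they 3.61 times as frequent. Rarely seen small genes in introns gained 30.5 times as much per kilobase as these. Within rarely seen genes, this argues against genomic DNA as the whole cause. Over all members, reads on small genes in introns were 1.02 times as frequent as in the other 6, against 1.34 for olfactory receptor genes. The argument therefore rests on the limit of 15 reads, which was set after the sums had been seen. The difference between the replicates of unstimulated control cells correlated across genes with the shift of the unstimulated KD libraries at 0.454, and those of the stimulated control and KD cells at -0.245 and 0.006, where the sign only reflects which replicate is subtracted from the other, so at least a part of the shift may vary between libraries of one condition. A batch of their own cannot be told apart from the group, since no label names a batch and both libraries of the group lie apart, by 2.91 times the range of the other 6 on the first principal component. An effect of WSB2 knockdown that is present only without TNF-α was not tested beyond this and stays open too.

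With TNF-α, 3 genes that the paper does not discuss passed an adjusted p of 0.05 and a log2 fold change of 1 without overlap of the libraries: ESM1 at 1.09, ACKR3 at -1.39 and COL3A1 at -1.29. ACKR3 and COL3A1 fell by as much without TNF-α, with interactions of -0.10 (adjusted p = 0.654) and 0.07 (adjusted p = 0.733), so no difference of their fall between the treatments was called. ESM1 was also higher without TNF-α, by 0.86, with an interaction of 0.23 (adjusted p = 0.297). Over 9 alternatives the adjusted p from limma ranged from 0.0029 to 0.103 for ESM1, from 0.0029 to 0.0610 for ACKR3 and from 3.6e-04 to 0.0506 for COL3A1, with the highest of each without a filter on low reads.

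Of the 4 gene lists, ERK output stood out most in stimulated KD cells, with an adjusted p of 6.0e-07 from camera at the preset correlation. All 9 tested genes of the list were higher, with a median log2 fold change of 0.21, and 5 of the list's 10 genes are in leading edges that the study drew from these libraries. PHLDA1 at 0.76 (adjusted p = 0.0489) was the only gene called over all genes, and 3 were called when adjusted over the list alone. The list also passed with fry (adjusted p = 9.2e-05) but not with the correlation estimated from these libraries (adjusted p = 0.0573). Without TNF-α 5 of the 9 were higher (adjusted p = 0.891), and the interaction was not called by camera (adjusted p = 0.121) although it was by fry (adjusted p = 3.99e-04).

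For the genes higher in stimulated KD cells, GC content and gene length are ruled against, since after correction all 24 heat map genes stayed above 0, with a median of 0.55 as before, and CXCL8 stayed at 1.47, and so is library size, since the stimulated KD libraries held 1.07 times the reads of the stimulated control libraries. A rise of every TNF-α-induced gene alike is ruled against by the NF-κB feedback genes, of which 12 of 13 were higher but with a median log2 fold change of 0.079. An off-target action of the WSB2 shRNA through its seed cannot be told apart from loss of WSB2 in these libraries, which hold 1 WSB2 shRNA. Genes with a 3′ UTR site of the seed of WSB2 shRNA 1 ranked at 10.7% among rearrangements of the same bases, with a median difference of -0.0040 on the log2 scale, which could be a small effect or none. The paper also used another WSB2 shRNA in its real-time PCR, which was not sequenced here. It reports that IL6, IL8, IL1A, IL1B, CCL20 and CXCL3 were higher after TNF-α with both shRNAs. A difference between the selected cell lines cannot be told apart from loss of WSB2 in these libraries either. The paper selected infected cells with puromycin into stable lines. It does not say whether the 2 libraries of a group came from separate infections. Loss of WSB2, the biological explanation that the design names, stays open beside an off-target action and such a difference.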

How the results depend on the processing

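The voom fit of the recovered reads, scaling to total reads, the correction on GC content and gene length, and principal components of CPM values, the recovered reads scaled to each library's total, were chosen after the data were seen. The other alternatives were set before. Of those, edgeR's likelihood ratio and exact tests, DESeq2 and principal components of TMM-scaled CPM were not run. The deposited values are FPKM and not counts, and these tests and components were not run on the recovered reads either. For the interaction, a fit of only the 4 libraries compared does not exist. IL6 gave no value at a mean of at least 1 CPM, where it is not tested. Where the cause of a change is not given below, the cause was not tested.

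The fall of WSB2 was called under each of the 9 alternatives, from -1.47 to -1.37 with TNF-α and from -1.84 to -1.35 without, and from -1.39 to -1.36 and from -1.62 to -1.60 across the fits that each left out one library. The 24 heat map genes were all above 0 with KD and TNF-α under each of the 9, and the number called was 3 in place of 6 without a filter on low reads. The unstimulated KD libraries lay apart from the other 6 in every principal component analysis, while the share of the first component, 74.1%, was 71.8% with the 500 most variable genes, 60.2% with genes scaled to unit variance, 65.4% with log2(FPKM + 0.1) and 61.1% with the GC content and gene length correction. Their gap on that component, 2.91 times the range of the other 6, was 1.03 times with the 500 most variable genes. It was 1.70 times with the GC content and gene length correction, and between 2.97 and 3.36 times in the other settings. The ratio of WSB2 to WSB1 in unstimulated control cells was 7.72 and 9.24 with either library alone.

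For KD against control with TNF-α, 12 genes rose and 6 fell past the thresholds of the Methods, and 10 and 9 were called at an adjusted p under 0.05. With log2(FPKM + 0.1) the thresholds gave 82 and 110, and 6 genes were higher after adjustment. In simulated data of this comparison the same change took the unchanged genes past the thresholds from 4 to 77. Without a filter 32613 genes were tested, the thresholds gave 24 and 19, and 3 were higher and 4 lower after adjustment. With only the 4 libraries compared, 24 and 15 were called after adjustment. With upper-quartile factors 5 were lower. The voom fit gave 107 and 167 past the thresholds and 34 and 18 after adjustment, and the GC content and gene length correction gave 40 and 21 after adjustment.

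For KD against control without TNF-α, 1131 genes rose and 843 fell past the thresholds. These became 2634 and 1362 with log2(FPKM + 0.1), 726 and 1808 with upper-quartile factors, 1830 and 207 with total reads, 3090 and 1481 with voom, and 330 and 170 with the GC content and gene length correction. With the last, 8454 genes were called at an adjusted p under 0.05 against 9928, and 2446 of the 4932 higher and 2933 of the 4996 lower genes were called in the same direction in both.

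For TNF-α in control cells, 147 genes rose and 35 fell past the thresholds, against 350 and 210 with log2(FPKM + 0.1) and 416 and 263 with voom. After adjustment 512 were higher and 189 lower, against 288 and 80 without a filter, 202 and 36 with only the 4 libraries compared, and 306 lower with the GC content and gene length correction.

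For TNF-α in KD cells, 1297 genes rose and 1077 fell past the thresholds. The rises were 2162 with upper-quartile factors and the falls 2859 with log2(FPKM + 0.1). Total reads gave 361 and 2063, voom 2012 and 3312, and the GC content and gene length correction 333 and 359. After adjustment 5141 were higher, against 3309 with total reads, which puts the median of all genes at -0.19. For the interaction, 864 and 1194 became 1398 and 2646 with log2(FPKM + 0.1), 161 and 1904 with total reads, 1428 and 2716 with voom, and 159 and 423 with the GC content and gene length correction. Upper-quartile factors gave 1933 above 0. After adjustment 3935 were above 0, against 2440 with total reads. The shift of the median of all genes for the interaction was -0.14 with total reads and 0.12 with upper-quartile factors.

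Of the 445 results for named genes, 354 kept their call or lack of one with the GC content and gene length correction, though their values may have moved, 29 lost a call, 28 gained one and 34 changed direction with a call before or after. The 34 all rest on the unstimulated KD libraries. For KD without TNF-α, the values after correction were -0.17 for CCL20, 0.30 for CCND1, -0.18 for CYLD, 0.44 for DHX58, 0.015 for EPHA2, -0.047 for EPHA4, 0.31 for FOSB, 0.15 for FOSL1, 0.45 for ICAM1, 0.071 for IER2, -0.58 for IFI44L, -0.014 for IFIH1, -0.22 for IL1A, 0.16 for JUN, -0.85 for KYNU, 0.038 for LIF, 0.0053 for MAFF, -0.065 for NAMPT, -0.24 for PHLDA1, 0.0079 for PLAU and -0.21 for SOD2. For TNF-α in KD cells they were -0.0075 for BTG2, -0.23 for CCND1, -0.37 for DHX58, -0.20 for FOSB, 0.57 for IFI44L and 0.50 for NAMPT. For the interaction they were 0.14 for BIRC3, 0.31 for CYLD, -0.17 for FOSB, 0.55 for IFI44L, 0.94 for KYNU, 0.21 for NAMPT and 0.081 for SOD2. With total reads, BTG2 under TNF-α in KD cells was -0.093 and HBEGF under KD without TNF-α was 0.027. With voom the interaction of IL1B was -0.42. No named gene with a call before or after changed direction under the other alternatives. Over all the alternatives in processing, 76 values without a call before or after changed sign. Of the 24 heat map genes, 11 were above 0 for KD without TNF-α, against 9 with upper-quartile factors and 14 with total reads or the GC content and gene length correction. For the interaction 21 were, against 20 with log2(FPKM + 0.1), 18 with voom and 22 with that correction. The calls lost and gained were 15 and 3 with log2(FPKM + 0.1), 31 and 0 without a filter, 25 and 10 with only the 4 libraries compared, 20 and 11 with total reads, 16 and 20 with upper-quartile factors, 8 and 13 with voom, and 1 and 6 at a mean of at least 1 CPM.

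Leaving out each library in turn gave 2144 values for named genes. Of these, 141 moved by more than the replicate spread and 0 called values changed sign. Of the 259 called results, 9 moved by over 1.5 times. Without the first unstimulated control library, CR392039.3 was at 1.90, FOSL1 at -0.31 and EGR1 at 0.30 for KD without TNF-α, and MIR590 at -2.04 for the interaction. Without the second unstimulated KD library, IL1A was at 0.20, MAFF at -0.28 and DUSP4 at 0.11 for KD without TNF-α. CCL4 was at 0.48 for TNF-α in control cells without the second stimulated control library, and at 0.39 for the interaction without the first.

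For the set tests, the correlation estimated from these libraries gave adjusted p values with TNF-α of 0.0573 for ERK output, 0.229 for immediate-early and 0.180 for NF-κB feedback genes, and of 0.243 for immediate-early genes both without TNF-α and for the interaction. In place of camera, fry gave 3.99e-04 for the interaction of ERK output and of NF-κB feedback genes, 0.00207 for that of interferon-stimulated genes, 6.3e-04 for each of the last 2 lists without TNF-α, and 0.00421 for the inflammatory response genes of Table S2 without TNF-α. Defined in KD cells, the genes induced by TNF-α had a median KD effect of 0.053, against up to 0.046 in simulated unchanged groups.

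The replicate numbers were checked as a pairing. Over the 6 pairs of groups, the deviations of libraries with the same number correlated between -0.19 and 0.35, with 1 pair above 0.1, so the libraries share only a number. With the replicate block 6 genes were higher and 4 lower with KD and TNF-α after adjustment, and the immediate-early genes without TNF-α had an adjusted p of 0.0516.

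With 2 libraries per group, the simulated data gave back 65.5% of genes changed by a fold of 2 for KD with TNF-α and 17.5% for the interaction. A gene that was not called may thus still have changed by that much, most of all in the interaction, which with log2(FPKM + 0.1) was called for 1398 genes above 0 by the thresholds. Of the cytokine genes, IL6 at 77 reads and IL1B at 139 reads in all 8 libraries are the ones most limited by depth.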

Differences from the paper's values

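The paper reports 98 genes up-regulated and 130 down-regulated in stimulated KD cells at a P-value under 0.05 and an absolute log2 fold change above 1. The same thresholds on log2(FPKM + 1) gave 12 and 6 genes. Of the alternatives set before the data were examined, log2(FPKM + 0.1) gave 82 and 110, within 1.5 times the paper's values. The other alternatives set before, which were upper-quartile factors, no filter on low reads, a mean of at least 1 CPM, a term for the replicate number and only the 4 libraries compared, gave from 10 to 24 genes up and from 6 to 19 down and did not come within 1.5 times. A voom fit of the recovered reads, chosen after the values were seen, gave 107 and 167, also within 1.5 times. Scaling to total reads (11 and 6) and the GC content and gene length correction (11 and 8), chosen after as well, did not.

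For U2OS cells, the upper end of the paper's range for the level of WSB2 over that of WSB1 is 4. The ratio of FPKM in unstimulated control cells was 8.48 ± 1.07 (SD, n = 2), with 9.24 and 7.72 in the libraries. The scale of the paper's measure differs from FPKM, and no alternative was set for this ratio before the data were examined.

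The paper names IL6, IL8, IL1A, IL1B, CCL20 and CXCL3 among the genes up-regulated in its sequencing. All 6 were higher in stimulated KD cells here, and CXCL8 (the gene of IL-8) and CCL20 passed the thresholds of the Methods. IL1B, at 0.62, and CXCL3, at 0.89, passed them only with log2(FPKM + 0.1) and in the voom fit chosen after the values were seen. IL1B passed an adjusted p of 0.05 (0.0162 from limma, from 0.00721 to 0.111 over 9 alternatives), and CXCL3 did in no setting, with 0.0501 the lowest. IL1A, at 0.43, and IL6, at 0.25 with a P-value of 0.0865, passed neither the thresholds of the Methods nor an adjusted p of 0.05 in any setting.

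In the heat map of Figure 4D, the paper colours its genes in unstimulated KD cells at or above unstimulated control cells, and NAMPT highest in stimulated KD cells. Over the 24 genes, the FPKM mean was lower in unstimulated KD cells than in unstimulated control cells for 13, and in 10 of these both libraries were lower. With libraries scaled to their total reads, or with the GC content and gene length correction, both chosen after the values were seen, 14 of the 24 were higher. The mean of NAMPT was 9.93 FPKM in unstimulated KD cells and 8.34 FPKM in stimulated KD cells. Its log2 fold change with TNF-α in KD cells was -0.23 (adjusted p = 0.0594 from limma). With the GC content and gene length correction it was 0.50 (adjusted p = 0.00199 from limma), in the direction of the heat map.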

Other observations

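The alternatives with total reads, the GC content and gene length correction and voom that this part cites were chosen after the data were seen, and so was the look at the shRNA sequences against the WSB2 transcripts.

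WSB1 (ENSG00000109046, chromosome 17 from 27294076 to 27315926, plus strand) was measured at 3.31 ± 0.442 FPKM (SD, n = 2) in unstimulated control cells, 7.25 ± 0.304 in unstimulated KD cells, 2.98 ± 0.459 in stimulated control cells and 3.73 ± 0.203 in stimulated KD cells. WSB1 was higher in KD cells without TNF-α (log2 fold change 0.94, adjusted p = 5.1e-04 from limma, between 0.47 and 1.19 over the alternatives) and was not called with TNF-α (0.25, adjusted p = 0.673). The interaction was -0.69 (adjusted p = 0.0148), and -0.22 (adjusted p = 0.221) with the GC content and gene length correction. The ratio of WSB2 to WSB1 was 8.55 ± 1.38 (SD, n = 2) in stimulated control cells, 1.17 ± 0.0357 in unstimulated KD cells and 2.45 ± 0.167 in stimulated KD cells.

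TNFRSF9 (ENSG00000049249, chromosome 1 from 7915894 to 7943165, minus strand), which the paper measured by real-time PCR, was at 25.7 ± 1.99 FPKM in stimulated control cells and 25.9 ± 0.917 FPKM in stimulated KD cells (SD, n = 2 each). Its log2 fold change was 0.01 (standard error 0.127, adjusted p = 0.999 from limma), between -0.01 and 0.01 over 9 alternatives, while TNF-α raised it by 3.00 in control cells. ICAM1 and MX1, which the paper cites from other studies as targets of another ligase, had log2 fold changes of 0.02 (adjusted p = 0.996) and -0.05 (adjusted p = 0.923) with KD and TNF-α. ICAM1 was at 1.82 ± 0.0813 and 1.88 ± 0.263 FPKM in stimulated control and KD cells. CD86 had 4 reads in all 8 libraries and was not tested.

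TNF-α raised 512 genes and lowered 189 in control cells at an adjusted p under 0.05, of which 147 and 35 passed the thresholds of the Methods. The share of raised genes was 73.0%, and it was 60.3% with libraries scaled to their total reads and 84.9% with only the 4 libraries compared. The largest rises were in CSF2 (log2 fold change 5.13), LTB, CXCL8, TRAF1 and CCL2, and the largest falls in TMSB4XP8, ID2, HRCT1, BMP4 and FOXS1. TMSB4XP8 is a pseudogene that can take reads of its parent gene. In KD cells TNF-α raised 5141 genes and lowered 5187, a share of 49.8% raised, against 31.4% with total reads and 60.1% with upper-quartile factors. CSF2, CXCL8, TRAF1, LTB and CCL2 rose most there, and the 5 largest falls included RNU6-26P, TUFMP1, MALAT1 and MIR1254-1, beside another U6 snRNA gene. The comparison within KD cells holds the unstimulated KD libraries, which lie apart from the other 6, and its fold change followed GC content across genes with a Spearman correlation of 0.69, against 0.07 in control cells. For the interaction of KD and TNF-α, RPL10P6, PFN1P1, GAGE2A, MRPL12 and TMEM238 had the highest values and RNU6-26P, MIR590, TUFMP1, KLF2P1 and ANKRD10-IT1 the lowest. Most of these are pseudogenes, small RNA genes or members of families that share reads, and leaving out the first unstimulated control library moved MIR590 from -3.38 to -2.04.

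Among genes that the paper's mechanism names, RELA was lower in unstimulated KD cells (28.1 ± 1.07 against 16.1 ± 0.341 FPKM, log2 fold change -0.77, adjusted p = 1.8e-04), CUL5 was higher (1.98 ± 0.0909 against 7.15 ± 0.0539 FPKM, log2 fold change 1.45, adjusted p = 1.2e-04), and so was SETD7, the gene of Set9 (4.62 ± 1.55 against 10.3 ± 0.317 FPKM, log2 fold change 1.03, adjusted p = 0.00125; SD, n = 2 each). After correction for GC content and gene length these were -0.30, 0.67 and 0.64. With TNF-α the log2 fold changes of CUL5 (-0.10, adjusted p = 0.912) and SETD7 (-0.03, adjusted p = 0.998) were within the replicate spread.

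Immediate-early genes, another of the 4 lists, were higher in stimulated KD cells in 10 of 12 tested, with a median log2 fold change of 0.30 (adjusted p = 5.5e-04 from camera, 0.0212 from fry and 0.229 with the estimated correlation). Of the 12, 1 was called over all genes, BTG2, which was lower (-0.58, adjusted p = 0.0489), and 10 were called in either direction when adjusted over the list alone, and 9 of the list's 13 genes are in leading edges drawn from these libraries. Without TNF-α the list was lower in 10 of 12, with a median of -0.38 (adjusted p = 0.0408 from camera, 0.00114 from fry), and the interaction had an adjusted p of 0.00521 from camera, or 0.243 with the estimated correlation. After correction for GC content and gene length, FOSB, IER2 and JUN were above 0 without TNF-α, and the list as a set was not tested after that correction. The 19 interferon-stimulated genes showed no common change with TNF-α, with 8 higher, a median of -0.01 and 0 called over all genes or when adjusted over the list alone, against 3 at an unadjusted P-value under 0.05 (adjusted p = 0.665 from camera, 0.429 from fry). Without TNF-α 13 of the 19 were higher (adjusted p = 0.107 from camera, 6.3e-04 from fry).

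Across the 16528 genes, which are not independent replicates, the KD effects with and without TNF-α had a Pearson correlation of 0.02 and a Spearman correlation of 0.01. Of the 15 genes called in both, 14 changed in the same direction.

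WSB2 shRNA 1 of the paper's list is complementary over its 21 bases to 8 of the 12 annotated WSB2 transcripts. WSB2 shRNA 2, as printed with 22 bases, matches none of the 12 in full, and its first 14 bases pair with a WSB2 transcript. The paper used both shRNAs to knock down WSB2, so a misprint of the sequence is possible. For genes with a 3′ UTR site of its seed, the median KD effect with TNF-α ranked at 79.0% among rearrangements of the same bases, and without TNF-α at 46.2%. For shRNA 1 the rank without TNF-α was 82.9%, and with 8-base sites the rank with TNF-α was 31.0%.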
